# Histone modifications during the life cycle of the brown alga *Ectocarpus*

**DOI:** 10.1186/s13059-020-02216-8

**Published:** 2021-01-04

**Authors:** Simon Bourdareau, Leila Tirichine, Bérangère Lombard, Damarys Loew, Delphine Scornet, Yue Wu, Susana M. Coelho, J. Mark Cock

**Keywords:** Brown algae, ChIP-seq, Chromatin, *Ectocarpus*, Gametophyte, Histone modification, Life cycle, Multicellularity, Polycomb complex, Sporophyte

## Abstract

**Background:**

Brown algae evolved complex multicellularity independently of the animal and land plant lineages and are the third most developmentally complex phylogenetic group on the planet. An understanding of developmental processes in this group is expected to provide important insights into the evolutionary events necessary for the emergence of complex multicellularity. Here, we focus on mechanisms of epigenetic regulation involving post-translational modifications of histone proteins.

**Results:**

A total of 47 histone post-translational modifications are identified, including a novel mark H2AZR38me1, but *Ectocarpus* lacks both H3K27me3 and the major polycomb complexes. ChIP-seq identifies modifications associated with transcription start sites and gene bodies of active genes and with transposons. H3K79me2 exhibits an unusual pattern, often marking large genomic regions spanning several genes. Transcription start sites of closely spaced, divergently transcribed gene pairs share a common nucleosome-depleted region and exhibit shared histone modification peaks. Overall, patterns of histone modifications are stable through the life cycle. Analysis of histone modifications at generation-biased genes identifies a correlation between the presence of specific chromatin marks and the level of gene expression.

**Conclusions:**

The overview of histone post-translational modifications in the brown alga presented here will provide a foundation for future studies aimed at understanding the role of chromatin modifications in the regulation of brown algal genomes.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s13059-020-02216-8.

## Introduction

Very few eukaryotic lineages have independently evolved complex multicellularity, and the brown algae are of particular interest as the third most developmentally complex lineage after animals and land plants. The size and complexity attained by some brown algae are illustrated by the giant kelp *Macrocystis*, which can reach up to 50 m in length.

The deployment of developmental programmes and the establishment of different cell fates in complex multicellular organisms imply the acquisition of different epigenetic states in different cell types. A number of mechanisms underlie the establishment and maintenance of epigenetic states. These include, for example, cell signalling and regulation of gene transcription, but another important factor is the chemical modification of chromatin. In particular, histones have been shown to undergo a broad range of different post-translational modifications (PTMs) involving the addition of various chemical moieties to multiple amino acid residues, particularly within the unstructured amino-terminal “tails” of these proteins [1]. These modifications affect chromatin function either by directly modifying interactions between the different components of the nucleosome or via the action of proteins that bind to specific histone modifications and effect specific tasks. In this manner, histone PTMs act as a “histone code”, mediating the establishment and maintenance of different epigenetic states across the genome.

Epigenetic processes not only allow cells that carry the same genomic information to assume different functions in different parts of a multicellular organism but they also allow temporal changes, i.e. establishment of different cellular functions at different stages of the life history. This latter aspect is particularly important in organisms that have complex life cycles. For example, many brown algae have haploid-diploid life cycles involving an alternation between two different organisms, the sporophyte and the gametophyte, often with very distinct body plans [2]. These life cycles imply complex regulation of chromatin, but at present, very little is known about the role of histone PTMs, for example, in the regulation of developmental and life cycle processes in the brown algae.

The filamentous alga *Ectocarpus* is being used as a model system to study brown algal developmental biology [3–7]. *Ectocarpus* has a haploid-diploid life cycle involving an alternation between a gametophyte, which is usually haploid, and a sporophyte, which is usually diploid. However, there is clear evidence that the identity of each life cycle generation is not determined by its ploidy because haploid sporophytes (partheno-sporophytes) can be produced by parthenogenetic development of haploid gametes [8, 9], and diploid gametophytes can be constructed using mutants that are unable to deploy the sporophyte developmental pathway [3, 7]. These observations indicate that epigenetic processes play an important role during the *Ectocarpus* life cycle. Recent work has shown that the deployment of the sporophyte programme requires two different three-amino acid loop extension homeodomain transcription factors (TALE HD TFs), OUROBOROS (ORO) and SAMSARA (SAM) [7]. Remarkably, TALE HD TFs appear to have been recruited convergently to regulate sporophyte development in both the brown algal and the land plant lineages [7]. In land plants, the PRC2 polycomb complex has also been implicated in life cycle regulation [10–17], indicating that chromatin modification processes play an important role in life cycle regulation in that lineage. Chromatin modification has been proposed to play a similar role in the brown algae [2], but this hypothesis has not been investigated experimentally.

In this study, we have carried out a broad census of histone PTMs in *Ectocarpus* chromatin and have developed a method to evaluate the genome-wide distribution of specific histone PTMs in this species. Application of this method allowed the identification of histone PTMs associated with transcriptional start sites (H3K4me2, H3K4me3, H3K9ac, H3K14ac and H3K27ac) and gene bodies (H3K36me3) of actively transcribed genes and a histone PTM associated with transposons and repetitive sequences (H4K20me3). We also show that H3K79me2 often marks extensive regions spanning several genes and suggest some possible functions for this PTM. Overall, genome-wide histone PTM patterns were found to remain stable following transition between the sporophyte and gametophyte generations of the life cycle, consistent with the observation that only 4% of genes exhibited a significant level of generation-biased expression. Analysis of generation-biased genes allowed changes in chromatin state (combinations of histone PTMs) to be correlated with changes in gene expression.

## Results

### *Ectocarpus* histones and histone-modifier enzymes

Analysis of the *Ectocarpus* genome sequence [18] identified 34 core histone and nine H1 histone genes (Additional file 5: Table S1). Four of the core histone genes are predicted to encode variant forms, including probable CenH3, H2A.X and H2A.Z proteins. All nine H1 histone genes appear to encode bona fide H1 proteins and are not members of related families such as the plant GH1-HMGA or GH1-Myb families [19]. 

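The count table used here lists all 44 histone loci of Table S1, with their coordinates on the Ectocarpus genome. Chromosome 26 carries 22 of these loci, between positions 5955668 and 6417574, and chromosome 7 carries 8, between positions 464261 and 494030. A further 5 loci lie on unmapped scaffolds, 3 on chromosome 4 and 2 on chromosome 21, and chromosomes 2, 3, 5 and 28 have 1 each. In the RNA-seq libraries of the sporophyte and the gametophyte, 31 of the 44 loci had enough reads to be tested, and none was generation-biased at a Benjamini-Hochberg adjusted p under 0.05 in edgeR's quasi-likelihood test. The 2 loci with the highest mean transcript abundance were Ec-26_006500 and Ec-04_002240. Ec-26_006500 lies on chromosome 26 from 6416352 to 6417574, and its abundance was 294 ± 39.2 TPM (SD, n = 2) in the sporophyte and 302 ± 22.4 TPM (SD, n = 2) in the gametophyte, a difference smaller than the spread between replicates. Ec-04_002240 lies on chromosome 4 from 2513541 to 2517405, with 192 ± 10.8 TPM (SD, n = 2) in the sporophyte and 218 ± 3.27 TPM (SD, n = 2) in the gametophyte. Its log2 fold change was -0.15 (standard error 0.21, adjusted p = 0.864 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Without sporophyte replicate 2 the estimate was 0.01, so its sign is not determined by these libraries. Whether reads that match several histone loci were counted is not given in the sources used here, and Ec-26_006500 also overlaps 1 other annotated gene.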

All but eight of the histone genes were located in five gene clusters on chromosomes 4, 7 and 26 and on an unmapped scaffold (sctg_442). The organisation of the clusters suggests multiple duplication, rearrangement and fragmentation of an ancestral cluster with the organisation H4, H1, H3, H2B and H2A (Additional file 2: Figure S1).

A search for genes encoding histone-modifying enzymes identified both putative histone acetyltransferases and methyltransferases, and predicted deacetylase and demethylase enzymes (Additional file 6: Table S2). Most of the acetyltransferases were sufficiently similar to well-characterised homologues to allow prediction of their target residues, but the methyltransferases tended to be less conserved at the sequence level and, in many cases, had novel domain structures. Direct functional information, for example based on mutant analysis, will therefore be necessary to investigate the specificity of the *Ectocarpus* methyltransferases.

### Identification of histone PTMs in *Ectocarpus*

Histone PTMs were detected using mass spectrometry of enzyme-digested histone preparations. In addition, a broad range of commercially available antibodies was tested against *Ectocarpus* histone preparations on immunoblots to further confirm the presence of a subset of the PTMs identified by mass spectrometry. A total of 47 PTMs of core and variant histones were detected in *Ectocarpus* (Fig. 1a, Additional file 3: Figure S2). Six of these marks were only detected by immunoblotting and should therefore be treated with caution (marked with an asterisk in Fig. 1a, Additional file 7: Table S3). Note that two of these PTMs, H3K9me2 and H3K9me3, were also not detectable using mass spectrometry in *Arabidopsis* but have been detected using immunoblotting [20, 21]. Figure S3 (Additional file 4) shows immunoblots that detected a weak signal for these two PTMs in *Ectocarpus* chromatin.

**Fig. 1:**
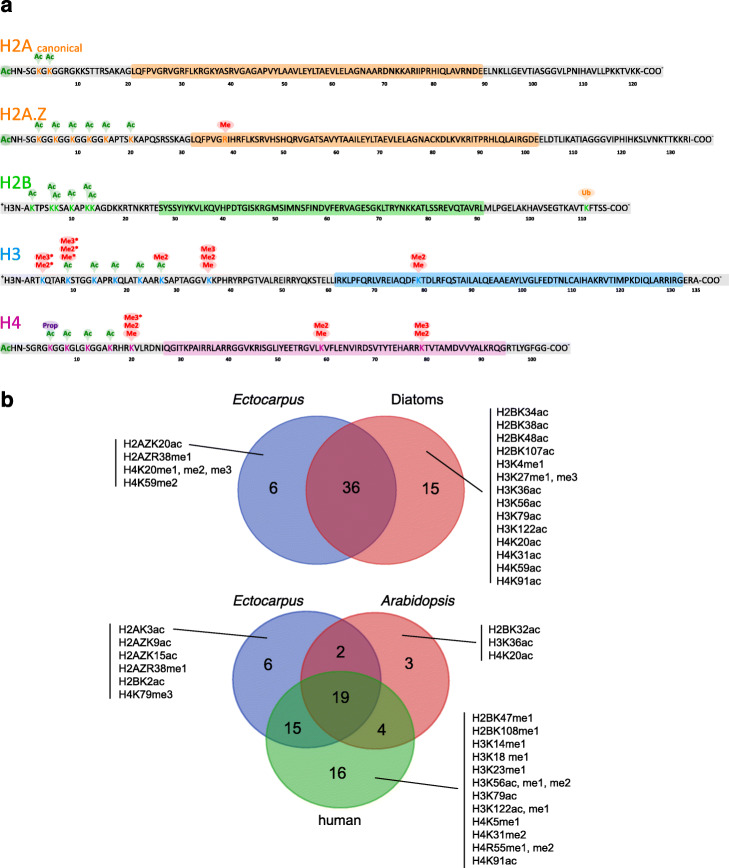
**a** Post-translational modifications of *Ectocarpus* histones. Acetylation, methylation, ubiquitylation and propionylation modifications of core and variant histones identified in this study. Coloured boxes indicate globular core domains, and grey boxes indicate N- and C-terminal tails. Amino acid positions are indicated below the protein sequence. Asterisks indicate histone modifications that were only detected using antibodies. All other modifications were detected by mass spectrometry. **b** Comparison of the histone PTMs detected in *Ectocarpus* with PTMs reported for diatoms (combined data for *Phaeodactylum tricornutum* and *Thalassiosira pseudonana*, upper panel) and for humans and the land plant *Arabidopsis* (lower panel) (see Additional file 5: Table S3 for details)

Most of the histone PTMs detected in *Ectocarpus* have been reported previously in species from one or more of the land plant, animal or fungal lineages, either at exactly the same position or at an equivalent position in the corresponding protein (Fig. 1b, Additional file 7: Table S3). However, a number of marks have only been described so far in stramenopiles. Of these, some PTMs such as acetylation of lysines 9 and 15 of H2A.Z were detected in both *Ectocarpus* and the diatom *Phaeodactylum tricornutum* [22], whereas others were detected only in the diatoms (e.g. acetylation of lysine 59 on H4) or only in *Ectocarpus* (methylation of arginine 38 on H2A.Z; Fig. 1b).

### Genome-wide distribution of selected histone PTMs

To investigate the functions of histone PTMs in *Ectocarpus*, we analysed the distribution of eight selected marks across the genome using chromatin immunoprecipitation and sequencing (ChIP-seq). 

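ChIP-seq peak lists were analysed here for H3K4me3, H3K9ac and H3K27ac, the marks of the first of the authors' experimental batches. In ChIP-seq, chromatin is fixed and sheared, an antibody pulls down the fragments that carry a mark, and the sequenced fragments are mapped to the genome. Each mark was assayed in 2 sporophyte and 2 gametophyte samples, the sporophytes being partheno-sporophytes, haploid sporophytes that develop from unfertilised gametes. The cultures were 4 weeks old and were fixed for 5 min. The paper gives 1% formaldehyde for the fixation and 200 mM NaCl for the reversal of the cross-links, and the sample descriptions give 2% and 5000 mM. According to Table S12, the paper's numbers of mapped reads per ChIP library were 33415450 and 37967338 for sporophyte H3K4me3, 19990290 and 39758604 for sporophyte H3K9ac, 28544111 and 27795809 for sporophyte H3K27ac, 23571460 and 35284270 for gametophyte H3K4me3, 37970698 and 33380449 for gametophyte H3K9ac, and 91001805 and 63495383 for gametophyte H3K27ac. The paper's fractions of reads in peaks were 77.2% and 78.3% for sporophyte H3K4me3 against 51.9% and 39.3% for the gametophyte, and 52.4% and 46.1% for sporophyte H3K27ac against 32.3% and 30.2% for the gametophyte.

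The authors mapped the reads with Bowtie, called peaks with MACS2 against input chromatin and deposited 1 list of peaks per mark and generation, which stands for both replicates. These lists therefore carry no replicate error. The signal thresholds differed between lists, at 25 for sporophyte and 15 for gametophyte H3K4me3, 30 and 18 for H3K9ac, and 15 in both generations for H3K27ac. The sporophyte lists hold 16435 peaks of H3K4me3, 26183 of H3K9ac and 46241 of H3K27ac, and the gametophyte lists 30708, 35772 and 72523. The peaks of the lists covered between 35.6 and 54.3 Mb of the genome, and their median width ranged from 340 bp for gametophyte H3K27ac to 2280 bp for sporophyte H3K4me3. Each peak has a score, which is the authors' value and equals 10 times the highest signal in the peak. Scores were compared here between peaks of the same list, because the thresholds and enrichments differ between lists. The exception is an alternative that applies the higher threshold of both generations to both lists of a mark. The TSS of each of the 17476 genes in the authors' count table was taken as the 5′ end of the gene model.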

The PTMs analysed were H3K4me2, H3K4me3, H3K9ac, H3K14ac, H3K27ac, H3K36me3, H3K79me2 and H4K20me3 (Fig. 2). Five of these PTMs, H3K4me2, H3K4me3, H3K9ac, H3K14ac and H3K27ac, were preferentially associated with the transcription start sites (TSSs) of genes but tended to be depleted from gene bodies (Fig. 2a–d). 

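Of the sporophyte peak summits, 46.7% of those of H3K4me3, 31.4% of those of H3K9ac and 19.6% of those of H3K27ac lay within 500 bp of a TSS. When the summits were shifted together along each chromosome, 1000 times, the mean shares were 7.60%, 7.26% and 7.24%. The observed shares were thus 6.14, 4.32 and 2.70 times those of the shifted summits, and no shift reached them (one-sided permutation test by circular shifts, p = 0.001 for each mark, the smallest that these shifts can give). In the gametophyte lists the ratios were 3.41, 3.28 and 1.94, with the same p. For sporophyte H3K4me3, counting any overlap of a peak lowered the ratio to 2.50, and restricting the list to peaks above its median score raised it to 10.2. Across the genome, summits were densest in the part of the gene body within 500 bp of the TSS, which held 35.9% of the sporophyte H3K4me3 summits in 4.28% of the sequence. The rest of the gene bodies made up 63.3% of the sequence and held 23.9%, 20.9% and 30.0% of the sporophyte summits of H3K4me3, H3K9ac and H3K27ac. This corresponds to densities of 0.378, 0.331 and 0.474 of that over the whole genome. In the gametophyte lists these densities were 0.720, 0.425 and 0.754. Intergenic sequence had a density of 1.03 for sporophyte H3K4me3, 1.64 for H3K9ac and 1.73 for H3K27ac.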

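In sporophyte chromatin, 85.3% of the H3K4me3 peaks overlapped an H3K9ac peak by at least 1 bp (95% Wilson interval 84.7% to 85.8%, covering counting error only) and 85.8% overlapped an H3K27ac peak. Among H3K9ac peaks, 51.2% overlapped H3K4me3 and 79.1% overlapped H3K27ac. The share was lowest for H3K27ac peaks, the most numerous, of which 36.9% overlapped H3K4me3, while 77.4% overlapped H3K9ac. When only peaks above the median score of their list were compared, the overlap of H3K4me3 with H3K9ac rose to 99.9%. In gametophyte chromatin, 58.5% of the H3K4me3 peaks overlapped H3K9ac and 66.2% overlapped H3K27ac.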

Genome-wide patterns of these five PTMs exhibited a range of levels of positive correlation (Pearson’s *r* 0.13 to 0.86; Fig. 2e), indicating that they tended to be co-localised in the genome. Similar PTM patterns were detected at protein-coding and lncRNA genes (Fig. 2c), suggesting that histone PTMs may be used in a similar manner to regulate these two types of gene. 

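In the sporophyte, a peak overlapped the 500 bp on either side of the TSS at 13351 genes for H3K4me3, 14390 for H3K9ac and 14267 for H3K27ac, of the 17476 genes of the count table. These numbers correspond to 76.4%, 82.3% and 81.6% of the genes. In the gametophyte the shares were 76.0%, 82.2% and 82.7%. All 3 marks were present at the TSS of 74.0% of the genes in the sporophyte and 70.8% in the gametophyte, and none of them at 14.6% and 10.7%. The shares fell most when the summit of the peak, rather than any part of it, had to lie in the window, to between 58.2% for sporophyte H3K4me3 and 70.1% for gametophyte H3K27ac.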

For each of the five TSS-associated PTMs, a peak was detected within 500 bp of the TSS for between 77 and 83% of the genes in the genome. For H3K4me2, a pair of adjacent peaks was detected, one on each side of the TSS (Fig. 2b, c). 

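Counting a gene when a peak overlapped its body or the 500 bp upstream of its TSS by at least 1 bp, peaks of H3K4me3 were associated with 13740 genes in the sporophyte and 13984 in the gametophyte. The corresponding numbers were 14881 and 14984 for H3K9ac, and 15050 and 15941 for H3K27ac. Restricting the lists to peaks above their median score gave the lowest number, 11977 genes for sporophyte H3K4me3.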

Genome-wide, peaks of H3K4me2, H3K4me3, H3K9ac, H3K14ac and H3K27ac marks were associated with between 13,416 and 14,423 of the 17,406 genes. 

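Across the 17476 genes, the highest peak score within 500 bp of the TSS rose with the mean transcript abundance of the gene in the same generation. In the sporophyte, Spearman's rho was 0.431 for H3K4me3, 0.389 for H3K9ac and 0.407 for H3K27ac, with genes without a peak at a score of 0. With the RNA-seq library of each sporophyte replicate taken alone, rho for H3K4me3 was 0.428 and 0.432. In the gametophyte, rho was 0.454, 0.411 and 0.368. These are correlations across genes, which are not independent replicates, so no p-value is given. Restricting the genes to those with a peak moved rho for sporophyte H3K4me3 most, to 0.329. When genes were ranked by abundance into 10 classes of equal size, a sporophyte H3K4me3 peak was present at the TSS of 24.6% of the genes in the lowest class, which reaches up to 2.50 TPM. For H3K9ac and H3K27ac the shares in that class were 56.9% and 53.0%. The paper reasons from the association of these marks with TSSs and from their relation with expression that they mark transcriptionally active genes.

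**Figure D1:**
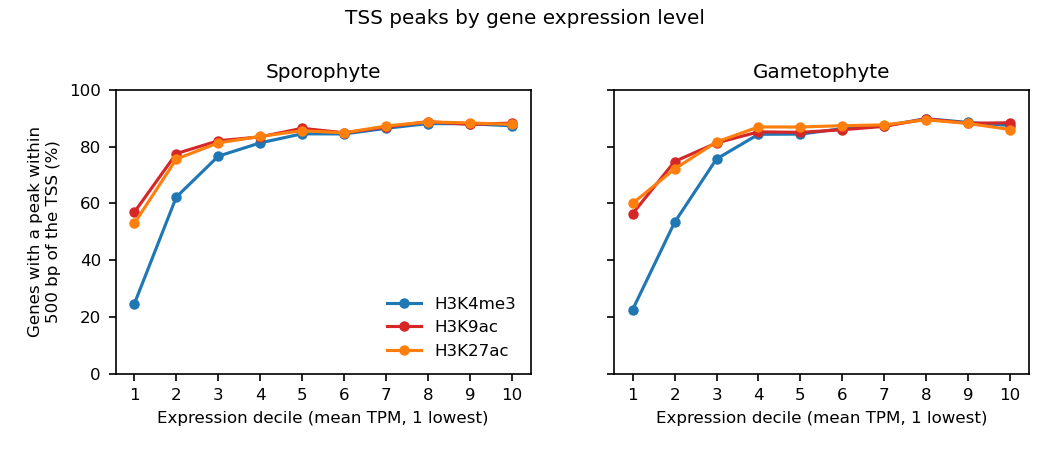
Share of genes with a peak within 500 bp of the TSS, in percent, by expression decile (mean TPM of the same generation, 1 lowest), for H3K4me3, H3K9ac and H3K27ac in the sporophyte and the gametophyte. The share rises over the lowest deciles and then levels off, and H3K4me3 starts lowest, at 24.6% in the sporophyte.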

We noted a strong positive correlation between gene expression level, measured in transcripts per million (TPM), and the strength of mapping of each mark to TSSs (Fig. 3). Taken together, these observations indicate a strong association of H3K4me2, H3K4me3, H3K9ac, H3K14ac and H3K27ac with transcriptionally active genes in *Ectocarpus*.

**Fig. 2:**
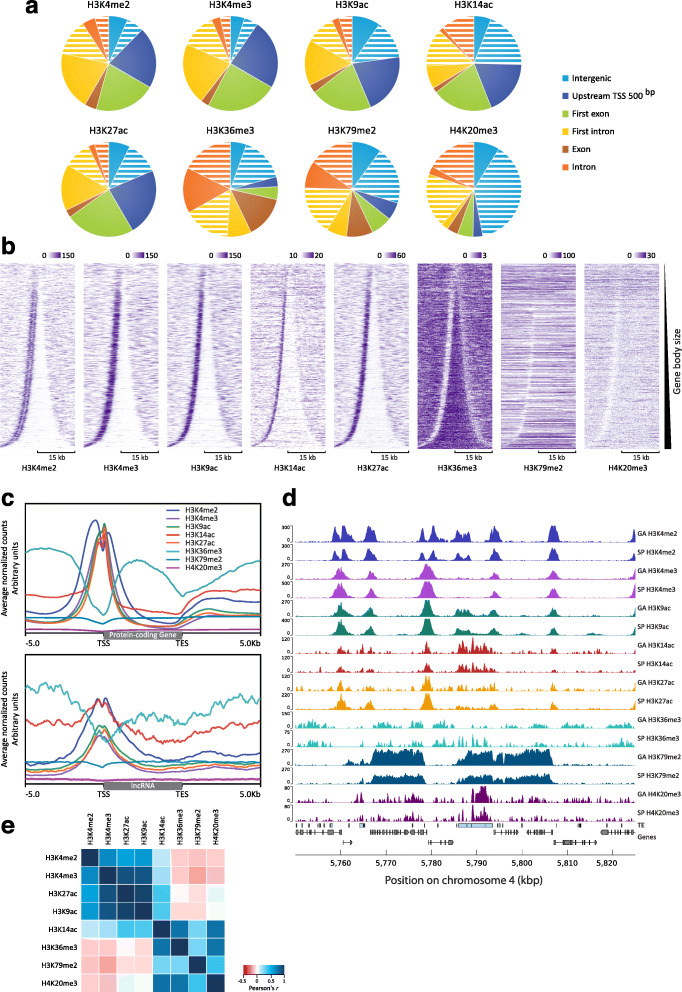
Distribution of histone PTMs in the *Ectocarpus* genome. **a** Distribution of eight histone PTMs across six genome feature classes. Intergenic, all intergenic regions except the TSS regions; upstream TSS 500 bp, 500 bp region 5′ to the transcription start site; exon, all exon sequence except first exons; intron, all intron sequence except first introns. The sectors for intergenic, intron and first intron regions have been separated into two to indicate values for regions that contain TEs (white stripes) and regions that do not (full colour). **b** Distribution of the eight histone PTMs across the complete set of *Ectocarpus* genes (17,447) sorted by gene body size and centred on the gene body. The black brackets correspond to 15 kb. **c** Enrichment profiles of the eight histone PTMs for all protein-coding (top panel) and all lncRNA (bottom panel) genes. Gene bodies are plotted as proportional lengths, upstream and downstream intergenic regions in kilobases. **d** Representative region of chromosome 4 showing profiles of mapped ChIP-seq reads for the eight histone PTMs in the sporophyte (SP) and gametophyte (GA) generations. Light blue boxes represent transposons (TEs). Grey boxes and arrows represent exons superimposed on genes represented by a black line. **e** Pearson correlation scores for comparisons of the genomic distributions of ChIP-seq signal peaks for the eight histone PTMs

**Fig. 3:**
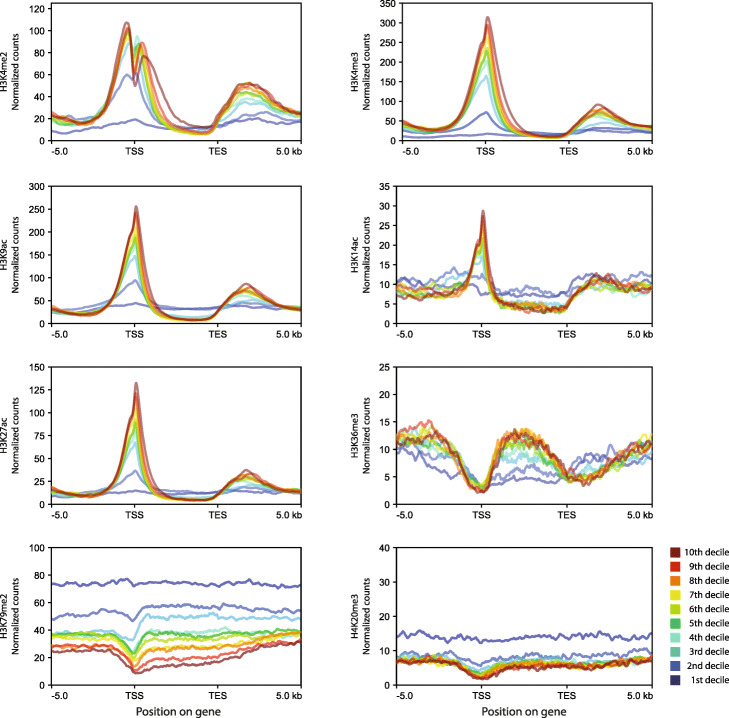
Enrichment profiles for the histone PTMs H3K4me2, H3K4me3, H3K9ac, H3K14ac, H3K27ac, H3K36me3, H3K79me2 and H4K20me3 across genes expressed at different levels (TPM deciles). Gene bodies are plotted as proportional lengths, upstream and downstream intergenic regions in kilobases. TSS, transcription start site; TES, transcription end site; kb, kilobases

The three remaining PTMs, H3K36me3, H3K79me2 and H4K20me3, were depleted from TSSs (Fig. 2). H3K36me3, which was detected at 12,863 genes (74% of the genome), was most strongly associated with gene bodies and was depleted from both TSSs and transcription end sites (TESs). As observed for the TSS-localised PTMs discussed above, the presence of H3K36me3 on gene bodies was positively correlated with expression, indicating that this mark is also associated with gene activation (Fig. 3).

H4K20me3 peaks were detected principally in the non-coding part of the genome (intergenic regions and introns; Fig. 2a) and occurred preferentially in intergenic regions or introns that also contained a transposon (Pearson’s *χ*^2^ test with Yates’ continuity correction *p* value < 2.2e^−16^ for both introns and intergenic regions). Indeed, almost all (94.6%) of the H4K20me3 peaks co-localised with either a transposon or a region of a short repeated sequence. The distribution of H4K20me3 was therefore consistent with it playing a role in the regulation of inserted transposons, possibly in the silencing of these elements. H4K20me3 peaks were associated with all types of transposon, including both class I (RNA) and class II (DNA) transposons (Additional file 5: Table S4). The occurrence of H4K20me3 in introns was not unexpected because introns make up approximately 40% of the *Ectocarpus* genome [23] and therefore represent a significant proportion of the non-coding fraction of the genome. Moreover, 44.0% of the transposons (repeated elements ≥ 400 bp) in the genome are located in introns.

Genes marked with H4K20me3 tended to have fewer exons, to be longer and to have lower levels of expression than genes without a H4K20me3 peak (Fig. 4a–c). The inverse relationship between the presence of H4K20me3 and gene expression level (Fig. 3) could be interpreted as indicating a role in gene regulation, but given the co-localisation of this PTM with transposon sequences, a more likely explanation is that the observed effect on gene expression was an indirect effect of silencing of intronic transposon sequences. Interestingly, genes that were marked with H4K20me3 were significantly less strongly marked with the TSS-associated PTMs H3K4me2, H3K4me3, H3K9ac, H3K14ac and H3K27ac (Fig. 4d). Several hypotheses could be proposed to explain this observation. If the presence of H4K20me3 within a gene directly causes a reduction in the abundance of TSS-associated PTMs, this may constitute part of the mechanism that mediates the repressive effect of H4K20me3 on gene expression. Alternatively, it is also possible that the reduction in the abundance of TSS-associated PTMs is an indirect consequence of H4K20me3-induced repression of gene expression.

**Fig. 4:**
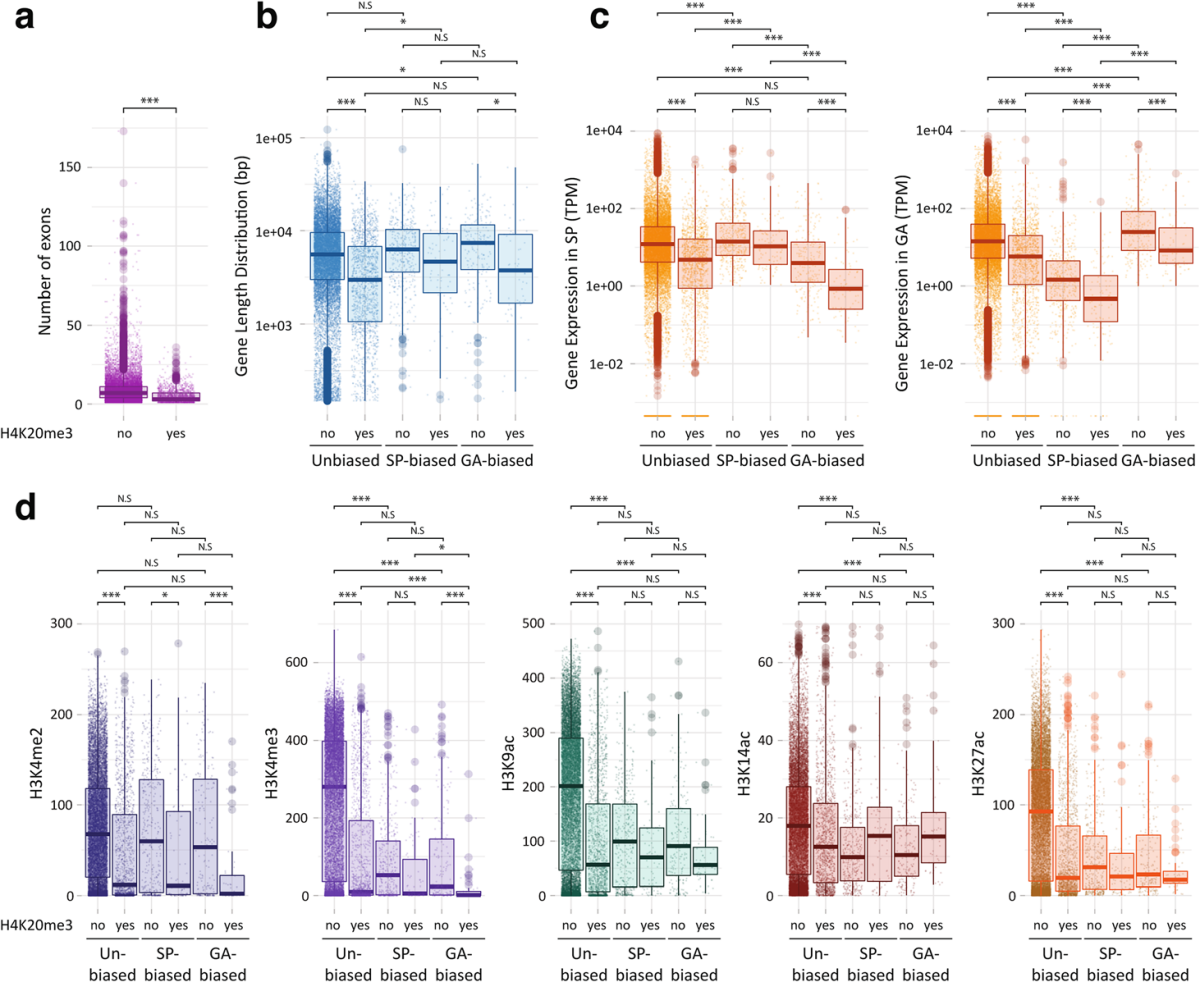
Comparison of genes that contained or did not contain a H4K20me3 peak. **a** Genes with at least one H4K20me3 peak (yes) have fewer exons than genes without a H4K20me3 peak (no). **b** Lengths of genes with or without a H4K20me3 peak. **c** Abundances of transcripts for genes with or without a H4K20me3 peak. **d** Histone PTMs on genes with or without a H4K20me3 peak. SP, sporophyte; GA, gametophyte. Asterisks indicate significant differences (Bonferonni-adjusted Wilcoxon tests; ***p < 0.0001; *p < 0.05)

### The genome is partitioned into H3K79me2-marked and H3K79me2-depleted regions

H3K79me2 exhibited an unusual distribution pattern. This PTM was detected throughout the genome, often in large, discrete, continuously marked regions of several kilobases separated by H3K79me2-depleted regions (Fig. 5a, Additional file 4: Figure S4). Together, the H3K79me2 regions covered 74.5 Mbp, 37.2% of the genome. About a third (36.6%) of the H3K79me2 regions were longer than 5 kbp, and many of these regions spanned more than one gene (on average, H3K79me2 regions of > 5 kbp contained 1.85 genes). The borders of the long H3K79me2 regions tended to be localised near a TSS or a TES. When H3K79me2 regions of > 5 kbp were considered, 49.3% of the borders were located within a kilobase of a TSS or a TES, and a Bonferonni-adjusted Wilcoxon test indicated that the borders were significantly closer to the nearest TSS or TES than they were to random anchor points in the genome (Additional file 4: Figure S5).

**Fig. 5:**
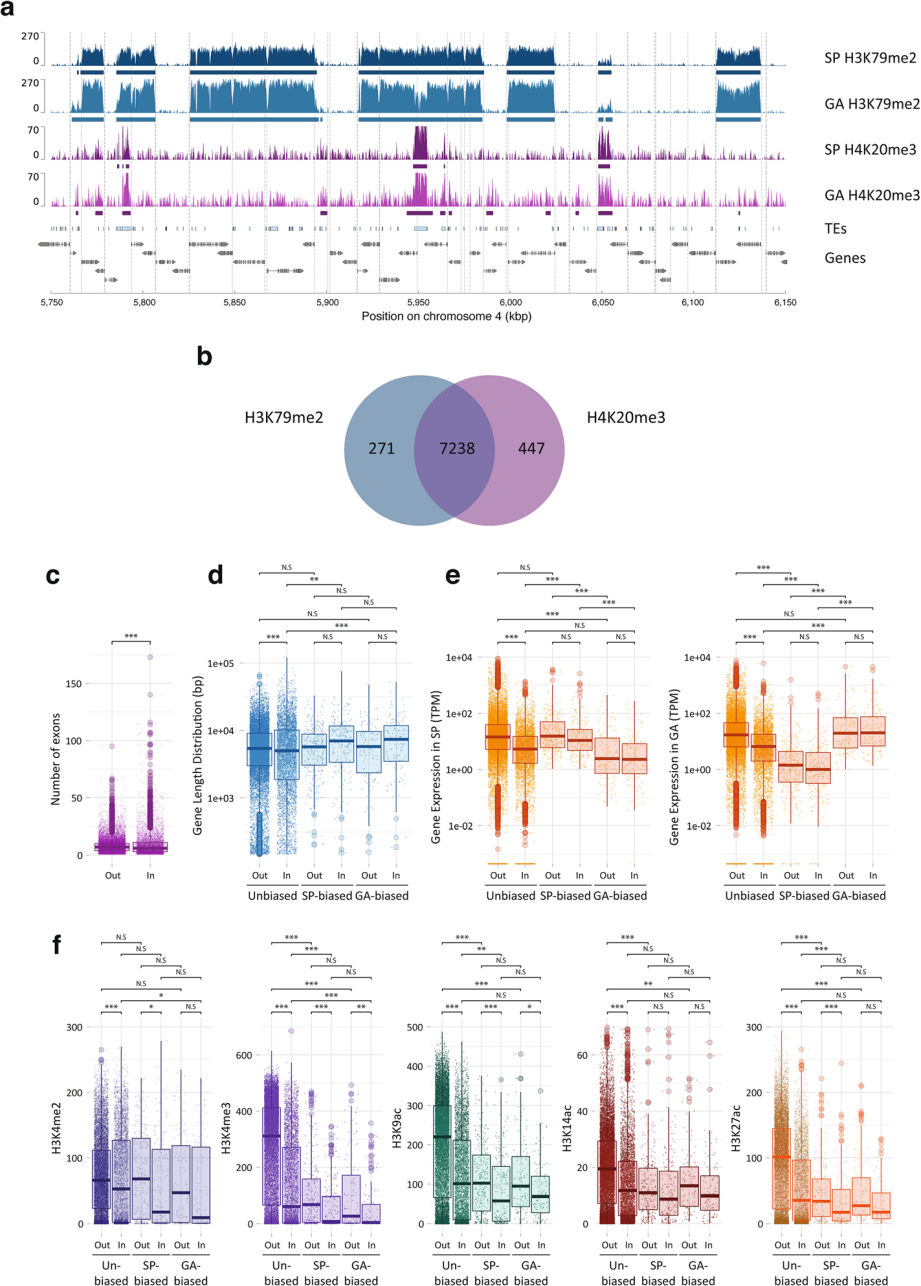
Genomic distribution of the histone PTM H3K79me2. **a** Representative region of 0.4 Mbp from chromosome 4 (spanning the genes with LocusIDs Ec-04_005800 to Ec-04_006210) showing alternating regions marked or not with H3K79me2 (blue peaks) during both the sporophyte and gametophyte generations of the life cycle. Blue bars indicate the H3K79me2 regions. The distribution of H4K20me3 (purple peaks) is also shown for comparison (peaks called by MACS2 are indicated by purple bars). Light blue boxes represent transposons (TEs). Grey boxes and arrows represent exons superimposed on genes represented by a black line. Vertical dotted lines indicate the positions of TSSs. **b** Genome-wide overlap between peaks of H3K79me2 and H4K20me3. **c** Genes in H3K79me2 regions have fewer exons. **d** Lengths of genes within (In) or outside (Out) H3K79me2 regions. **e** Abundances of transcripts for genes within (In) or outside (Out) H3K79me2 regions. **f** Histone PTMs on genes within (In) or outside (Out) H3K79me2 regions. A gene was considered to be “In” if more than 50% of the gene body (TSS-TES) was inside a H3K79me2 region. SP, sporophyte; GA, gametophyte; kb, kilobase pairs. Asterisks indicate significant differences (Bonferonni-adjusted Wilcoxon tests; ***p < 0.0001; **p < 0.001; *p < 0.05)

Comparison of ChIP-seq data for the sporophyte and gametophyte generations of the life cycle indicated that the H3K79me2 regions were stably maintained throughout the life cycle. Only 0.3% or 1.2% of H3K79me2 regions longer than 5 kbp were detected uniquely in the sporophyte or the gametophyte generation, respectively.

The H3K79me2 regions were strongly associated with peaks of H4K20me3 (Fig. 5a, b; Additional file 4: Figure S4). Consistent with the co-localisation of the two PTMs, genes within the H3K79me2 regions were significantly shorter, possessed fewer introns and their transcripts were less abundant on average than genes that were outside the H3K79me2 regions (Fig. 4c–e). The TSSs of genes within the H3K79me2 regions were also significantly less strongly marked by H3K4me2, H3K4me3, H3K9ac, H3K14ac and H3K27ac (Fig. 4f), and there was a negative correlation between gene expression level (measured in TPM) and the quantitative presence of H3K79me2 over genes (Fig. 3). To determine whether the association of H3K79me2 with reduced levels of gene expression and reduced deposition of TSS-localised PTMs was an indirect consequence of the co-localisation of this mark with H4K20me3, we analysed loci (Fig. 5b) where the two PTMs occurred independently of each other (Additional file 4: Figure S6). This analysis indicated that both H3K79me2 and H4K20me3 were associated with reduced levels of gene expression and reduced deposition of TSS-localised PTMs, even when one PTM was present independently of the other. Moreover, the effects of H3K79me2 and H4K20me3 on gene expression and on the deposition of TSS-localised PTMs were additive when both PTMs were present at the same locus, i.e. levels of gene expression and TSS-localised PTMs were even lower when both PTMs were present. Therefore, like H4K20me3, H3K79me2 appears to be associated with the repression of the gene expression. However, based on a similar argument to that proposed for H4K20me3 above, the organisation of deposition of H3K79me2 across blocks of contiguous genes (Fig. 5) does not appear to be consistent with a direct role in the gene regulation, and we therefore favour the hypothesis that, as proposed for H4K20me3, the effect of H3K79me2 on gene regulation is an indirect consequence of the involvement of this PTM in another, currently unknown, role in chromatin homeostasis.

Chromosome 6 contains an integrated copy of a large DNA virus (spanning 0.3 Mbp from approximately 4,244,200 to 4,547,200) that is closely related to the *Ectocarpus* phaeovirus EsV-1. The inserted virus has been shown to be transcriptionally silent [18, 23]. A large H3K79me2 region of about 0.42 Mbp was detected that spanned the entire inserted viral genome (Additional file 4: Figure S7). Chromatin within this H3K79me2 region was also marked with H4K20me3, but the other histone PTMs assayed were depleted from the inserted viral genome (Additional file 4: Figure S7).

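Within the inserted viral genome, which spans 303 kb of chromosome 6 from 4244200 to 4547200, the sporophyte peak lists had no summit for H3K4me3 or H3K9ac and 5 for H3K27ac, against 8.80, 10.9 and 18.8 summits per 100 kb on the rest of the chromosome. When the summits were shifted 1000 times along the chromosome, so few rarely fell in the region (one-sided permutation test by circular shifts, p = 0.01, 0.004 and 0.007). In the gametophyte lists, 19 summits of H3K4me3 and 3 of H3K9ac lay in the region (p = 0.017 and 0.002 from the same permutation test). The gametophyte H3K27ac list had 94 summits there, or 31.0 per 100 kb, against 34.8 per 100 kb elsewhere on the chromosome, a difference within the range of the shifts (p = 0.27, permutation by circular shifts). The peaks behind these 94 summits had a median score of 318.5, whereas the median of that list at TSSs was 794. Among the 180 genes of the region the highest count was that of Ec-06_005170 (4278763 to 4279794), with 2 reads in gametophyte replicate 2, and no other gene had more than 1 read in a library. The region's genes together had 1 read in sporophyte replicate 1, none in sporophyte replicate 2, 1 in gametophyte replicate 1 and 3 in gametophyte replicate 2, and none exceeded 1 TPM in any library. Of the 860 other genes on the chromosome, between 815 and 824 exceeded 1 TPM.

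**Figure D2:**
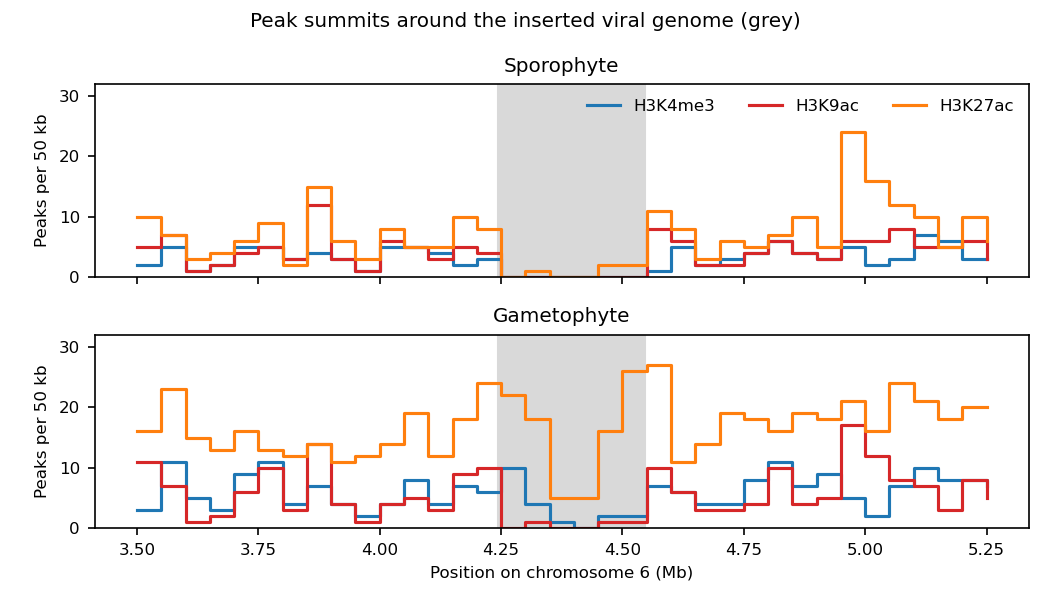
Peak summits per 50 kb along chromosome 6 around the inserted viral genome (grey; position in Mb), for H3K4me3, H3K9ac and H3K27ac in the sporophyte and the gametophyte. Summits of the sporophyte lists nearly disappear in the grey region, and those of gametophyte H3K27ac do not.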

### Overlapping TSS regions of divergently transcribed gene pairs

One unusual feature of the *Ectocarpus* genome, compared to genomes of similar size, is that there is a relatively strong tendency for adjacent genes to be transcribed from opposite strands of the DNA helix [23]. Consequently, the genome contains many divergently transcribed gene pairs. To investigate the effect of this pattern of gene organisation on the chromatin characteristics of TSSs, we searched for pairs of adjacent genes located on the same sequence scaffold. This search identified 10,399 TSS-adjacent intergenic regions, and 61.7% of the genes flanking these regions were part of a divergently transcribed gene pair. 

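Neighbouring genes were taken in order of their start on each chromosome of the count table, which gives no borders between scaffolds, and pairs whose gene models overlap or touch were left out. This gave 4979 divergent and 6157 tandem pairs with a gap, hence 11136 intergenic regions next to a TSS. Of the genes flanking these regions, 61.8% belonged to a divergent pair, each divergent region having a TSS at both ends. Among adjacent genes of the table, 624 divergent and 91 tandem pairs overlapped or touched, and including them at a length of 0 moved the share to 64.2%.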

The intergenic regions of divergently transcribed gene pairs were significantly shorter than those of tandem gene pairs (median 409 and 2293, respectively, Wilcoxon test, *p* value < 2e^−16^; Fig. 6a). 

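In the gene coordinates of the count table, the intergenic regions of divergent pairs had a median length of 446 bp and those of tandem pairs 2373 bp. The difference in mean rank was larger than in any of 100000 permutations of the pairs (two-sided permutation test, p = 1e-05, the smallest that these can give). Of the divergent pairs, 2794 (56.1%) were separated by less than 600 bp, against 12.8% of the tandem pairs. Without the genes of unmapped scaffolds, the medians were 420 bp and 2279 bp.

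**Figure D3:**
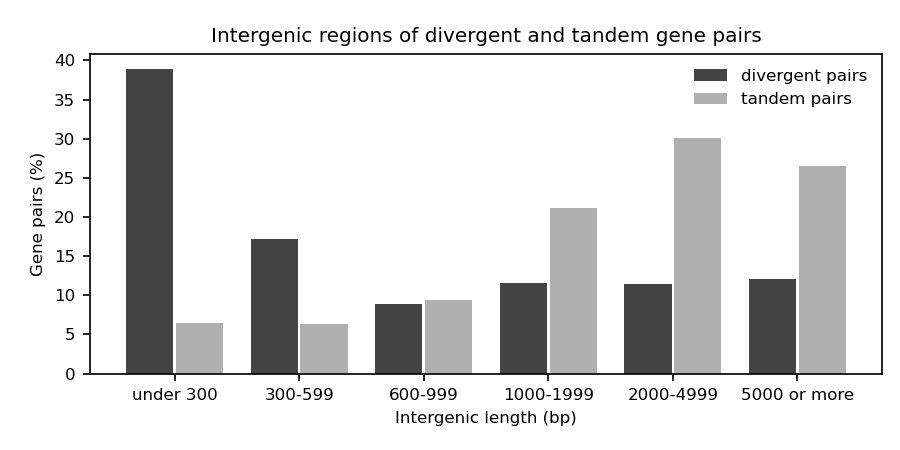
Percentage of divergent and of tandem gene pairs by the length of their intergenic region in bp. Divergent pairs are most frequent in the shortest class, with 38.9% of them, and tandem pairs in a class of longer regions, with 30.0%.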

When the intergenic regions of divergent gene pairs were shorter than about 600 bp, the two TSS chromatin regions overlapped and shared the same nucleosome-depleted region (NDR) based on micrococcal nuclease digestion data (Fig. 6a). This overlap correlated with the presence of double peaks for the PTMs H3K4me3, H3K9ac, H3K14ac and H3K27ac, one on each side of the TSS (Fig. 6a, b). For H3K4me2, which was detected as a double peak at most individual TSSs (Fig. 2b), the two peaks were further apart at the overlapping TSSs of divergent gene pairs than they were at the single intergenic TSSs of tandem gene pairs (Fig. 6a, b). Therefore, the pattern of PTMs also indicated that the TSSs of proximate divergent genes are located within a shared chromatin domain. Signals for all five of the above PTMs were significantly stronger for divergent than for tandem gene pairs (Fig. 6c, measured at the TSS of the second gene of the gene pair, see schema in Fig. 6a). This difference appeared to be due to the overlap of the two divergent TSS regions as the signal markedly increased for the intergenics of divergent gene pairs that were shorter than 1 kbp (Fig. 6c). 

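At the TSS of gene 2, the highest peak score within 500 bp was compared within each sporophyte list, with a score of 0 for genes without a peak. The median score for H3K4me3 was 4468 in divergent pairs and 1496 in tandem pairs, for H3K9ac 3417 and 1826, and for H3K27ac 1667 and 759. Each difference in mean rank exceeded those of all the permutations drawn (two-sided permutation test, p = 1e-05, the smallest they can give). A peak of H3K4me3 was present at gene 2 of 86.1% of the divergent and 59.2% of the tandem pairs. Among genes with a peak only, the medians for H3K4me3 were 4648.5 and 3518. In the gametophyte lists, the medians were 1960 and 524 for H3K4me3, 2150 and 1200 for H3K9ac, and 808 and 435 for H3K27ac.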

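Divided by the length of the intergenic region, divergent pairs had a median sporophyte H3K4me3 score of 4764.5 under 300 bp, 4671.5 from 300 bp to under 600 bp, 4415 from 600 bp to under 1000 bp and 2749 at 1000 bp or more. For H3K9ac, the medians under 300 bp and at 1000 bp or more were 3729 and 2202, and for H3K27ac they were 1846 and 946. Divergent pairs of 1000 bp or more still had higher sporophyte scores than tandem pairs for each of the 3 marks (two-sided permutation test of the mean rank, p = 1e-05, the smallest the permutations can give). In the gametophyte lists, such pairs had higher scores for H3K4me3 (medians 1064 and 524) and H3K9ac (1412 and 1200, p = 1e-05 for both from the same permutation test), and no difference was detected for H3K27ac (436 and 435, p = 0.74 from the same permutation test). The paper proposes that the stronger signal of divergent pairs comes from the overlap of both TSS regions.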

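In the sporophyte libraries, the median abundance of gene 2 was 45.5 TPM in divergent pairs and 35.1 TPM in tandem pairs, and the difference in mean rank was larger than in all permutations (two-sided permutation test over 4979 and 6157 genes, p = 1e-05, the smallest they can give). Genes are not independent replicates. In gene 2 of divergent pairs 94.3% of the genes exceeded 1 TPM, against 89.6% in tandem pairs, and among those above 1 TPM the medians were 48.9 and 41.9 TPM. With the library of each sporophyte replicate alone, the medians were 40.8 and 30.6 TPM for replicate 1 and 49.9 and 39.3 TPM for replicate 2. The direction changed when divergent pairs were restricted to those of 1000 bp or more, which had a median of 32.4 TPM (p = 0.043 from the permutation test).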

Consistent with this observation, no significant difference was detected between the median expression levels of divergent and tandem genes (Fig. 6d). Note that transcript abundances were not correlated for the two genes of a divergent gene pair (Pearson coefficients were 0.042 for all the divergent pairs and 0.054 for divergent pairs closer than 600 bp; Additional file 4: Figure S8), despite the presence of a shared chromatin domain at the TSSs and correlated histone PTM signals immediately downstream of each TSS when divergent genes were closer than 600 bp (Additional file 4: Figure S8).

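Across the divergent pairs, Pearson's r between the sporophyte abundances of both genes in TPM was 0.197, and 0.185 across the pairs closer than 600 bp. No permuted pairing gave an r as large (two-sided permutation test, p = 1e-05, the smallest it can give), although pairs of genes are not independent replicates. With the library of a single sporophyte replicate, r over all pairs was 0.184 for replicate 1 and 0.210 for replicate 2. In the gametophyte r was 0.216. On the log2(TPM + 0.1) scale the sporophyte value rose to 0.385, and Spearman's rho was 0.259. Leaving out the 49 pairs with the most abundant transcripts gave r = 0.200. These abundances are from counts without duplicate reads, which bounds high values and can change r. Downstream of the TSSs, within 500 bp, the highest sporophyte H3K4me3 scores of the genes of a divergent pair had a Spearman's rho of 0.999 from 300 bp to under 600 bp and 0.314 at 1000 bp or more. At 1000 bp or more, rho was 0.0295 for H3K9ac and -0.0575 for H3K27ac. The 2 windows of closely spaced genes often fall in the same broad peak, which then gives them the same score.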

**Fig. 6:**
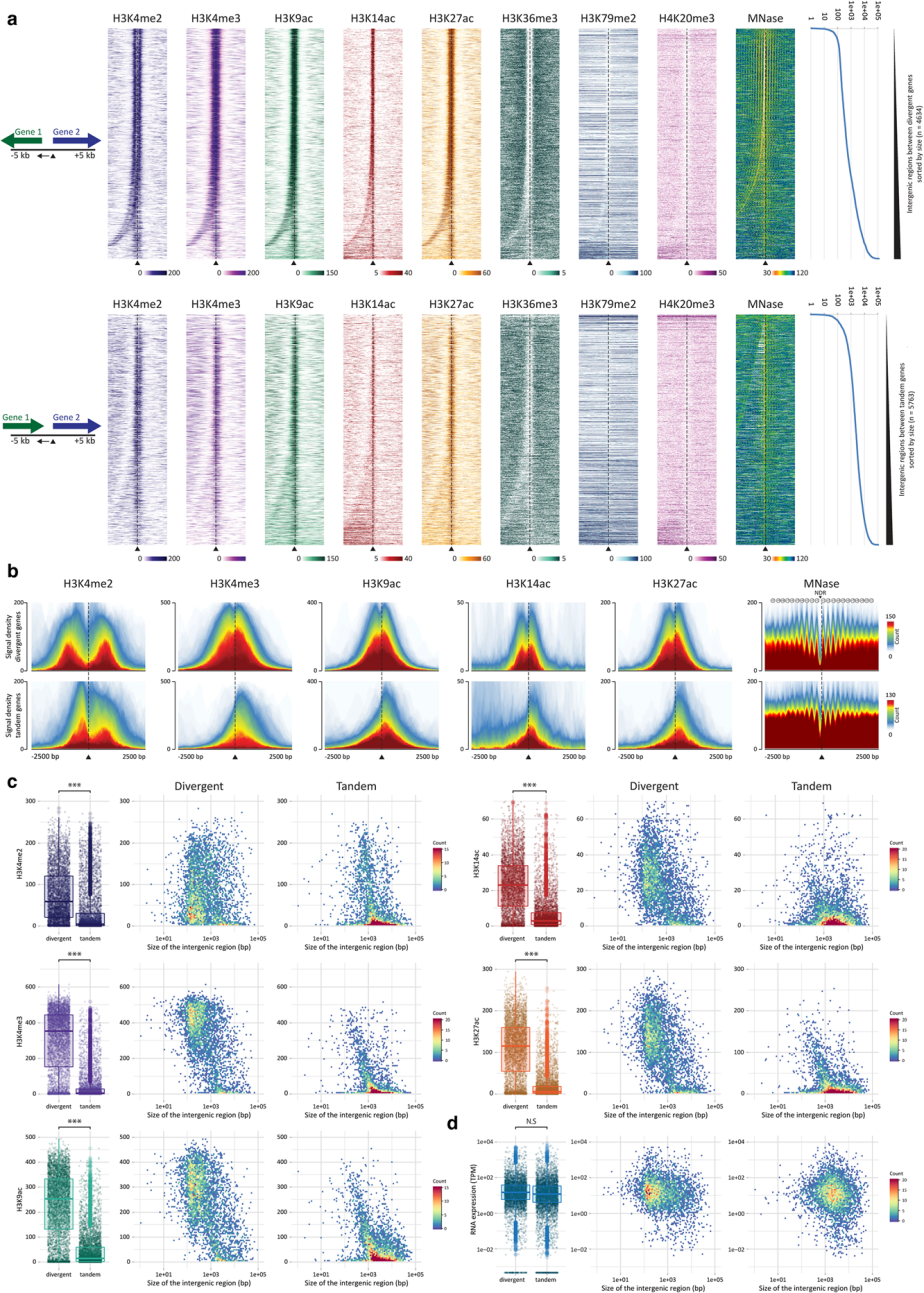
Histone PTM distributions in intergenic regions between divergent and tandemly organised pairs of genes. **a** Distribution of eight histone PTMs and MNase-sensitive sites in regions of 10 kb surrounding the TSS of the right-hand gene for pairs of either divergently (upper panel) or tandemly (lower panel) organised genes. The lengths of the intergenic regions are plotted on the right in base pairs. **b** Signal distributions for five TSS-localised histone PTMs and MNase-sensitive sites in regions of 5 kb surrounding the TSS of the right-hand gene for pairs of either divergently (upper plots) or tandemly (lower plots) organised genes on chromosome 4. **c** Abundance of five histone PTMs at the TSS of Gene 2 (see schema in **a**) in the intergenic regions of divergently or tandemly organised gene pairs together with plots indicating abundance in relation to the size of the intergenic region. **d** Transcript abundances for Gene 2. For **c** and **d**, the heat score (count) indicates the number of genes with both the same PTM or transcript abundance and the same size intergenic region. MNase, micrococcal nuclease; kb, kilobases; bp, base pairs

### Histone PTM patterns during the *Ectocarpus* life cycle

To relate patterns of histone modification to changes in gene expression during the *Ectocarpus* life cycle, ChIP-seq analysis was used to compare the distributions of histone PTMs during the sporophyte and gametophyte generations. Overall, the distribution of PTMs was stable between the two life cycle generations. For example, the six PTMs associated with actively expressed genes, H3K4me2, H3K4me3, H3K9ac, H3K14ac, H3K27ac and H3K36me3, were either stably present or stably absent for between 82.7 and 97.1% of the 17,406 genes genome-wide, depending on the PTM. This analysis indicated that there were not any major, genome-wide changes in the patterns of histone PTMs associated with alternation between life cycle generations. 

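A TSS peak was either present in both generations or absent from both at 16606 of the 17476 genes for H3K4me3, 16924 genes for H3K9ac (96.8%) and 15610 genes for H3K27ac (89.3%). For H3K4me3, 470 genes had a peak in the sporophyte only and 400 in the gametophyte only. The corresponding numbers were 284 and 268 for H3K9ac, and 844 and 1022 for H3K27ac. Genes marked in 1 generation had weaker peaks than those marked in both. In the sporophyte H3K4me3 list, for example, their median score was 920.5 against 4473. The lowest shares of stable genes, 88.4%, 90.2% and 80.2%, were obtained when the summit had to lie within 500 bp of the TSS. The paper concludes from such shares that there was no major genome-wide change in these marks between generations.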

To focus more specifically on the changes in the patterns of histone PTMs associated with life cycle-related changes in the gene expression, we analysed the presence and absence of marks at genes that were differentially regulated between the two life cycle generations (Fig. 7a).

**Fig. 7:**
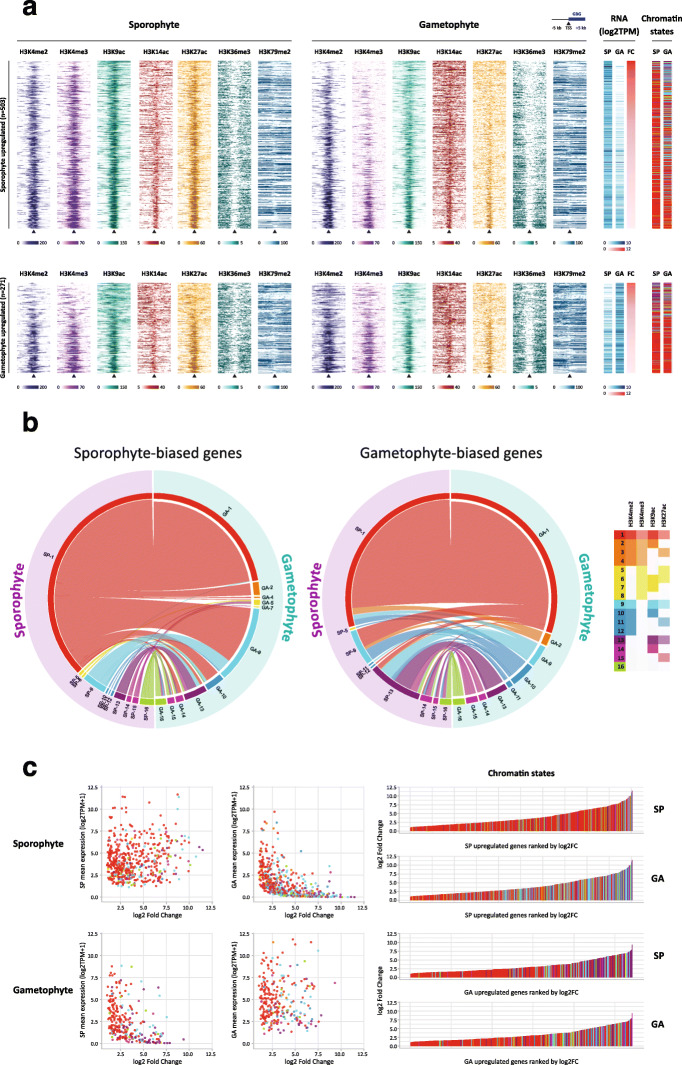
Alterations of histone PTM patterns at generation-biased genes during the two generations of the life cycle. **a** Patterns of histone PTMs over 10 kb regions surrounding the TSSs of sporophyte-biased (upper panel) and gametophyte-biased (lower panel) genes during the sporophyte (left) and gametophyte (middle) generations. The heatmaps on the right show transcript abundance during the two generations and log2 fold change between generations. **b** Circos plots comparing the chromatin states (combinations of histone PTMs) at the transcription start sites (TSS) of sporophyte-biased (left) and gametophyte-biased (left) genes in chromatin from the sporophyte (mauve) and gametophyte (green) generations of the life cycle. Colours correspond to chromatin states one to 16 as indicated in the key. **c** Plots of fold change against transcript abundance (TPM) for sporophyte- and gametophyte-biased genes during the two generations (left panel) along with ranked plots of fold change (right panel). Colour coding corresponds to chromatin states

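RNA-seq libraries of 2 sporophyte and 2 gametophyte cultures were analysed, those of the first of the authors' experimental batches. The authors mapped reads with Tophat2, removed duplicate reads and counted the remaining reads on the gene models with featureCounts v1.6.4, using the strand of the reads, and deposited the counts without normalization. The totals were 5446526 and 9349344 reads for sporophyte replicates 1 and 2, and 7583331 and 8640590 for gametophyte replicates 1 and 2. Against the mapped reads that the paper lists in Table S12, these totals are 12.0%, 9.49%, 12.4% and 10.3%. Single-end reads that start at the same position are counted once after the removal of duplicates, which bounds the counts of highly expressed genes. The 10 genes with the highest counts held at most 0.689% of the reads of a library. Log2 values of the counts, scaled to the library totals, had a Pearson's r of 0.959 across genes between the sporophyte replicates and 0.961 between the gametophyte replicates. Sporophyte replicate 2 was closer to the gametophyte replicates (0.898 and 0.880) than sporophyte replicate 1 was (0.838 and 0.829).

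The counts were normalized by edgeR's TMM method and tested with its quasi-likelihood test, without replicate pairing. Standard errors are the absolute log2 fold change divided by the square root of the F statistic. A gene was called generation-biased at a Benjamini-Hochberg adjusted p under 0.05, a fold change above 2 and a mean above 1 TPM in the generation of higher expression. These are thresholds of the paper, which applied DESeq2 and required significance in both of its batches. The counts of the second batch were not analysed here.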

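Of 15704 genes tested, 705 were generation-biased, 565 of them higher in the sporophyte and 140 in the gametophyte. The number of calls depended on single libraries, falling to 207 (169 and 38) without sporophyte replicate 1 and rising to 1433 (887 and 546) without gametophyte replicate 1. It was 571 (299 and 272) without sporophyte replicate 2 and 990 (668 and 322) without gametophyte replicate 2. In these fits, the lone library of a generation is assumed to vary like the other generation's pair. DESeq2 called 996 genes, 655 and 341, of which 669 were shared with edgeR. Of the 774 genes of Table S5, 415 were called here, and 773 had the sign of the paper's log2 fold change. Across these genes Pearson's r between the log2 fold changes here and those of the paper was 0.976.

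The largest sporophyte-biased changes, among genes with at least 10 reads in the gametophyte libraries together, were the following. Ec-10_003370, on chromosome 10 from 3454272 to 3468961, had 106 ± 7.02 TPM (SD, n = 2) in the sporophyte and 0.432 ± 0.0677 TPM (SD, n = 2) in the gametophyte. Its log2 fold change was 7.96 (standard error 0.29, adjusted p = 1.2e-04 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Ec-19_001810 (chromosome 19, 1951238 to 1980377) and Ec-10_003070 (chromosome 10, 3149322 to 3165524), which Table S5 describes as a metallo-peptidase, had log2 fold changes of 7.79 (standard error 0.29) and 7.69 (standard error 0.30). Ec-24_001100 (chromosome 24, 1129928 to 1147560), an ankyrin repeat channel protein according to Table S5, had 6.97 (standard error 0.33). It overlaps 1 other annotated gene. With each library left out in turn, these 4 genes remained called, their adjusted p by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment reaching at most 0.0079.

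In the gametophyte, the largest changes among genes with at least 10 reads in the sporophyte libraries together were those of Ec-20_003100 (chromosome 20, 3187534 to 3200386), Ec-00_009490 (unmapped scaffolds, 15710390 to 15720218), both with a pectin lyase fold in Table S5, Ec-25_001050 (chromosome 25, 1291035 to 1296170) and the lncRNA gene Ec-18_001145 (chromosome 18, 1067912 to 1076732). Their log2 fold changes, sporophyte over gametophyte, were -5.35 (standard error 0.71), -5.15 (standard error 0.77), -4.54 (standard error 0.79) and -4.44 (standard error 0.47). Their adjusted p-values from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment were 0.0074, 0.013, 0.023 and 0.0033. The abundance of Ec-20_003100 in the gametophyte was 21.5 TPM in replicate 1 and 74.8 TPM in replicate 2, and the gene was not called without sporophyte replicate 1 or 2 (adjusted p = 0.12 and 0.087 from the same edgeR test with Benjamini-Hochberg adjustment). Without sporophyte replicate 1, Ec-25_001050 was not called (0.060), and DESeq2 did not call Ec-00_009490 (Benjamini-Hochberg adjusted p = 0.10). Without sporophyte replicate 2, the log2 fold change of Ec-25_001050 was -7.89, from 2 reads in the remaining sporophyte library, and that of Ec-00_009490 was -11.18, a fitted value against no reads that gives no bound. The order of these 4 genes also changed without sporophyte replicate 1, where Ec-25_001050 (-3.78) fell under Ec-18_001145 (-4.09), and without gametophyte replicate 2, where Ec-00_009490 (-4.76) and Ec-18_001145 (-4.48) exceeded Ec-20_003100 (-4.18) and Ec-25_001050 (-3.99).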

A comparison of gene expression patterns in the sporophyte and gametophyte, based on RNA-seq data generated using the same biological samples as were used for the ChIP-seq analysis, identified 774 genes that exhibited a generation-biased pattern of expression (padj < 0.05, fold change > 2, TPM > 1; Fig. 7a, Additional file 5: Table S5). We will refer to these 774 genes as generation-biased genes (GBGs). Analysis of the predicted functions of the GBGs using a system of manually assigned functional categories [7] indicated significant enrichment in several functional categories, in particular, in cell wall and extracellular proteins and proteins of unknown function (*χ*^2^ test padj 3.73e^−40^ and 1.56e^−5^, respectively; Table S6). Prediction of subcellular location using Hectar [24], indicated that the GBG protein set was also significantly enriched in secreted proteins (*χ*^2^ test, 2.20e^−27^; Table S7). These observations are consistent with a recent analysis using an independently identified set of GBGs [7] and suggest possible important roles for the cell wall and intercellular interactions in the specific functions of the two generations of the life cycle. Interestingly, this set of differentially expressed genes was significantly enriched in long non-coding RNAs (lncRNAs; Additional file 5: Table S8; *χ*^2^ test, 1.52e^−15^), and 19 of the 72 differentially expressed lncRNAs were adjacent to a differentially expressed protein-coding GBG (including four lncRNA/protein-coding gene pairs with overlapping transcripts; Additional file 5: Table S8). 

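All 19 pairs that Table S9 lists could be followed in the count table, and the mRNA gene Ec-00_004500 takes part in 2 of them. In 16 of them (84.2%, 95% Wilson interval 62.4% to 94.5%) both genes had a log2 fold change of the same sign between sporophyte and gametophyte, and this number was the same with DESeq2 and with each library left out. The paper selected the genes of these pairs for significance in both batches, the first of which holds the libraries used here. Their signs were thus largely set in advance, and the share is no independent test of the paper's. Both genes were generation-biased here in 10 pairs. The 3 pairs with opposite signs are those that Table S9 gives as anti-regulated. The lncRNA Ec-00_004507 had a log2 fold change of -2.82 (standard error 0.50) and its neighbour Ec-00_004510, described as a glycosyl transferase, 7.89 (standard error 0.65, from 9 reads in gametophyte replicate 1 and none in replicate 2; without replicate 1 the fitted value, 13.07, is against no reads and gives no bound). Both lie on unmapped scaffolds, from 6134620 to 6136481 and from 6166386 to 6171475. For Ec-16_000985 and Ec-16_000990, on chromosome 16 from 1076671 to 1080833 and from 1087005 to 1110711, the values were -1.78 (standard error 0.54) and 1.25 (standard error 0.21). Ec-16_000985 did not pass the threshold with all libraries (adjusted p = 0.15 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), but did with DESeq2 (Benjamini-Hochberg adjusted p = 0.0097) and without sporophyte replicate 2 (-3.12, adjusted p = 0.011), gametophyte replicate 1 (3.2e-06) or gametophyte replicate 2 (0.044, each from the edgeR test with Benjamini-Hochberg adjustment). Ec-16_000990, called with all libraries, was not called without sporophyte replicate 1, sporophyte replicate 2 or gametophyte replicate 2 (0.14, 0.0561 and 0.0564 from the same edgeR test with Benjamini-Hochberg adjustment). Ec-02_004485 and Ec-02_004500 overlap on opposite strands of chromosome 2, from 4786646 to 4794985 and from 4793999 to 4799452, and had -1.66 (standard error 0.34) and 0.92 (standard error 0.23). Ec-02_004500 was not called by edgeR (adjusted p = 0.078 with Benjamini-Hochberg adjustment). Without sporophyte replicate 1, Ec-00_004507 and Ec-02_004485 were not called either (0.0985 and 0.11 from the same edgeR test with Benjamini-Hochberg adjustment), while Ec-02_004500 was without sporophyte replicate 2 (0.0476, adjusted in the same way).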

In most cases (84%), the lncRNA and its adjacent protein-coding gene were co-ordinately upregulated during the same generation of the life cycle (Table S9). These observations suggest a possible role for lncRNAs in the regulation of adjacent genes in *Ectocarpus*.

To analyse changes in histone PTMs at GBGs between life cycle generations, 16 chromatin states were defined based on different combinations of four TSS-localised PTMs that exhibited clear patterns of presence and absence: H3K4me2, H3K4me3, H3K9ac and H3K27ac (Fig. 7b). In most cases, when GBGs changed chromatin state during the transition between the two generations, increased transcript abundance was correlated with the acquisition of additional activation-associated PTMs (76.1% of the GBGs that changed chromatin state). However, the majority of GBGs (61.1%) did not change chromatin state between generations, although we noted that most of these genes (81.4%) were marked with all four activation-associated PTMs during both generations. 

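Chromatin states were defined here from H3K4me3, H3K9ac and H3K27ac, without H3K4me2, as the presence or absence of a peak within 500 bp of the TSS. Of the 774 genes of Table S5, 297 changed state between generations, and 192 of these (64.6%) carried more of the 3 marks in the generation of higher expression. This share was 50.2% when the summit had to lie in the window and 54.1% with peaks above the median score of their list. Among sporophyte-biased genes, 155 had more marks in the sporophyte and 51 in the gametophyte, and among gametophyte-biased genes 45 had more in the sporophyte and 37 in the gametophyte (odds ratio 2.50, two-sided Fisher's exact test, p = 0.0011). For the 705 genes called here the odds ratio was 1.46 and was not significant (p = 0.34 from the same exact test). The relation differed between marks. H3K4me3 was found in the sporophyte only at 117 sporophyte-biased genes and in the gametophyte only at 8, and at 9 and 24 gametophyte-biased genes (odds ratio 39, exact p = 1.6e-14). With the summit in the window this odds ratio was 3.88 (exact p = 5.9e-05). With peaks above the median score of their list the counts were 19 and 65 for sporophyte-biased and 1 and 70 for gametophyte-biased genes (odds ratio 20.5, exact p = 4.9e-05), and genes outside Table S5 also shifted toward the gametophyte, from 344 and 368 to 140 and 1071. For H3K27ac the odds ratio was 0.971 (exact p = 1), and 2.49 (exact p = 0.0068) with peaks above the median score. For H3K9ac it was 0.148 (exact p = 4.9e-04), so that changes went against expression, but it was 2.13 (exact p = 0.028) when the summit had to lie in the window. The paper proposes from the gain of marks with transcript abundance that these marks are correlated with gene activation.

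**Figure D4:**
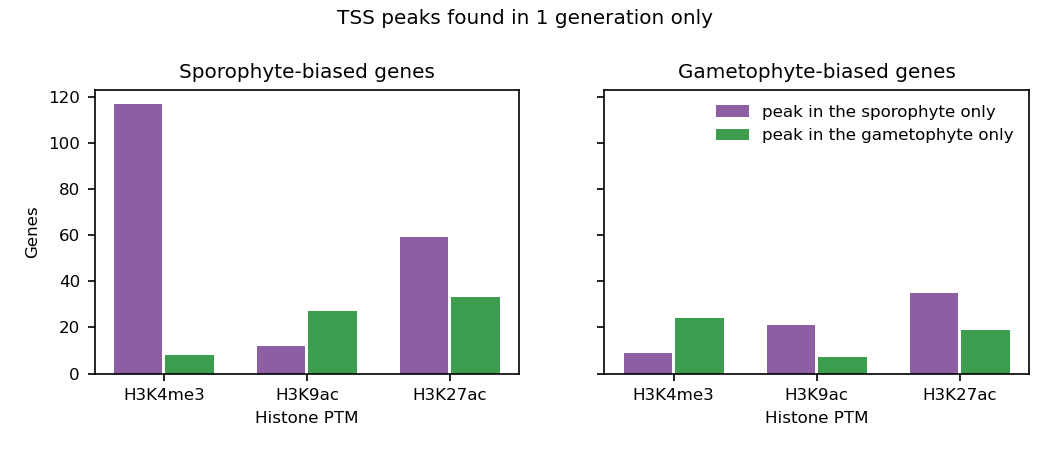
Number of sporophyte-biased (left) and gametophyte-biased (right) genes of Table S5 with a TSS peak in the sporophyte only or in the gametophyte only, for each histone PTM. The largest group is the 117 sporophyte-biased genes with H3K4me3 in the sporophyte only.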

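With the 3 marks analysed here, 477 of the 774 genes (61.6%) did not change state, and 332 of these (69.6%) carried all 3 marks in both generations, while 47 carried none. The share without a change was lowest, at 41.6%, when peak summits had to lie within 500 bp of the TSS. H3K9ac marked 84.5% of the sporophyte-biased genes in the sporophyte and 87.5% in the gametophyte, whereas H3K4me3 marked 69.4% and 47.7%.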

Taken together, these observations are consistent with a correlation between the presence of the four TSS-localised marks and gene activation but indicate that additional mechanisms may be necessary to induce differential gene expression. Therefore, if the histone PTMs have a role in regulating transcription, this role would most likely be to facilitate or potentiate transcription rather than directly activating gene transcription. Note, however, that it is also possible that some or all of the observed histone PTM modifications were a consequence, rather than a cause, of transcription.

We detected more sporophyte-biased (503) than gametophyte-biased (271) genes (*χ*^2^ test, 7.49e^−17^), and the former were significantly more strongly upregulated than the latter (4.2 and 2.8 mean log2TPM fold changes, respectively; Kruskal-Wallis rank sum test *p* value = 4.0e^−11^). 

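In the log2 fold changes fitted here, the 503 sporophyte-biased genes of Table S5 changed by a mean of 3.22 (SD 2.29 across genes) and the 271 gametophyte-biased genes by a mean of 1.92 (SD 1.20 across genes). The difference of 1.30 was larger than in any of the permutations of the gene labels (two-sided permutation test, p = 1e-05, the smallest they can give), but genes are not independent replicates. This difference rested on a single library. Without sporophyte replicate 2, the gametophyte-biased genes changed by a mean of 2.95 and the difference was 0.34 (p = 0.057 from the permutation test). That mean includes values fitted against no reads in the remaining sporophyte library, which give no bound, and its SD was 2.50. The medians, 2.55 and 1.66 with all libraries, were 2.68 and 2.37 without that library. The median abundance of the gametophyte-biased genes was 7.56 TPM in sporophyte replicate 1 and 19.9 TPM in replicate 2, against 53.2 and 54.0 TPM in the gametophyte replicates. In the paper's Table S5, the values of its first batch average 4.15 and 2.82 over the same genes, and those of its second batch 3.76 and 3.70, which do not differ (p = 0.7 from the permutation test). The split of the calls also moved, from 80.1% sporophyte-biased among all calls (exact two-sided binomial test, p = 2.4e-61, across genes) to 52.4% without that library.

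**Figure D5:**
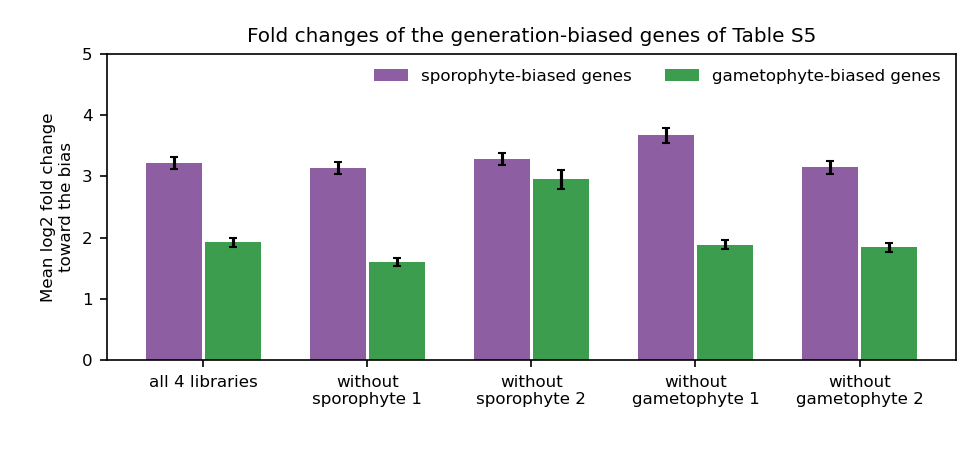
Mean log2 fold change toward the bias of the sporophyte-biased and gametophyte-biased genes of Table S5, with all 4 libraries and with each library left out. Bars are means over genes and error bars are standard errors across genes; the gametophyte-biased mean rises to 2.95 without sporophyte replicate 2.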

Overall, sporophyte-biased and gametophyte-biased genes showed similar patterns of transitions to new chromatin states (Spearman’s rank correlation rho 0.61, *p* value = 0.011). However, the sporophyte-biased genes exhibited a stronger tendency to switch to chromatin state 1 (the presence of all four activation-associated PTMs) than the gametophyte-biased genes (74.8% compared with 26.4% of chromatin state transitions, respectively; *z* score 7.7857, *p* < 0.00001). This observation is consistent with the larger fold changes in transcript abundance (TPM) observed for sporophyte-biased genes as transitions to chromatin state 1 were associated with significantly larger fold changes than transitions to other states (Wilcoxon test, *p* value < 0.0078 for all GBGs). 

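Among the genes of Table S5 that changed state, 141 of 208 sporophyte-biased genes (67.8%) and 19 of 89 gametophyte-biased genes (21.3%) reached all 3 marks in the generation of higher expression (odds ratio 7.75, two-sided Fisher's exact test, p = 1.1e-13). When the summit had to lie in the window, the shares were 30.1% and 12.4%. With only the peaks above the median score of their list the direction reversed, the shares being 15.4% and 40.0% (odds ratio 0.272, exact p = 2.2e-07). Genes outside Table S5 that changed state shifted in the same direction. Of these, 603 had all 3 marks in the sporophyte and 177 in the gametophyte with all peaks, and 457 and 780 with that threshold. With the higher of the thresholds of both generations applied to each mark, the shares of sporophyte-biased and gametophyte-biased genes of Table S5 were 70.3% and 15.8%.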

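Genes that reached all 3 marks in the generation of higher expression had a mean log2 fold change of 3.49, and those with other changes of state 3.18, a difference that was not significant (two-sided permutation test, p = 0.21). This comparison pools both kinds of bias, although the mean was 3.22 for sporophyte-biased and 1.92 for gametophyte-biased genes. The genes that reached all 3 marks were 141 sporophyte-biased and 19 gametophyte-biased, and 35 and 56 with peaks above the median score. The means therefore do not isolate an effect of reaching all marks. Without the genes of unmapped scaffolds, the means were 3.41 and 2.86 (p = 0.023 from the permutation test). With peaks above the median score of their list the direction reversed (2.41 and 3.21, p = 0.0012 from the permutation test), and it did so without significance when sporophyte replicate 2 was left out (3.79 and 3.95, p = 0.57).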

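The mean log2 fold change toward the bias was 3.34 (SD 2.06) for the 297 genes of Table S5 that changed state and 2.40 (SD 2.00) for the 477 that did not. The difference of 0.94 exceeded that of every permutation of the labels (two-sided permutation test, p = 1e-05, the smallest they can give). It was smallest, at 0.44 (p = 0.0032 from the permutation test), when peak summits had to lie in the window.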

We also noted that the GBGs that exhibited the highest fold changes also exhibited a stronger tendency to change chromatin state between generations (Fig. 7c). This was true for both sporophyte-biased and gametophyte-biased genes.

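Sporophyte-biased genes that changed state had a mean log2 fold change of 3.79, against 2.81 for those that did not (two-sided permutation test, p = 1e-05, the smallest it can give). For gametophyte-biased genes the means were 2.31 and 1.73 (p = 2e-04 from the permutation test). The difference for gametophyte-biased genes was not significant when summits had to lie within 500 bp of the TSS (p = 0.22, permutation test) or with peaks above the median score of their list (p = 0.088, permutation test).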

### *Ectocarpus* lacks polycomb repressive complexes

Polycomb repressive complexes have been shown to play important roles in the regulation of a broad range of developmental processes in both animals and land plants [25, 26], and a key role has been proposed for Polycomb repressive complex 2 (PRC2) in the regulation of life cycle transitions in both *Arabidopsis* [10, 12–15] and the moss *Physcomitrella patens* [16, 17]. However, in contrast to the conservation and functional importance of these complexes in the land plant and animal lineages, a homology search failed to identify the core proteins of PRC2 in the *Ectocarpus* genome, and a similar result was obtained for PRC1 ([2]; Fig. 8, Additional file 5: Table S10).

**Fig. 8:**
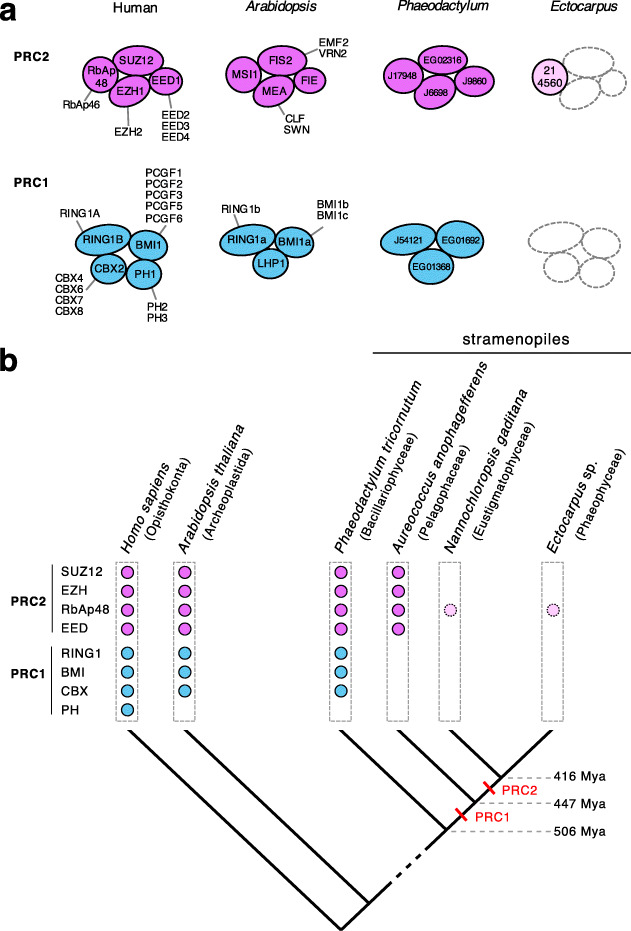
Loss of polycomb complexes from brown algae. **a** Core components of the polycomb complexes PRC2 (mauve) and PRC1 (blue) in *Homo sapiens*, *Arabidopsis thaliana*, *Phaeodactylum tricornutum* and *Ectocarpus* sp.. Mauve or blue circles indicate the presence of a PRC2 or PRC1 gene, respectively. RbAp48 is indicated in pink when it probably represents a component of other cellular complexes (see text for details). Alternative proteins are shown for each component. Empty, dotted circles indicate components that are absent from *Ectocarpus*. All *P. tricornutum* and *Ectocarpus* sp. protein names should be prefixed with Phatr3 or Ec-, respectively, e.g. Phatr3_J17948, Ec-21_004560. **b** Schematic phylogenetic tree indicating PRC2 and PRC1 genes present in *Homo sapiens*, *Arabidopsis thaliana* and four selected stramenopiles. Red bars indicate predicted approximate time points for loss of the PRC1 and PRC2 complexes during stramenopile evolution. Approximate divergence times (± 100 My) are based on Brown and Sorhannus [27]

This analysis did identify an orthologue of the WD domain protein RbAp48, but this protein is also known to be a key component of other regulatory complexes in the cell, such as CAF-1, NuRD and NURF [28]. Moreover, analysis of the *Cladosiphon okamuranus* [29], *Nemacystus decipiens* [30] and *Saccharina japonica* [31] genomes indicated that they too lack all the PRC2 and PRC1 core proteins except RbAp48, which is consistent with the absence of PRC complexes being a general feature of the brown algae (Table. S10). We cannot rule out the possibility that the brown algae possess highly diverged versions of the PRC2 and PRC1 complexes, but this would seem unlikely as the evolutionary time separating brown algae from plants and animals is similar to that separating the latter two lineages. Moreover, orthologues of all the PRC2 and PRC1 core components were found in the genome of the diatom *Phaeodactylum tricornutum*, which also belongs to the stramenopile lineage ([32]; Additional file 5: Table. S10). Analysis of the limited number of complete genomes available for the stramenopiles indicated that PRC1 was lost after divergence from the diatoms and PRC2 at a later stage after divergence from the Pelagophyceae (Fig. 8b). The absence of PRC2 in *Ectocarpus* was supported by the fact that the mass spectrometry analysis did not detect any evidence of tri-methylation of H3K27. Histone immunoblots with an antibody raised against H3K27me3 (Additional file 5: Table S11) weakly detected a protein of the expected size but the signal was only detected after a lengthy exposure (see legend to Additional file 4: Figure S3), and when this antibody was employed in a ChIP-seq experiment, we did not detect any specific chromatin immunoprecipitation (data not shown). Similarly, an antibody raised against H2AK119ub did not detect this histone PTM in *Ectocarpus* chromatin (Additional file 3: Figure S9). Therefore, taken together, these analyses indicated that *Ectocarpus* lacks the PRC2 and PRC1 polycomb complexes and, consequently, the histone modifications mediated by these complexes, tri-methylation of H3K27 and mono-ubiquitination of H2AK119.

## Discussion

### Histone post-translational modifications in a multicellular brown alga

Brown algae are the third most developmentally complex phylogenetic group on the planet and include members whose body plans rival those of land plants in their cellular and developmental complexity. However, compared to animals and land plants, many aspects of brown algal developmental biology are still very poorly understood, including epigenetic regulatory mechanisms. The objective of this study was to provide a comprehensive overview of histone PTMs in the model brown alga *Ectocarpus* and to investigate the relationship between patterns of key PTMs across the genome and the developmental programmes that mediate alternation between the sporophyte and gametophyte generations during this seaweed’s life cycle.

Mass spectrometry analysis of *Ectocarpus* histone preparations demonstrated that brown algal histones are subject to a broad range of PTMs. Most of the modifications detected had been reported previously for histones of organisms from other eukaryotic supergroups, such as the land plants within the Archaeplastida or animals and fungi from the Opisthokonta. However, the analysis also confirmed some stramenopile-specific histone PTMs such as H2A.ZK9ac and H2A.ZK15ac and detected a previously unreported (and therefore possibly brown algal-specific) modification, H2A.ZR38me1. Overall, however, this study confirmed the conclusion, based on an analysis of diatom histone PTMs [22], that a large number of histone PTMs detected in other eukaryotic supergroups are conserved in the stramenopiles. This conclusion is consistent with the observation that histone molecules have been highly conserved during eukaryotic evolution [33, 34] and with evidence that many of the proteins involved in post-translational modification of histones can be traced back to the last eukaryotic common ancestor [35]. Indeed, genes encoding histone-modifying enzymes with highly conserved domain structures and domain sequences, such as the histone acetyltransferases, were detected in the *Ectocarpus* genome. For other families, it was difficult to assign predicted proteins to specific functions due to sequence divergence. Experimental analysis of protein function will therefore be necessary to identify the specific writers and readers of many histone PTMs in brown algae.

The *Ectocarpus* genome does not appear to encode the core components of the polycomb complexes PRC1 and PRC2. The absence of polycomb complexes in a complex multicellular organism may seem surprising from the perspective of animal and land plant model systems, but the components of PRC2 are known to exhibit a patchy distribution across the diverse eukaryotic supergroups [36], indicating that they have been repeatedly lost over evolutionary time. In this respect, the absence of polycomb complexes in brown algae represents a striking example of how comparative analysis of groups that have evolved complex multicellularity independently of plants and animals can be used to test the degree to which specific genetic systems (in this case polycomb regulation) have been essential for the evolution of complex multicellularity.

Analysis of ChIP-seq data allowed inferences to be made about the possible functional roles of eight histone PTMs in brown algae. H3K4me2, H3K4me3, H3K9ac, H3K14ac and H3K27ac were all detected predominantly at TSSs, and the degree to which genes were marked with these PTMs was proportional to their level of expression (transcript abundance), suggesting a role in promoting or facilitating gene transcription. Note, however, that we cannot exclude the opposite hypothesis that deposition of these PTMs is promoted by gene transcription.

Further evidence for a correlation between gene expression and the presence of the five TSS PTMs was provided by a comparative analysis of chromatin states at GBGs between life cycle generations, which indicated a broad correlation between accumulation of H3K4me2, H3K4me3, H3K9ac and H3K27ac at the TSS and increased expression of GBGs during the life cycle. However, patterns of histone PTMs at TSSs were not strictly correlated with gene expression indicating that, if these marks do facilitate transcription, they are not sufficient alone to induce gene expression. This conclusion was supported by a genome-wide analysis of closely spaced (< 600 bp) pairs of divergently transcribed genes, which showed that the TSS regions of gene pairs overlapped but the two genes were nonetheless independently regulated. At present, it is not clear what processes might be necessary, in addition to the deposition of histone PTMs at the TSS, to induce gene expression in *Ectocarpus*, but these could include, for example, the presence of specific transcription factors and the transcription machinery or the presence of additional histone PTMs, including alternative acyl marks such as propionylation, butyrylation and crotonylation which have been shown to stimulate transcription in cell-free assays [37].

Peaks of H3K4me2, H3K4me3, H3K9ac, H3K14ac and H3K27ac are detected near the TSSs of active genes in both animals and land plants, and all of these marks have been associated with active gene expression in both lineages ([38–49], with the possible exception of H3K4me2, which may represent a repressive mark on plants [49, 50]). Overall, therefore, these five histone PTMs appear to have similar roles associated with gene activation at promoters in animals, land plants and brown algae, indicating that at least part of the “histone code” may be universal and therefore have a very deep evolutionary origin.

H3K36me3 marked gene bodies and was absent from TSSs and TESs, but its presence was also positively correlated with the level of gene expression. H3K36me3 also marks the bodies of active genes in both animals and land plants, although its distribution along the gene body differs in the two lineages. In *Arabidopsis* and rice, a strong peak was observed at the 5′ end of the gene [45, 48, 51], whereas strong signals have been reported at the 3′ ends [52] and over exons [53] of animal genes. H3K36me3 is catalysed by SETD2, which is associated with Pol II and is therefore directly linked to transcript elongation [54]. H3K36me3 has also been shown to be involved in alternative splicing in animals and plants [55, 56]. The position of H3K36me3 within *Ectocarpus* genes and the positive correlation with transcript abundance are consistent with an evolutionarily conserved role associated with transcript elongation.

H4K20me3 was associated with transposons and repeat sequences, both between and within genes. The presence of this mark at intronic transposons was inversely correlated with levels of gene expression, but its effect on gene expression may be indirect, for example, as a consequence of silencing intronic transposons. The distribution of H4K20me3 suggests a similar role to that observed in animals, where H4K20me3 is enriched at transposons and in heterochromatin [57–59] and where it has been shown to repress transposons [59]. Note that H4K20me3 appears to have a different role in land plants as it localises to euchromatin and is associated with transcriptional activation [60].

Heterochromatin is marked by methylation of lysine 9 of histone H3 in animals and land plants [61]. H3K9me3 is the most abundant heterochromatin marker in animals [62, 63]. In plants, heterochromatin is silenced by a feedback loop involving H3K9me2 and DNA methylation [64], whereas H3K9me3 is associated with euchromatin and appears to have a different function [51]. H3K9me2 and H3K9me3 were detected in *Ectocarpus* but appear to be present at low abundance, and ChIP-seq profiling did not provide any exploitable information about the distribution of these PTMs (unpublished results, data available at NCBI Gene Expression Omnibus accession GSE146369). More sensitive analysis methods will be necessary to investigate the roles of H3K9me2 and H3K9me3 in brown algae, but it is possible that other PTMs, such as H4K20me3 and H3K79me3, carry out at least some of the functions that have been attributed to these PTMs in other lineages.

H3K79me2 exhibited an unusual distribution pattern, marking discrete regions of the genome that often spanned multiple genes. The function of H3K79me2 is not clear, although H3K79me2-marked regions were strongly correlated with the presence of H4K20me3 and commonly included transposons (88.6% of H3K79me2 regions of > 5 kbp included a ≥ 400-bp repeated element). As observed for H4K20me3, the presence of H3K79me2 was correlated with the repression of gene expression (lower levels of transcript abundance). Interestingly, genes marked with both H3K79me2 and H4K20me3 were expressed at significantly lower levels than genes marked with only one of the two PTMs, indicating that the mechanisms linking H3K79me2 and H4K20me3 with gene repression act independently.

Taken together, the above observations would be consistent with a role for H3K79me2 in the silencing of repeated elements (based on a similar argument to that proposed above for H4K20me3). If H3K79me2 does have a role in the silencing of transposons, it is not clear why the H3K79me2 regions often cover much larger regions than the transposons itself. One possible explanation may be that the regions extend to neighbouring TSSs in order to regulate transcriptional activity in a genomic region containing a transposon. We also noted that H3K79me2 tended to mark convergent gene pairs, even in regions that contained little repeated sequence. A possible additional role of H3K79me2 at these loci may be to regulate transcription in some manner to limit or respond to the formation of double-stranded RNA due to transcript overlap. Such double-stranded RNA could be problematic within the cell if it activates small RNA pathways, but note that an earlier analysis did not find any evidence that convergent gene pairs were a preferential source of sRNAs in *Ectocarpus* [65].

The distribution pattern observed for H3K79me2 in *Ectocarpus* is very different from the pattern observed in animals, where H3K79me2 marks the 5′ part of the gene body as part of a mutually exclusive pattern with H3K36me3, which marks the 3′ part [53, 66, 67]. The H3K79me2/H3K36me3 boundary corresponds to the first internal exon [53]. In animals, both H3K79me2 and H3K36me3 are considered to be associated with active transcription [66–68], and more specifically transcript elongation, although conflicting evidence has been reported [52]. In addition, a role has been proposed for H3K79me2 in the regulation of alternative splicing [69], although again there is evidence to the contrary [53]. In fungi, H3K79me2 has also been found to be associated with euchromatin and to be excluded from heterochromatin [70]. H3K79 methylation has not been detected in land plants [21]. Based on the different distribution patterns, H3K79me2 would appear to have different roles in animals and in brown algae.

We also observed that a region of chromosome 6, containing a large, inserted DNA virus genome, was extensively marked with both H3K79me2 and H4K20me3. The viral genes at this locus have been shown to be transcriptionally silent in a range of tissues and life cycle stages [18], suggesting possible roles for H3K79me2 and H4K20me3 in defending the alga against lysogenic viral infections by silencing inserted viral genomes.

### Histone PTM patterns during the *Ectocarpus* life cycle

To our knowledge, this is the first study to have compared patterns of histone PTMs across the two generations of a haploid-diploid life cycle (although previous studies have looked at PTMs associated with the repression of germline genes during the sporophyte generation [71, 72]). Overall, genome-wide patterns of histone PTM were found to be stable between the *Ectocarpus* sporophyte and gametophyte generations, with the marks deposited at most genes remaining unchanged. The *Ectocarpus* sporophyte and gametophyte are very similar morphologically (near-isomorphy), and it is possible that more marked changes in histone PTM patterns occur during the life cycles of brown algal species (such as kelps) that exhibit greater differences between the sporophyte and gametophyte generations. However, note that there does not appear to be a strong correlation between the degree of morphological heteromorphy between life cycle generations and the proportion of GBGs in the genome [73]. Analysis of the epigenetic status of GBGs during the life cycle indicated that the differential expression patterns of these genes were correlated with modifications of multiple TSS-localised histone PTMs. Again, as stated above, is not clear at present whether these histone PTM modifications are involved in facilitating or potentiating gene upregulation or whether, on the contrary, changes in the transcription status of these genes lead to changes in the pattern of histone PTMs at the TSS.

## Conclusion

This study provides a first overview of the nature and functions of histone PTMs in the brown algae, a group that has evolved complex multicellularity independently of the animal and land plant lineages. The general, emerging picture is that epigenetic regulatory mechanisms are broadly conserved with those of other eukaryotic supergroups with some key differences that will potentially provide important insights into the epigenetic regulation of developmental processes, including novel histone modifications, unusual patterns of deposition of known PTMs such as H3K79me2 and the absence of polycomb complexes. The data and resources generated by this study will provide a foundation for future studies aimed at understanding epigenetic processes in the brown algae.

## Material and methods

### Strains and growth conditions

The *Ectocarpus* sp. strain used in this study was Ec32 [74]. *Ectocarpus* was cultivated as described previously [75]. Cultures were grown at 13 °C with a 12-h/12-h day/night cycle and 20 μmol photons m^−2^ s^−1^ irradiance. Gametophytes were obtained from germinating meio-spores; the sporophyte generation corresponded to partheno-sporophytes derived from parthenogenetic gamete development.

### Detection of histone PTMs using mass spectrometry

*Ectocarpus* histone proteins were isolated using the method described by Tirichine et al. [76]. Briefly, histones were extracted from isolated nuclei in 1 M CaCl_2_, 20 mM Tris HCl pH 7.4 in the presence of a cocktail of protease inhibitors. After precipitation of the acid-insoluble fraction in 0.3 M HCl, the histones were precipitated by dropwise addition of TCA, centrifuged and the pellet washed with 20% TCA and 0.2% HCl.

Gel purification and digestion of histones and mass spectrometry analysis were carried out essentially as described by Veluchamy et al. [22]. Briefly, histone proteins, excised from a 14% SDS-polyacryamide gel, were digested overnight with endoproteinase (12.5 ng/μl), trypsin (Promega), chymotrypsin (12.5 ng/μl, Promega), ArgC (12.5 ng/μl, Promega) or elastase (20 ng/μl Sigma-Aldrich). Peptides were analysed using a Q Exactive HF-X (Thermo Scientific) or a TripleTOF™ 6600 (ABSciex) mass spectrometer coupled to a RSLCnano system (Ultimate 3000, Thermo Scientific, Bremen, Germany). Spectra were generated using the Xcalibur (version 2.0.7) and analysed with Mascot™ (version 1.4, Thermo Scientific) using an in-house database consisting of the complete *Ectocarpus* proteome available at Orcae [77]. The mass spectrometry proteomics data have been deposited in the PRIDE database [78] via ProteomeXchange with identifier PXD013535 [79]. Details of the liquid chromatography-tandem mass spectrometry parameters are provided in the Supplementary Methods.

### Detection of histone PTMs using immunoblots

Commercially available antibodies (Additional file 5: Table S11) for a broad range of histone PTMs were tested against *Ectocarpus* chromatin preparations using immunoblots as described previously [80]. For antibodies that gave no signal or a weak signal with *Ectocarpus* extracts, human HeLa cell extracts were used as a positive control. Briefly, HeLa cells were harvested and centrifuged at room temperature at 1500 rpm for 5 min and then lysed in ice for 20 min using lysis buffer A (5 mM PIPES pH 8.0, 85 mM KCl, 0.5% IGEPAL® CA-630). This cell extract was used for the immunoblot. An anti-histone H4 antibody (Millipore 05-858) was used as a loading control.

### Genome-wide detection of histone PTMs

The ChIP-seq experiments were carried out in two batches, the first for H3K4me3, H3K9ac, and H3K27ac and the second for H3K4me2, H3K14ac, H3K36me3, H4K20me3, H3K79me2 and H3K27me3. RNA-seq data (see below) was generated for both batches to ensure that the histone PTM and gene expression data were fully compatible. For ChIP-seq, *Ectocarpus* tissue was fixed for 5 min in seawater containing 1% formaldehyde, and the formaldehyde eliminated by rapid filtering followed by incubation in PBS containing 400 mM glycine. The nuclei were isolated by grinding in liquid nitrogen and in a Tenbroeck Potter in nuclei isolation buffer (0.1% Triton X-100, 125 mM sorbitol, 20 mM potassium citrate, 30 mM MgCl2, 5 mM EDTA, 5 mM β-mercaptoethanol, 55 mM HEPES at pH 7.5 with cOmplete ULTRA protease inhibitors), filtering through Miracloth and then washing the precipitated nuclei in nuclei isolation buffer with, and then without, Triton X-100. Chromatin was fragmented by sonicating the purified nuclei in nuclei lysis buffer (10 mM EDTA, 1% SDS, 50 mM Tris-HCl at pH 8 with cOmplete ULTRA protease inhibitors) in a Covaris M220 Focused-ultrasonicator (duty 25%, peak power 75, cycles/burst 200, duration 900 s at 6  °C). The chromatin was incubated with an anti-histone PTM antibody (Additional file 5: Table S11) overnight at 4 °C and the immunoprecipitation carried out using Dynabeads protein A and Dynabeads protein G. Following immunoprecipitation and washing, a reverse cross-linking step was carried out by incubating for at least 6 h at 65 °C in 200 mM NaCl, and the samples were then digested with proteinase K and RNAse A. Purified DNA was analysed on an Illumina HiSeq 4000 platform with a single-end sequencing primer over 50 cycles. At least 20 million reads were generated for each immunoprecipitation (Additional file 5: Table S12).

 Nuclei were prepared for MNase digestion using the same procedure as that used for ChIP samples except that the isolation buffer did not contain EDTA. Each sample of nuclei was digested with 400 agarose gel units of MNase for 10 min at 37 °C in MNase reaction buffer (5 mM CaCl_2_, 60 mM KCl, 0.5 mM DTT, 15 mM NaCl, 125 mM sorbitol, 50 mM Tris-HCl pH 7.5). Following lysis of the nuclei, reverse cross-linking and digestion with proteinase K and RNAse A, 120–210-bp fragments were excised from a 2% agarose gel and sequenced on a HiSeq 4000 platform (Additional file 5: Table S12).

The ChIP-seq and MNase digestion datasets have been deposited in the NCBI Gene Expression Omnibus database, along with the associated RNA-seq data, under the accession number GSE146369.

Quality control of the sequence data was carried out using FASTQC [81]. Poor quality sequence was removed, and the high-quality sequence was trimmed with Flexcat [82]. Illumina reads were mapped onto the *Ectocarpus* genome ([18]; available at Orcae [77]) using Bowtie [83]. Peaks corresponding to the regions enriched in PTMs were identified using the MACS2 (version 2.1.1) callpeak module (minimum FDR of 0.01) and refined with the MACS2 bdgpeakcall and bdgbroadcall modules [84]. Additional file 5: Table S13 summarises the correspondence between PTM peaks and genes across the *Ectocarpus* genome. Co-localised peaks corresponding to regions enriched in several PTMs were detected using MACS2 outputs in BedTools multiinter [85]. Overlaps of PTM peaks with other genomic features were analysed using BedTools intercept [85]. The analysis of the association of H3K79me2 domain borders with TSSs and TESs was carried out in R, using the function gr.rand from the package gUtils to generate the random anchors. Heatmaps, average tag graphs and coverage tracks were plotted using the EaSeq software [86], deepTools [87] or pyGenomeTracks (https://pypi.org/project/pyGenomeTracks/). Circos graphs were generated using the Circos software [88]. These analyses were carried out for two biological replicates for each PTM during both the sporophyte and gametophyte generations of the life cycle. Pearson correlation analysis between replicates was performed with deepTools 3.2.0 [87]. Replicate samples were strongly correlated (Pearson correlations of 0.87 to 0.99; Additional file 4: Figure S10). Normalisation was carried out using the input chromatin data (Additional file 5: Table S12). Genome-wide analyses (e.g. Fig. 2) used data from sporophytes unless stated otherwise.

### Comparisons of sporophyte and gametophyte transcriptomes using RNA-seq

RNA for transcriptome analysis was extracted from the same duplicate sporophyte and gametophyte cultures that were analysed for each of the two ChIP-seq experiments using the Qiagen RNeasy plant mini kit with an on-column deoxyribonuclease I treatment. RNA quality and concentration were then analysed on a Qubit® 2.0 Fluorometer using the Qubit RNA BR assay kit (Invitrogen, Life Technologies, Carlsbad, CA, USA). Between 49 and 107 million sequence reads were generated for each sample on an Illumina HiSeq 4000 platform with a single-end sequencing primer over 150 cycles (Additional file 5: Table S12). Quality trimming of raw reads was carried out with Flexcat [82], and reads of less than 50 nucleotides after trimming were removed. Tophat2 [89] was used to map reads to the *Ectocarpus* genome [18], and the mapped sequencing data was processed with featureCounts [90] to obtain counts for sequencing reads mapped to exons. Expression values were represented as TPM. Differential expression was detected using the DESeq2 package (Bioconductor [91]) using an adjusted *p* value cut-off of 0.05 and a minimal fold change of 2. The set of GBGs corresponded to genes that were significantly differentially regulated between life cycle generation in both of the ChIP-seq experiments.

### Searches for histone and histone-modifying enzyme encoding genes in *Ectocarpus*

Histone and histone-modifier genes were detected in the *Ectocarpus* genome [18] using Blast [92] and manually reannotated when necessary, using GenomeView for structural reannotation [93].

## Supplementary Information

**Additional file 1.** Supplementary methods.

**Additional file 2: Figure S1.** Histone gene clusters in the *Ectocarpus* genome.

**Additional file 3: Figure S2.** Representative MS/MS spectra showing the identification of histone modifications.

**Additional file 4: Figure S3.** Immunoblots of histone PTMs. **Figure S4.** Genomic distribution of the histone PTMs H3K79me2 and H4K20me3.** Figure S5.** Boundaries of H3K79me2 regions are preferentially located near TSSs and TESs. **Figure S6.** Comparison of genes marked with H3K79me2 alone, H4K20me3 alone or both H3K79me2 and H4K20me3. **Figure S7.** H3K79me2, H4K20me3, H3K36me3, H3K4me2, H3K4me3, H3K9ac, H3K14ac and H3K27ac signals for a region of chromosome 6 spanning an inserted viral genome. **Figure S8.** Correlations of transcript abundances and histone PTM signals for divergently transcribed pairs of genes. **Figure S9.** The histone PTM H2AK119ub1 was not detected in *Ectocarpus*. **Figure S10.** Pearson correlation scores for comparisons of the genomic distributions of ChIP-seq signal peaks for duplicate assays of the eight histone PTMs during both the sporophyte and gametophyte generations.

**Additional file 5: Table S1.** Histone proteins in *Ectocarpus*. **Table S4.** H4K20me3 peaks associated with different transposon families. **Table S5.** Genes with significantly different transcript abundances during the gametophyte and sporophyte generations. **Table S6.** Identification of enriched functional categories in the proteins encoded by the generation-biased gene set. **Table S7.** The generation-biased gene set is enriched in secreted proteins. **Table S8.** Analysis of long non-coding RNA genes that were differentially expressed during the gametophyte and sporophyte generations. **Table S9.** lncRNA GBGs with an adjacent protein-coding GBG. **Table S10.** Presence and absence of polycomb complex proteins in animals, land plants and stramenopiles. **Table S11.** Anti-histone-PTM antibodies used in this study. **Table S12.** Sequence data generated by this study. **Table S13.** Presence or absence of histone PTMs and RNA-seq TPMs for all *Ectocarpus* genes in the sporophyte and the gametophyte generations.

**Additional file 6: Table S2.** Putative PTM writers and erasers in *Ectocarpus* sp.

**Additional file 7: Table S3.** Presence or absence of histone post-translational modifications in seven species from diverse eukaryotic supergroups.

**Additional file 8.** Review history.

## Data Availability

All sequence data used in this manuscript (Additional file 5: Table S12) have been deposited in the NCBI Gene Expression Omnibus (https://www.ncbi.nlm.nih.gov/geo/) under the accession number GSE146369 [94]. The *Ectocarpus* genome assembly is available through Orcae (https://bioinformatics.psb.ugent.be/orcae/overview/EctsiV2). The mass spectrometry proteomics data is available in the PRIDE database under accession number PXD013535 [79].

# Supplementary material for: Histone modifications during the life cycle of the brown alga Ectocarpus
**Source:** Genome Biol. 2021 Jan 4;22:12. doi: 10.1186/s13059-020-02216-8
**Supplement:** Supplementary file 1 — Additional file 1. Supplementary methods.

## Supplementary Methods

### Liquid chromatography-MS/MS Analysis

After precipitation, histone preparations were separated on 14% acrylamide SDS–PAGE gels. Excised histone bands were washed and the proteins reduced with 10 mM DTT prior to alkylation with 55 mM chloroacetamide. After washing and shrinking of the gel fragments with 100% acetonitrile, in-gel digestion was carried out using trypsin/LysC (0.1 µg) overnight in 25 mM ammonium bicarbonate at 30°C. Peptides were then extracted using 60/35/5 MeCN/H<sub>2</sub>O/HCOOH, vacuum concentrated to dryness and reconstituted in loading buffer A (2/98 MeCN/H<sub>2</sub>O + 0.05% TFA) prior to liquid chromatography-tandem mass spectrometry (LC-MS/MS) analysis.

The extracted peptides were separated chromatographically using an RSLCnano system (Ultimate 3000, Thermo Scientific) coupled with a TripleTOF™ 6600 mass spectrometer (ABSciex) or a Q Exactive HF-X mass spectrometer (Thermo Scientific).

For the tripleTOF™ 6600 analysis, peptides were loaded onto a C18-reversed phase column (300-µm inner diameter × 5 mm; C18 PepMap™ 100Å pore size, 5µm granulometry, Thermo Scientific) with loading buffer A, separated and MS data acquired using the Analyst software. Peptide separation was carried out on a 50 cm x 75-µm C18 column (nanoViper Acclaim PepMap™ RSLC, 3 µm, 100Å, Thermo Scientific) over a linear gradient of 137 min from 1% to 20% or 1% to 35% of buffer B admixed to buffer A' (buffer B: 100% MeCN and buffer A': 2/98 MeCN/H<sub>2</sub>O + 0.1% HCOOH) at a flow rate of 300 nL/min. The mass spectrometer was operated in DDA top20 or top40 high sensitivity mode with 250 and 100 or 120 ms acquisition time for MS1 and MS2 scans, respectively, and 10 s or 30 s dynamic exclusion, with or without an inclusion list.

For the Q Exactive HF-X analysis, peptides were loaded onto a C18-reversed phase column (75-µm inner diameter × 2 cm; nanoViper Acclaim PepMap™ 100, Thermo Scientific) with buffer A', separated and MS data acquired using Xcalibur software. Peptide separation was carried out over a linear gradient of 91 min from 2% to 30% buffer B (75-µm inner diameter × 50 cm; nanoViper Acclaim PepMap™ RSLC, 2 µm, 100Å, Thermo Scientific) at a flow rate of 300 nL/min. Full-scan MS was acquired in the Orbitrap analyzer with a resolution set to 120,000 and the top20 intense ions were subjected to Orbitrap for further fragmentation via high energy collision dissociation (HCD) activation and a dynamic exclusion on 20 s.

For identification, the data were queried against the UniProtKB/Swiss-Prot *Ectocarpus* database (19/10/2015, containing 17103 entries) using Mascot™ (version 2.5.1).

Carbamidomethylation of cysteines, oxidation of methionines, propionylation of lysines, acetylation of lysines and protein N-termini, methylation and dimethylation of lysines and arginines, trimethylation of lysines and ubiquitination of lysine were set as variable modifications and with a maximum of nine modifications for all Mascot searches. Specificity of trypsin digestion was set for cleavage after Lys or Arg except before Pro, and five missed trypsin cleavage sites were allowed. The mass tolerances in MS and MS/MS were set to 10 ppm and 0.02 ppm for the HF-X or 100 mmu for the 6600, respectively. The resulting Mascot files were further processed using myProMS v3.6 [1]. The maximum false discovery rate (FDR) calculation was set to 2% at the peptide level for the whole study (QUALITY algorithm). The mass spectrometry proteomics data have been deposited with the ProteomeXchange Consortium via the PRIDE partner repository [2] with the dataset identifier PXD013535.

## References

1. Pouillet P, Carpentier S, Barillot E. myProMS, a web server for management and validation of mass spectrometry-based proteomic data. *Proteomics*. 2007;7:2553–6.
2. Perez-Riverol Y, Csordas A, Bai J, Bernal-Llinares M, Hewapathirana S, Kundu DJ, et al. The PRIDE database and related tools and resources in 2019: improving support for quantification data. *Nucleic Acids Res*. 2019;47:D442–50.

# Supplementary material for: Histone modifications during the life cycle of the brown alga Ectocarpus
**Source:** Genome Biol. 2021 Jan 4;22:12. doi: 10.1186/s13059-020-02216-8
**Supplement:** Supplementary file 2 — Additional file 2: Figure S1. Histone gene clusters in the Ectocarpus genome.

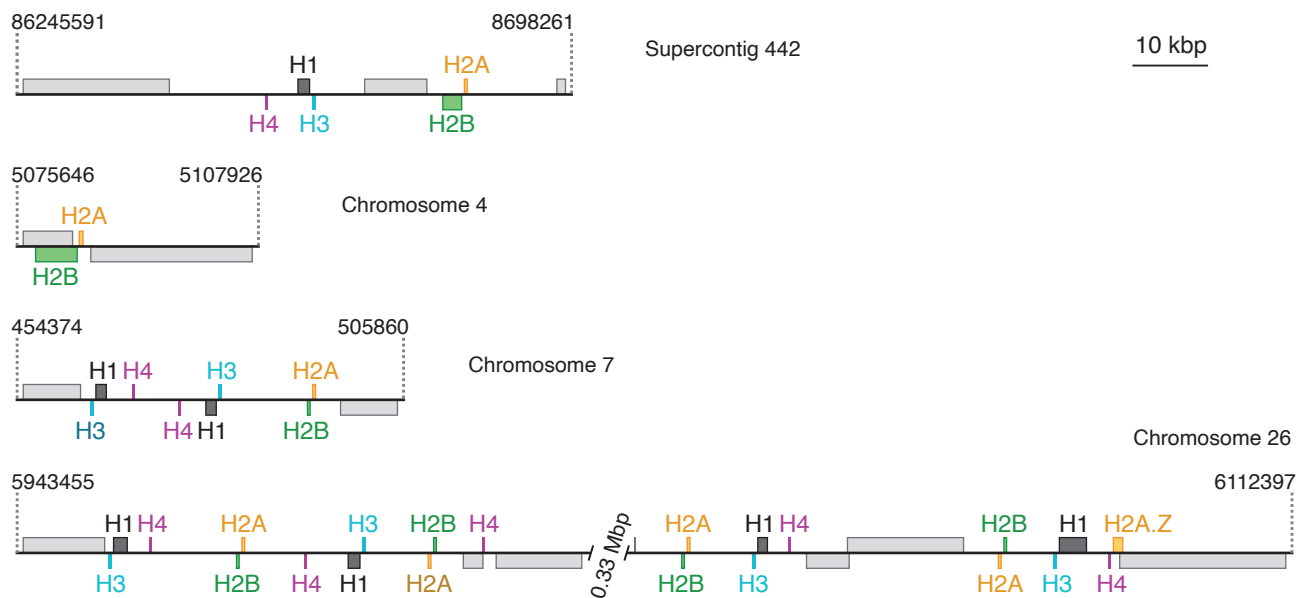

**Fig. S1** Histone gene clusters in the *Ectocarpus* genome. Only regions with two or more histone genes are shown. Coding regions from the start to the stop codon are shown as boxes. Histone genes are colour coded, flanking, non-histone genes are in grey. Genes above the line are transcribed to the right, genes below the line to the left. Dotted lines indicate chromosomal or scaffold coordinates.

# Supplementary material for: Histone modifications during the life cycle of the brown alga Ectocarpus
**Source:** Genome Biol. 2021 Jan 4;22:12. doi: 10.1186/s13059-020-02216-8
**Supplement:** Supplementary file 3 — Additional file 3: Figure S2. Representative MS/MS spectra showing the identification of histone modifications.

## Slide 1
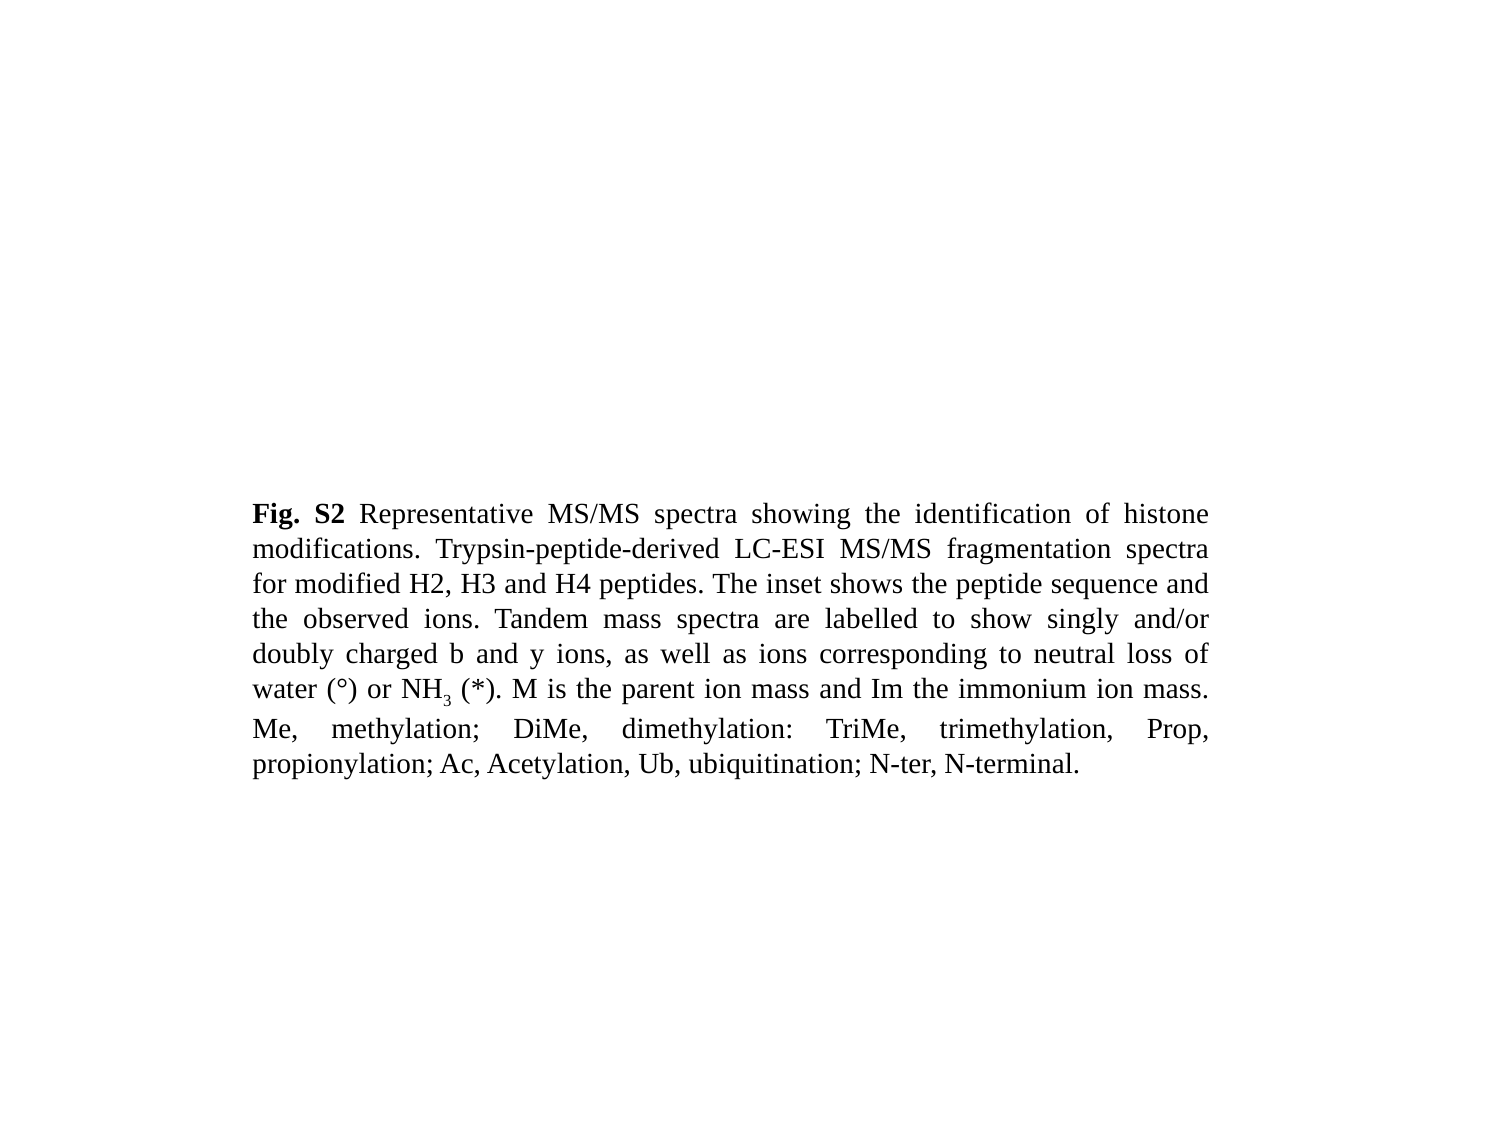

Fig. S2 Representative MS/MS spectra showing the identification of histone modifications. Trypsin-peptide-derived LC-ESI MS/MS fragmentation spectra for modified H2, H3 and H4 peptides. The inset shows the peptide sequence and the observed ions. Tandem mass spectra are labelled to show singly and/or doubly charged b and y ions, as well as ions corresponding to neutral loss of water (°) or NH3 (*). M is the parent ion mass and Im the immonium ion mass. Me, methylation; DiMe, dimethylation: TriMe, trimethylation, Prop, propionylation; Ac, Acetylation, Ub, ubiquitination; N-ter, N-terminal.

## Slide 2
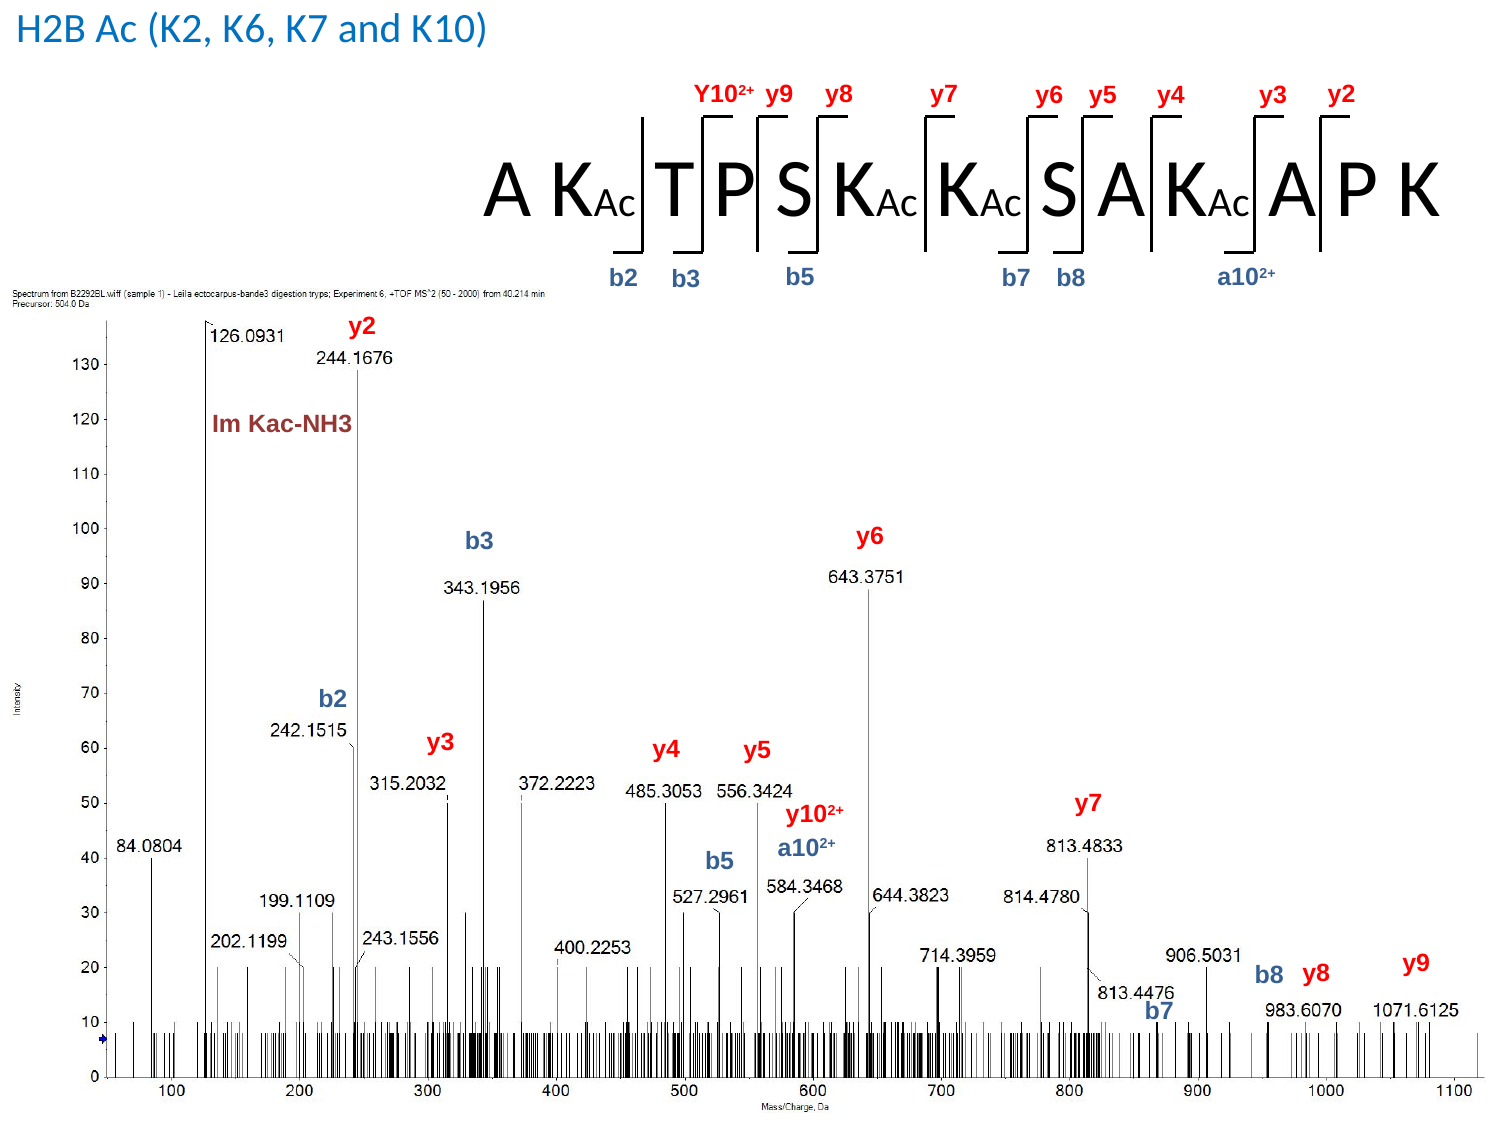

H2B Ac (K2, K6, K7 and K10)
y7
Y102+
y8
y2
y9
y6
y5
y4
y3
A KAc T P S KAc KAc S A KAc A P K
a102+
b5
b7
b2
b8
b3
y2
Im Kac-NH3
y6
b3
b2
y3
y4
y5
y7
a102+
b5
y9
y8
b8
b7
y102+

## Slide 3
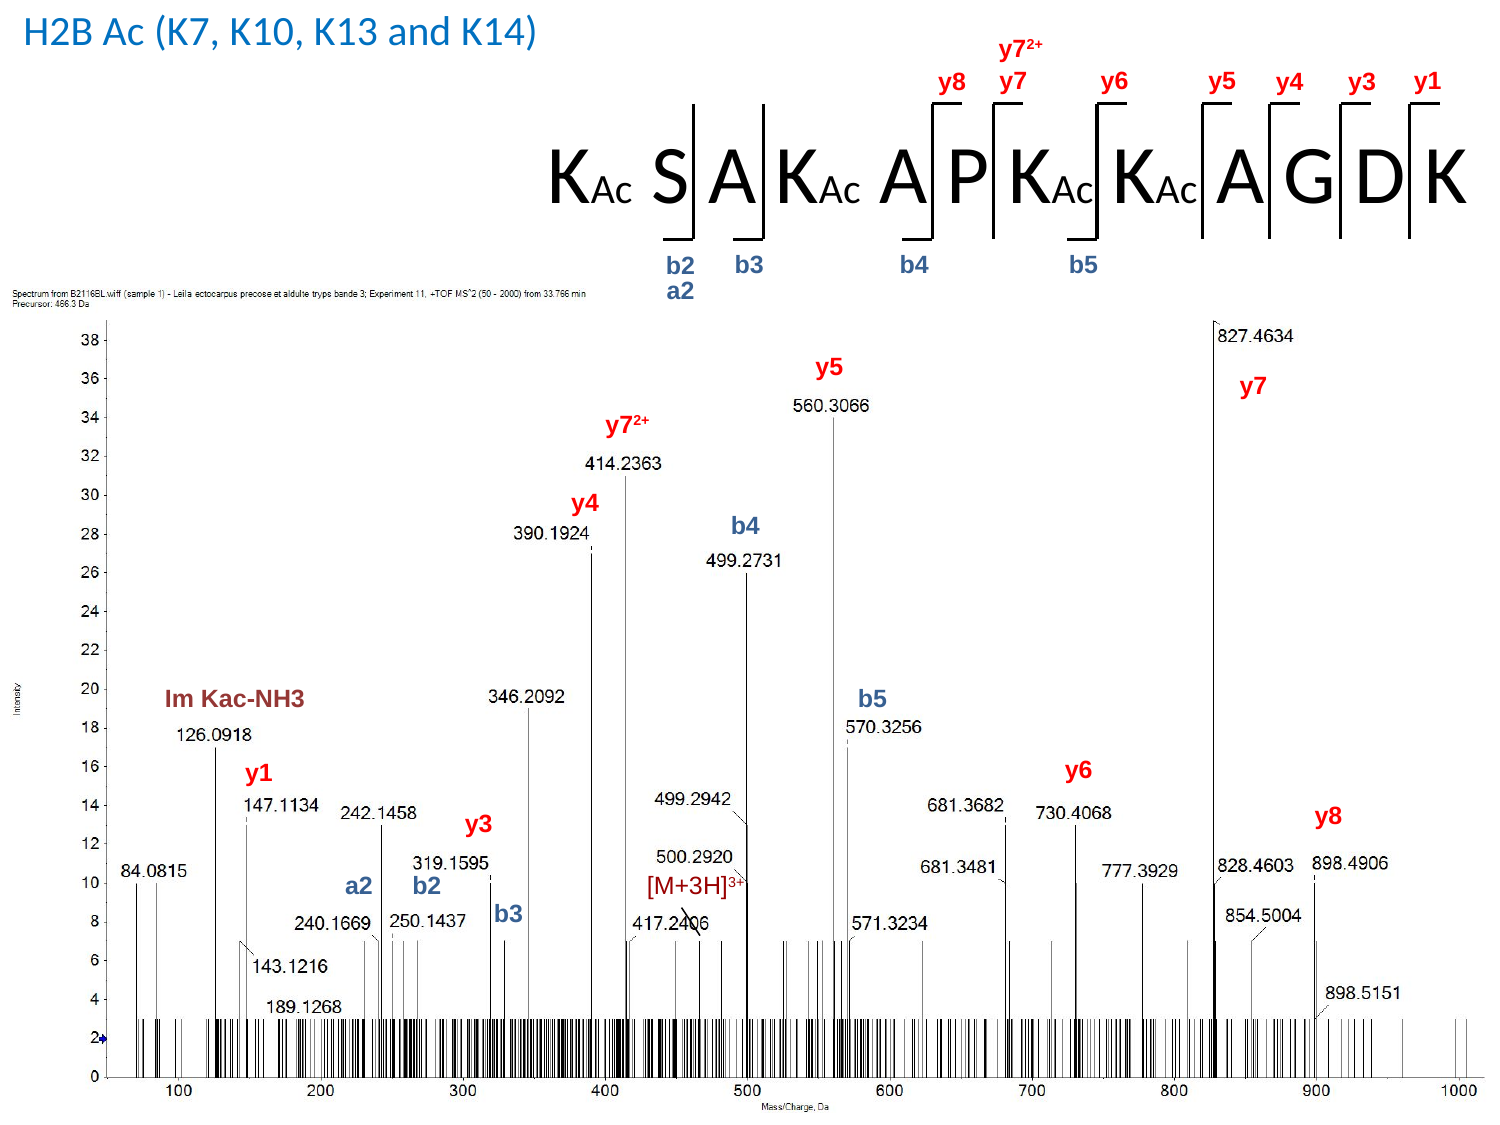

H2B Ac (K7, K10, K13 and K14)
y72+
y7
y1
y5
y6
y8
y4
y3
KAc S A KAc A P KAc KAc A G D K
b4
b3
b5
b2
a2
y5
y7
y72+
y4
b4
b5
Im Kac-NH3
y6
y1
y8
y3
[M+3H]3+
a2
b2
b3

## Slide 4
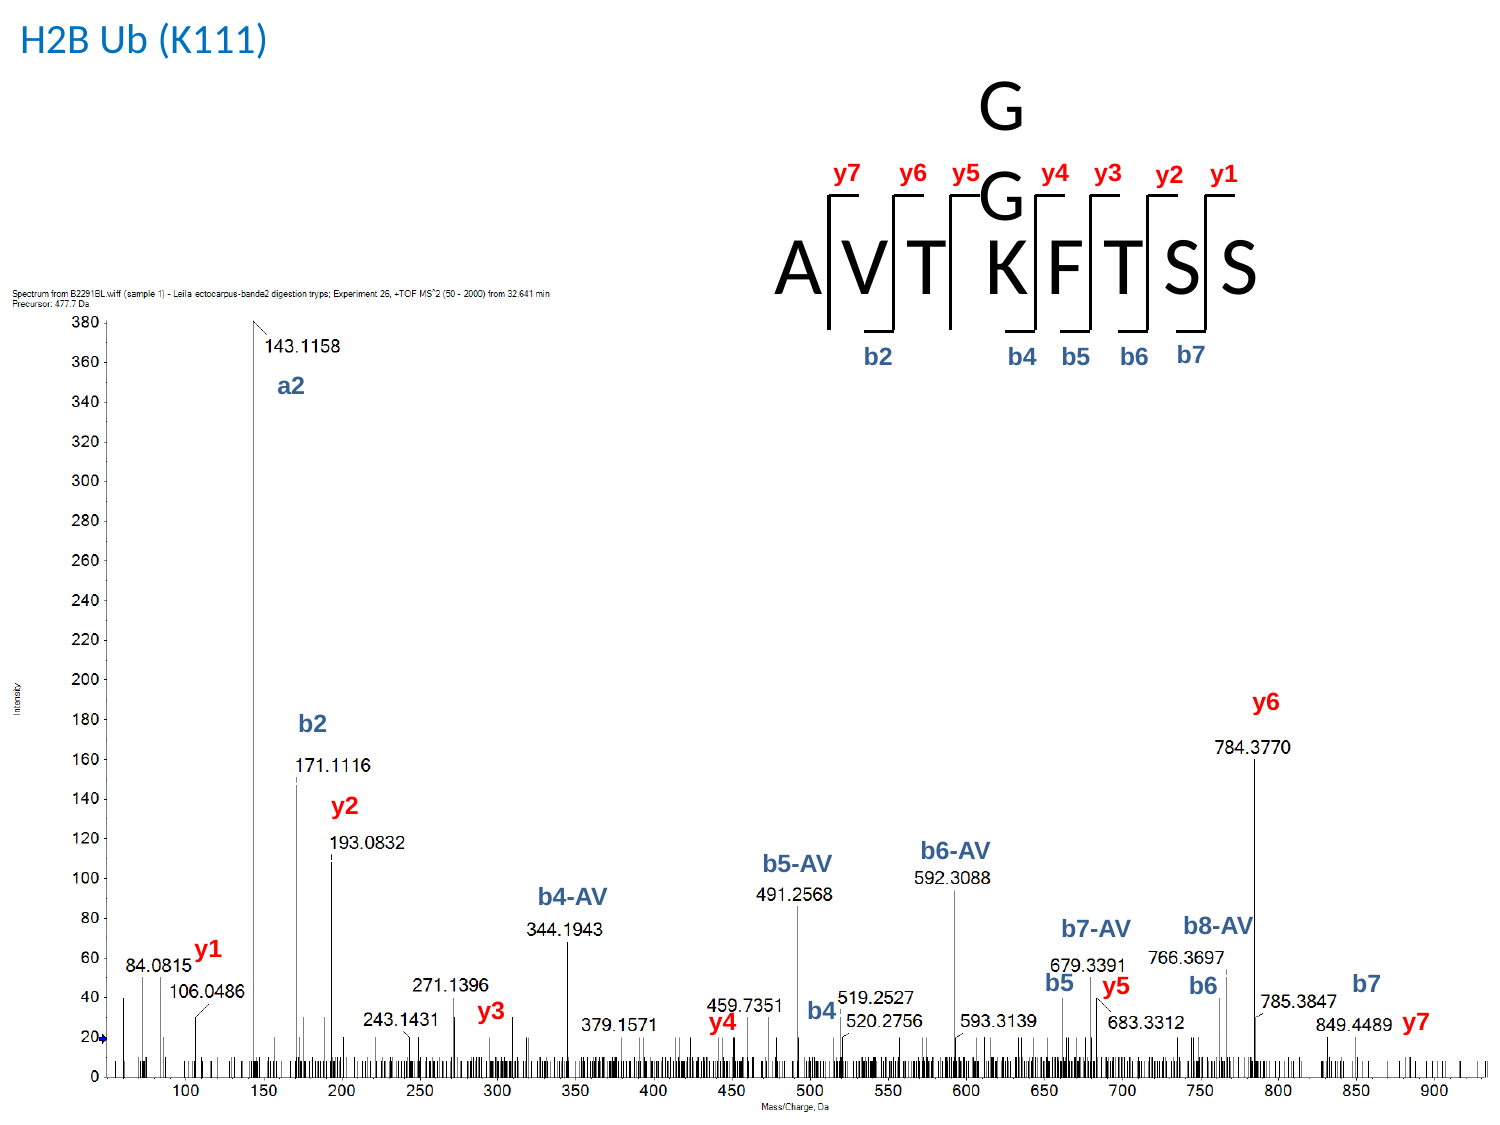

H2B Ub (K111)
GG
y7
y5
y4
y6
y3
y1
y2
A V T K F T S S
b7
b2
b4
b5
b6
a2
y6
b2
y2
b6-AV
b5-AV
b4-AV
b8-AV
b7-AV
y1
b5
b7
b6
y5
y3
b4
y4
y7

## Slide 5
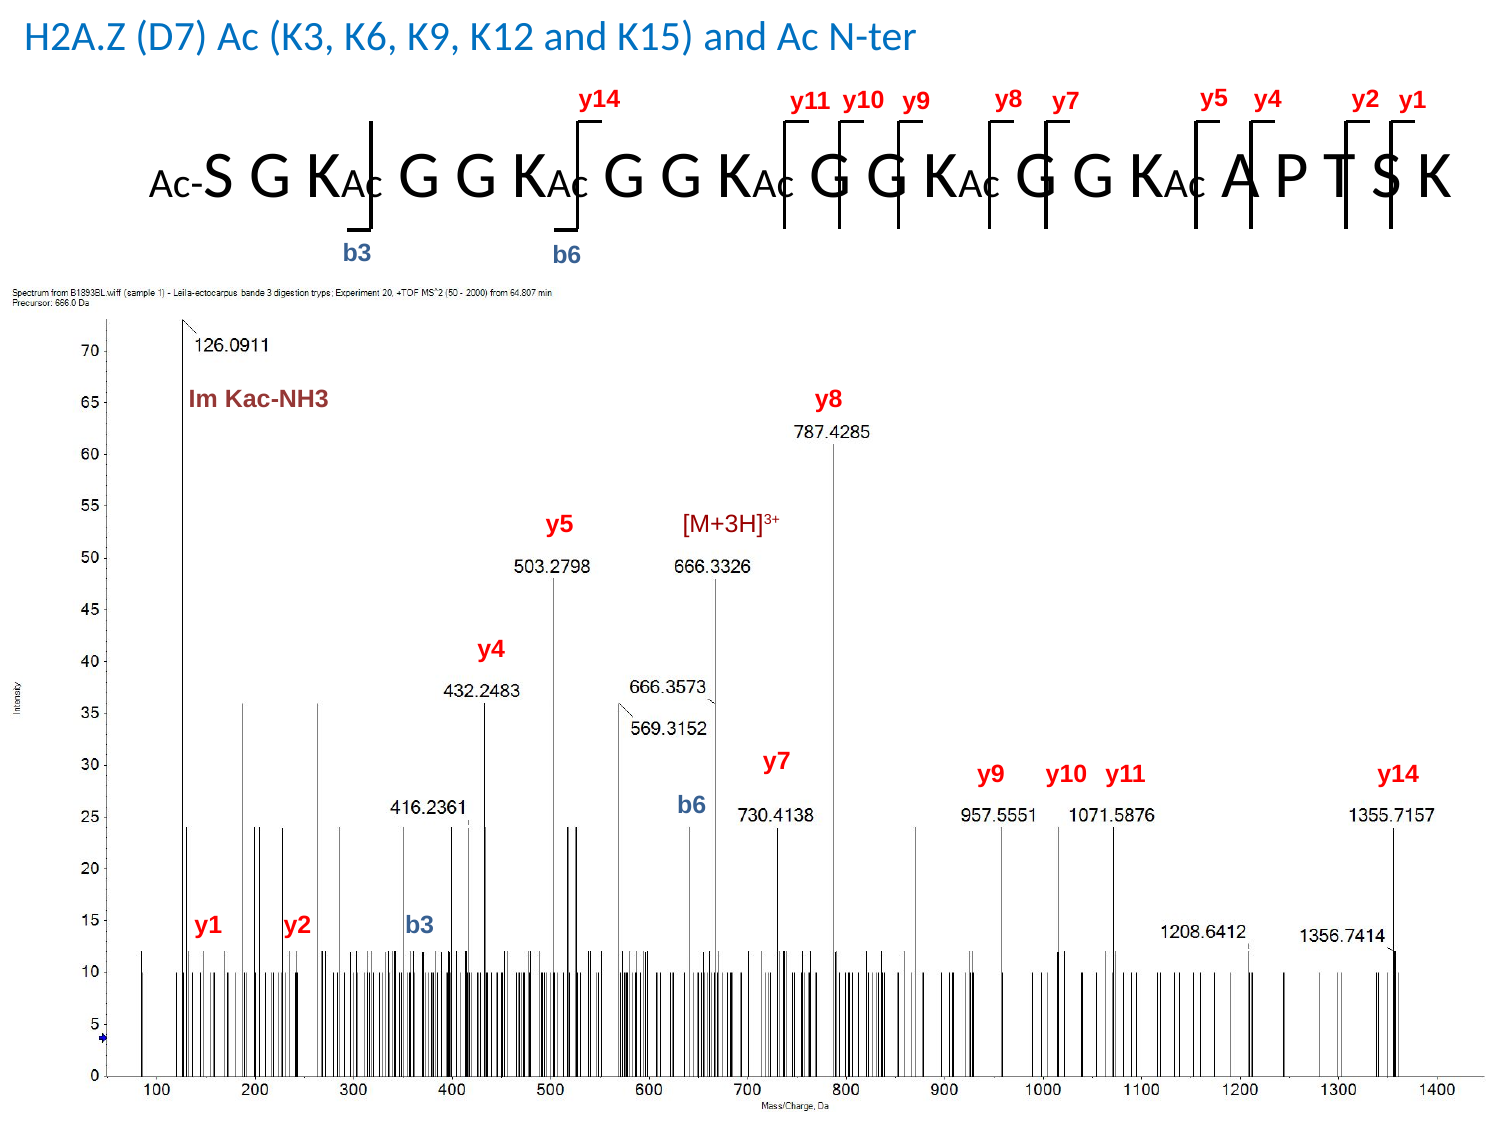

H2A.Z (D7) Ac (K3, K6, K9, K12 and K15) and Ac N-ter
y5
y14
y4
y8
y2
y1
y10
y9
y7
y11
b3
b6
Ac-S G KAc G G KAc G G KAc G G KAc G G KAc A P T S K
Im Kac-NH3
y8
[M+3H]3+
y5
y4
y7
y14
y11
y10
y9
b6
b3
y2
y1

## Slide 6
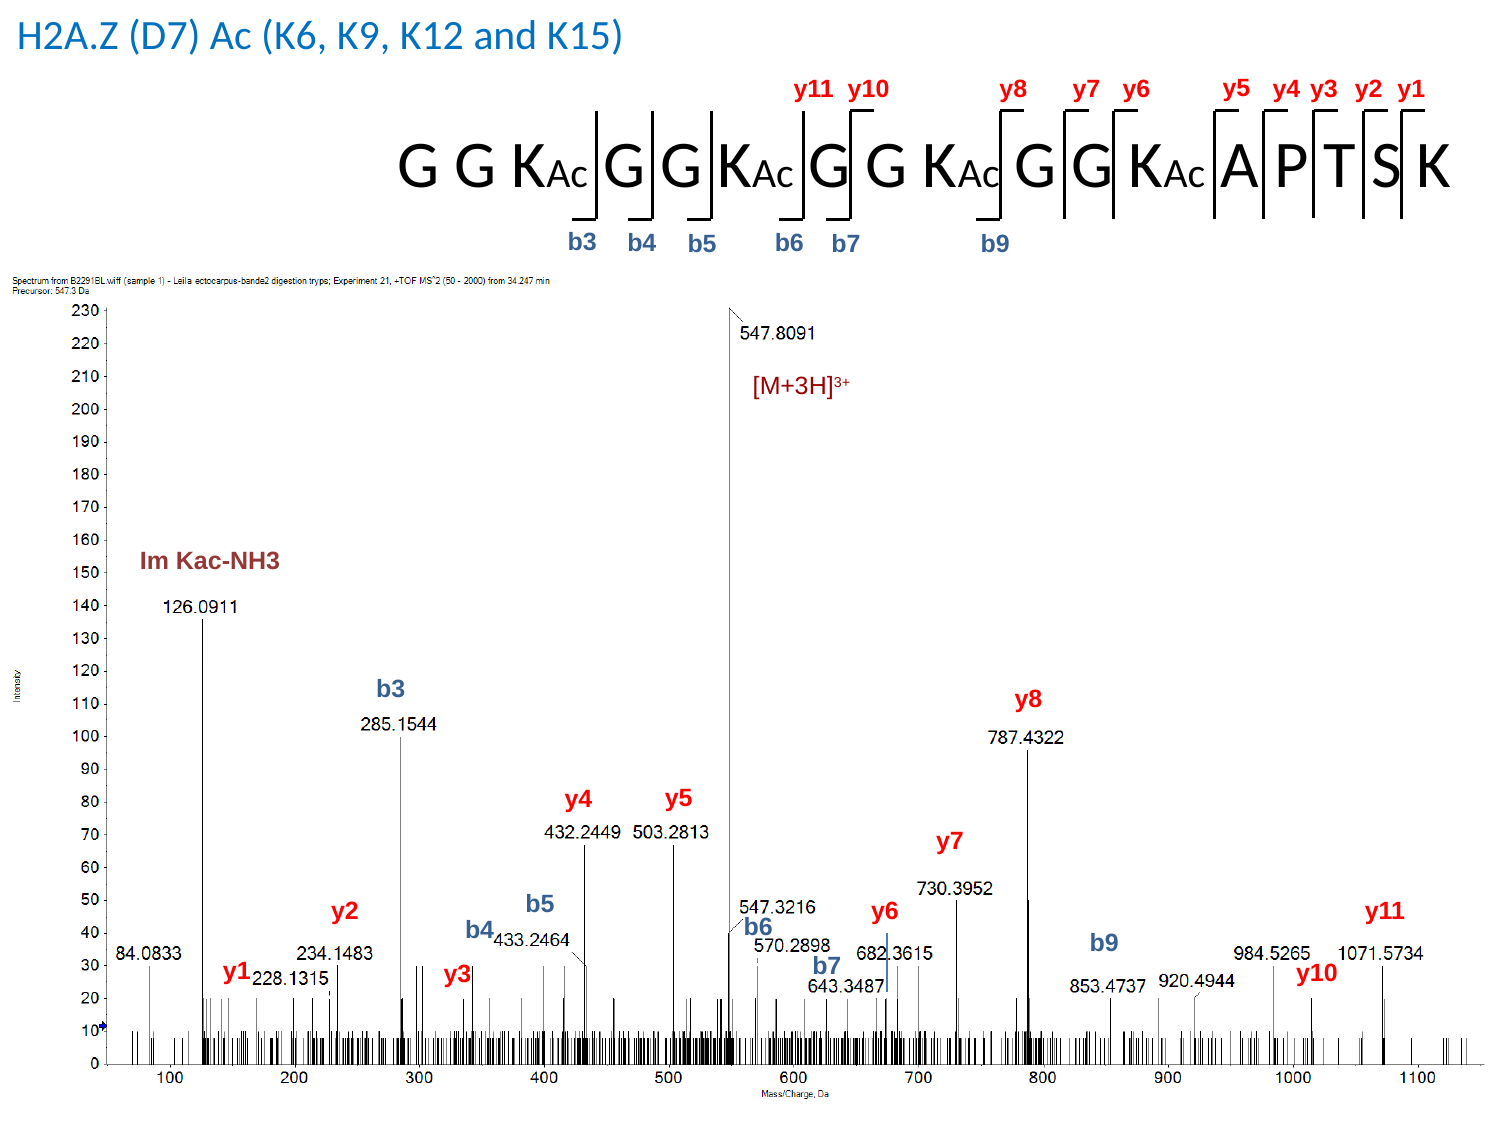

H2A.Z (D7) Ac (K6, K9, K12 and K15)
y5
y10
y4
y3
y6
y1
y11
y8
y7
y2
G G KAc G G KAc G G KAc G G KAc A P T S K
b3
b4
b6
b7
b5
b9
[M+3H]3+
Im Kac-NH3
b3
y8
y5
y4
y7
b5
y2
y6
y11
b6
b4
b9
b7
y1
y10
y3

## Slide 7
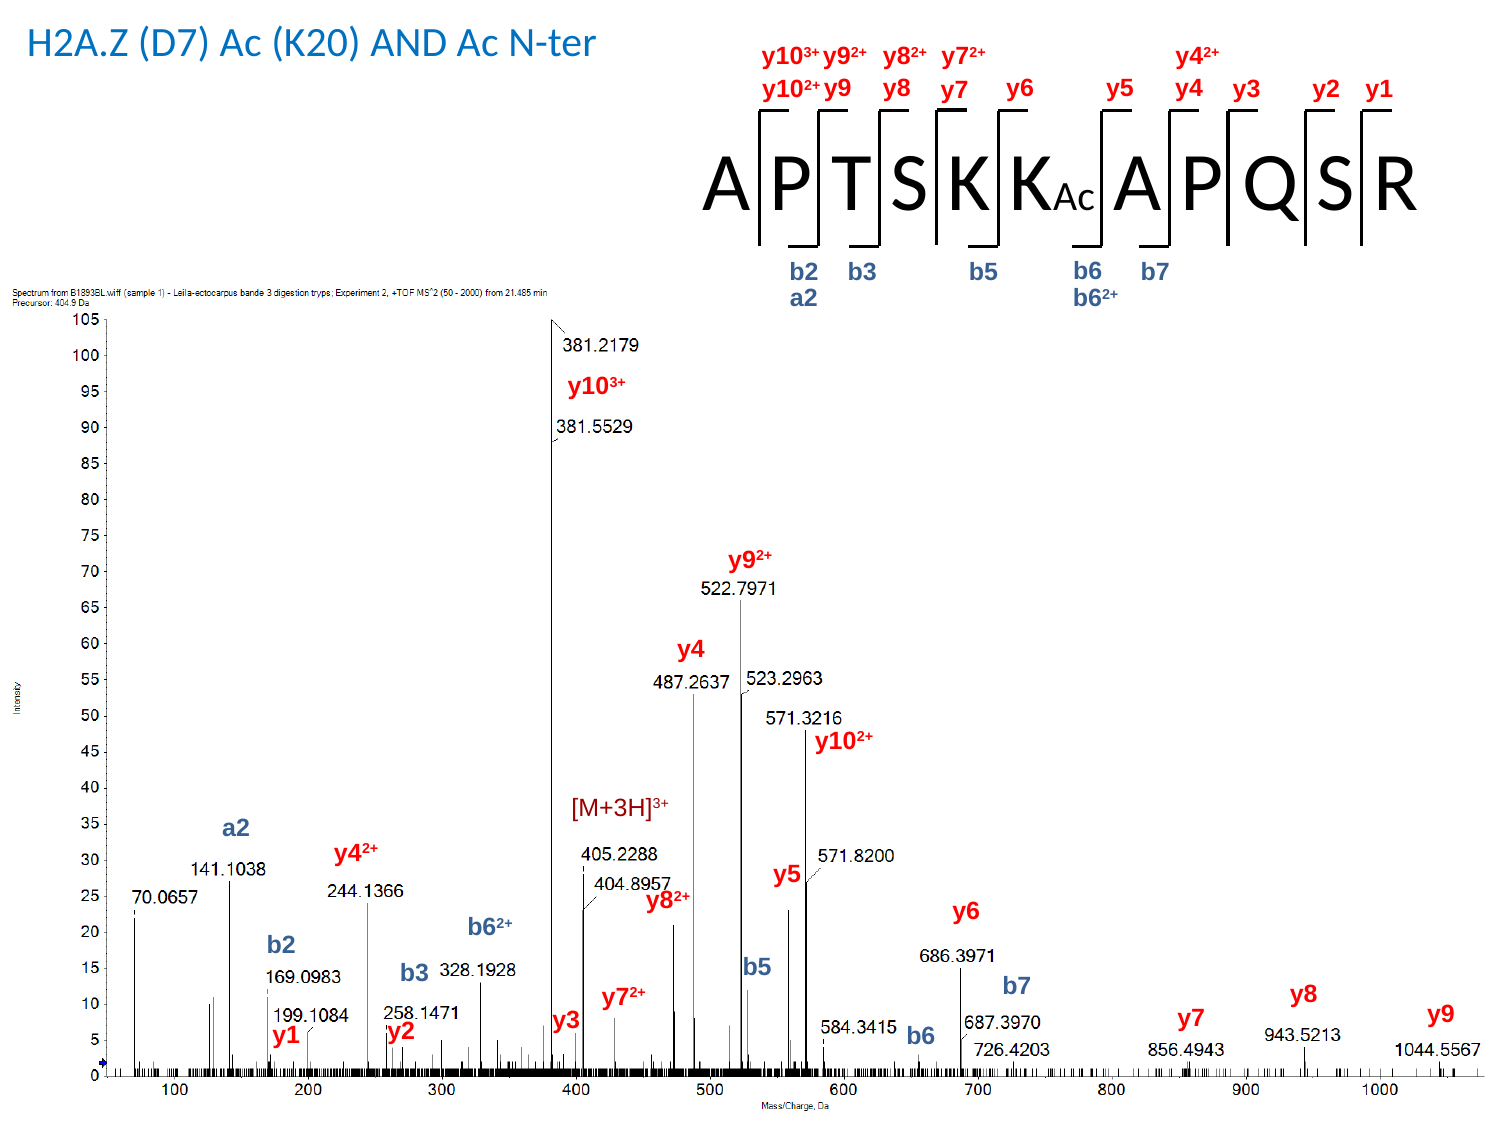

H2A.Z (D7) Ac (K20) AND Ac N-ter
y103+
y92+
y82+
y72+
y42+
y8
y6
y9
y5
y4
y102+
y3
y2
y1
y7
A P T S K KAc A P Q S R
b6
b3
b2
b7
b5
a2
b62+
y103+
y92+
y4
y102+
[M+3H]3+
a2
y42+
y5
y82+
y6
b62+
b2
b5
b3
b7
y8
y72+
y9
y7
y3
y2
y1
b6

## Slide 8
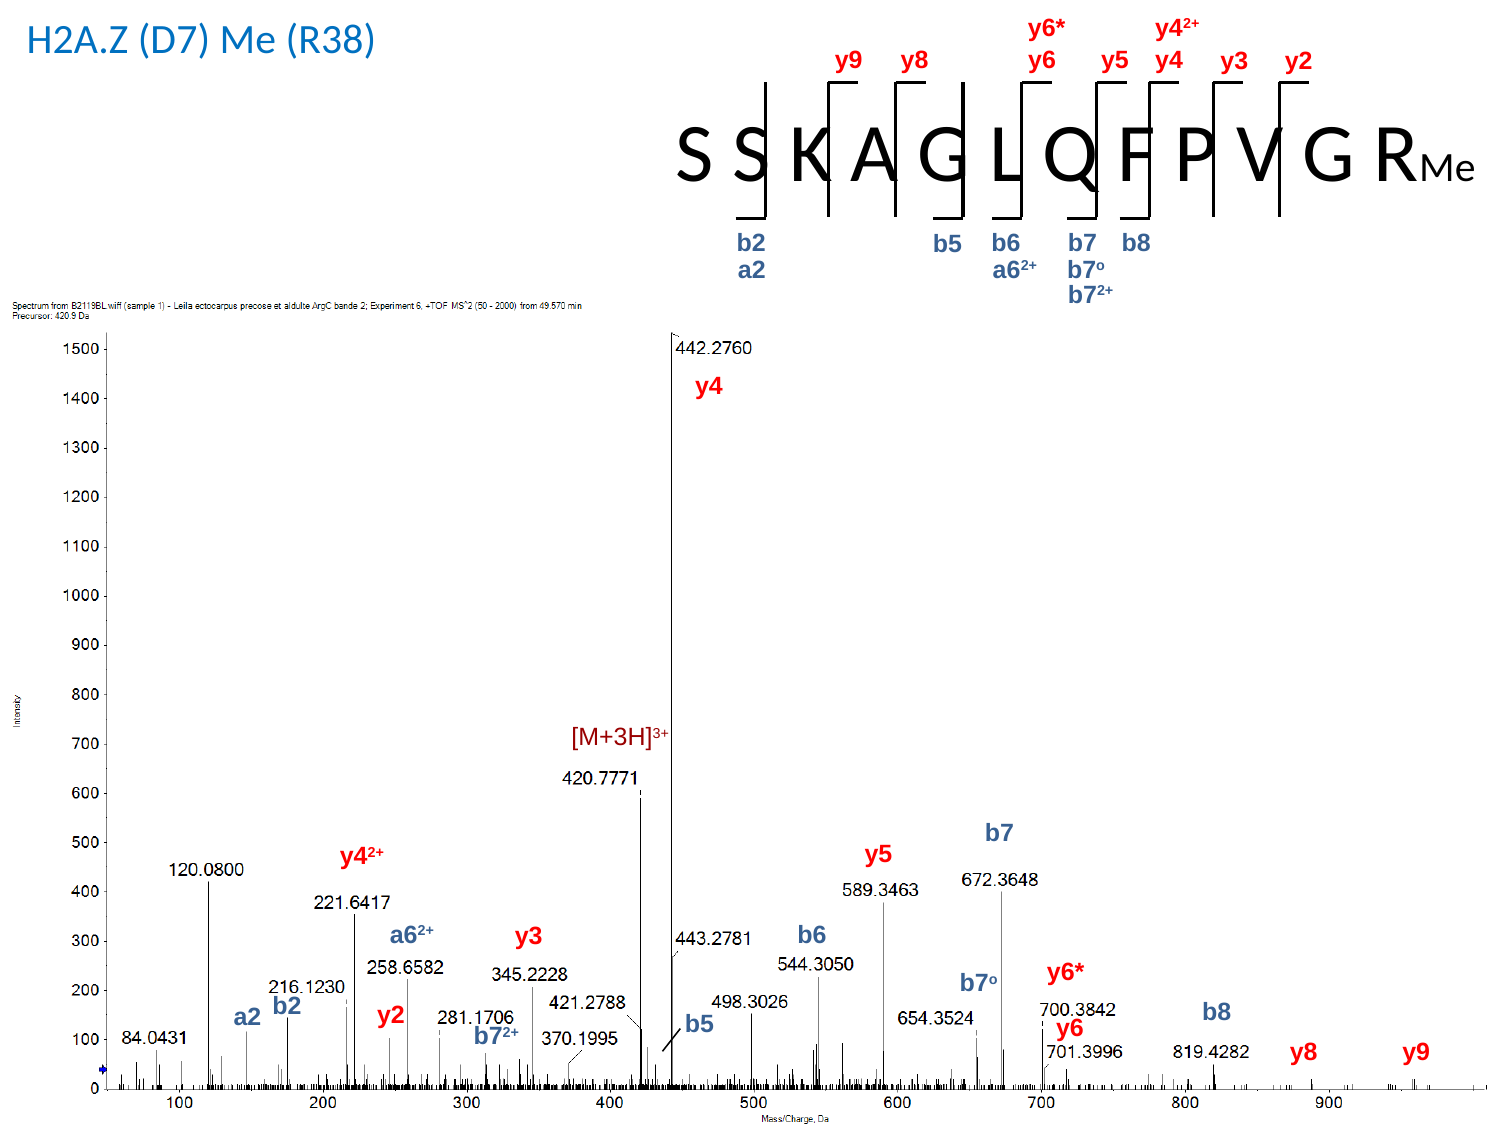

y6*
y42+
y9
y8
y6
y5
y4
y3
y2
S S K A G L Q F P V G RMe
b8
b7
b6
b2
b5
a2
a62+
b7o
b72+
H2A.Z (D7) Me (R38)
y4
[M+3H]3+
b7
y5
y42+
a62+
b6
y3
y6*
b7o
b2
b8
y2
a2
b5
y6
b72+
y9
y8

## Slide 9
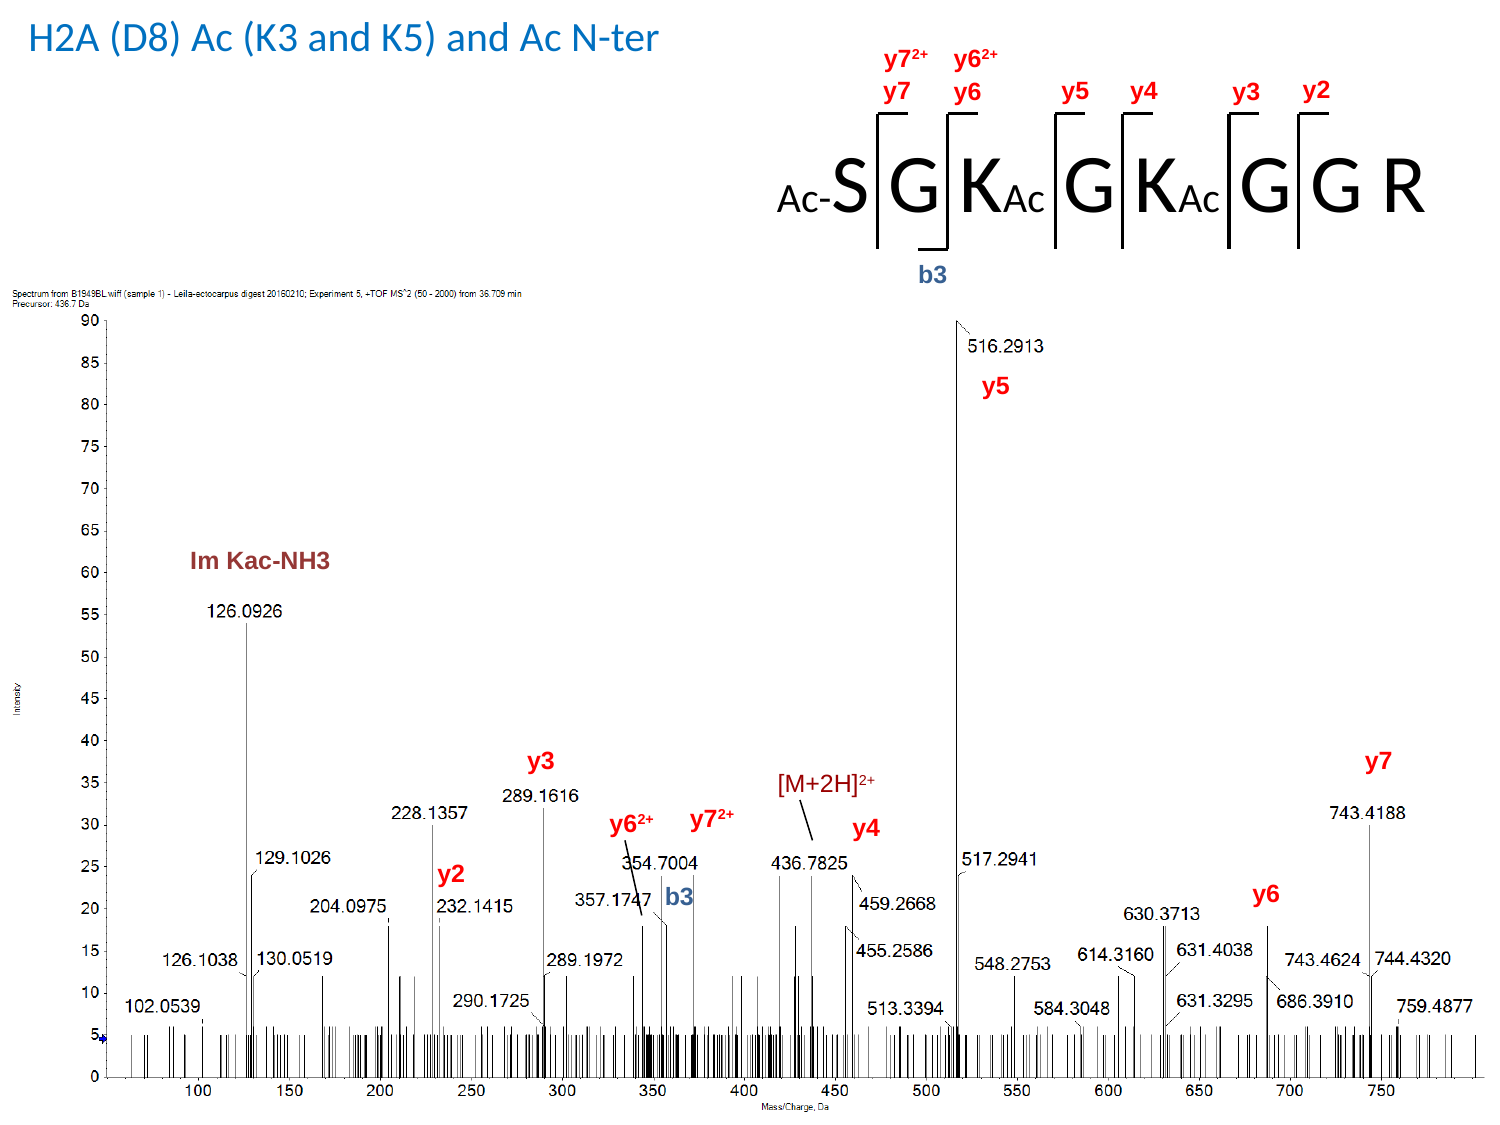

H2A (D8) Ac (K3 and K5) and Ac N-ter
y72+
y62+
y2
y7
y5
y4
y6
y3
Ac-S G KAc G KAc G G R
b3
y5
Im Kac-NH3
y3
y7
[M+2H]2+
y72+
y62+
y4
y2
y6
b3

## Slide 10
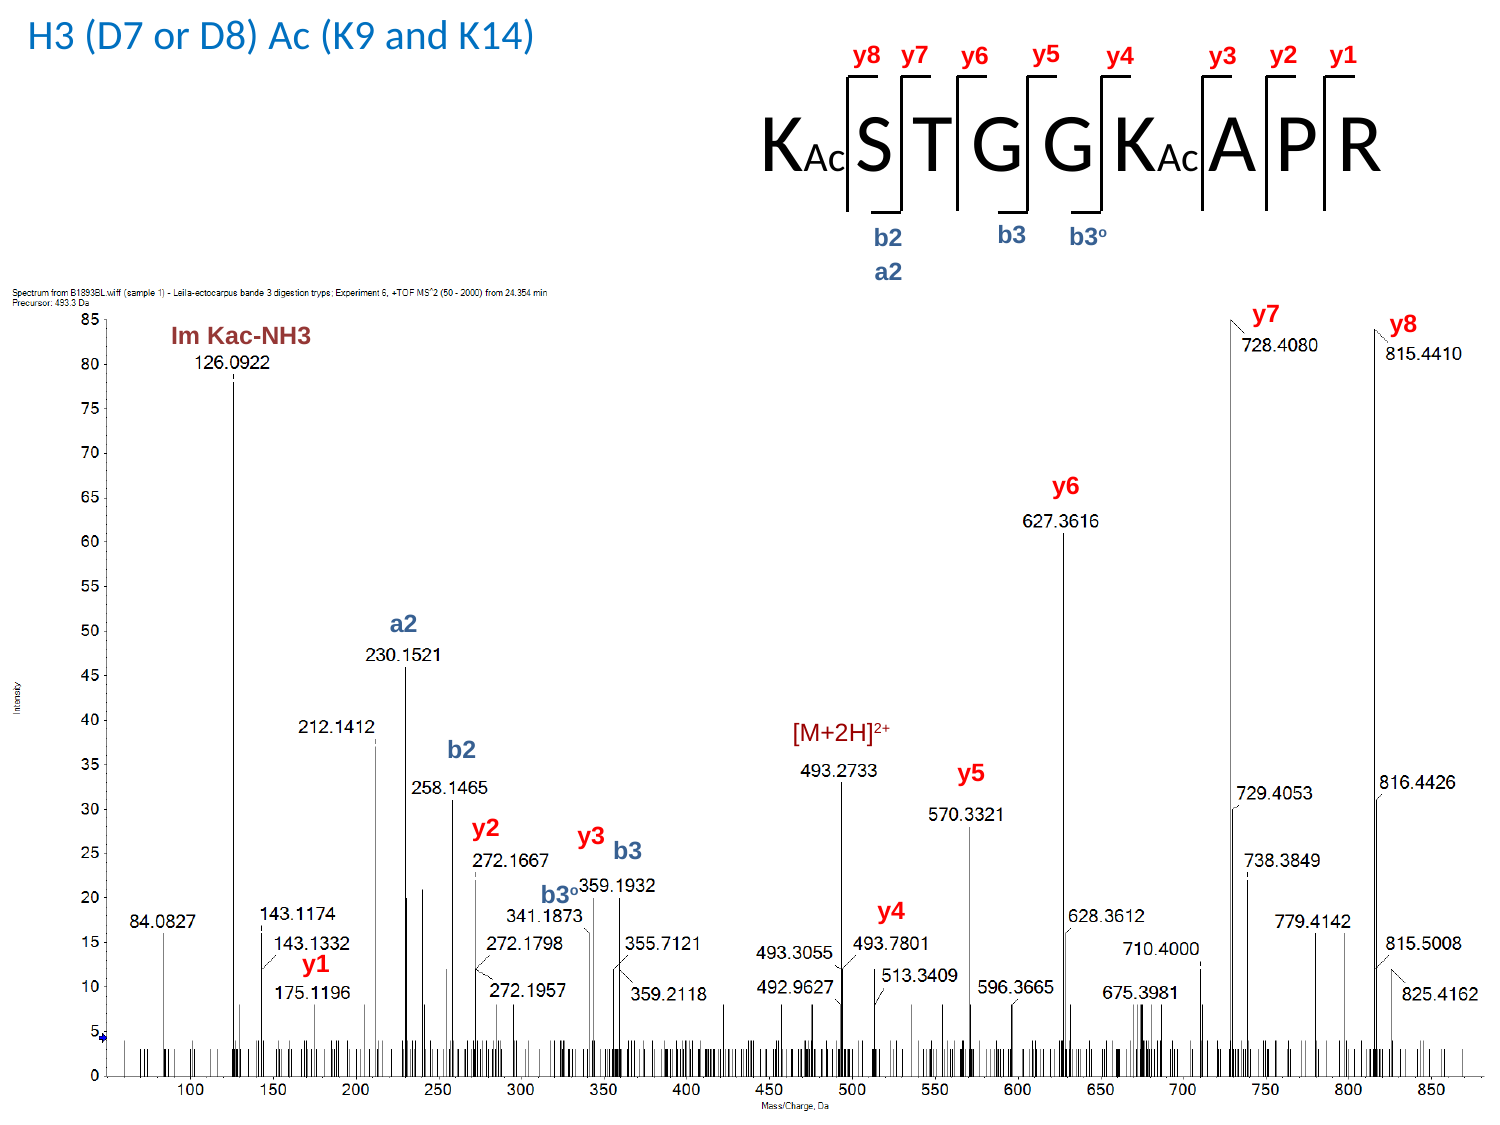

H3 (D7 or D8) Ac (K9 and K14)
y5
y7
y2
y1
y8
y4
y6
y3
KAc S T G G KAc A P R
b3
b3o
b2
a2
y7
y8
Im Kac-NH3
y6
a2
[M+2H]2+
b2
y5
y2
y3
b3
b3o
y4
y1

## Slide 11
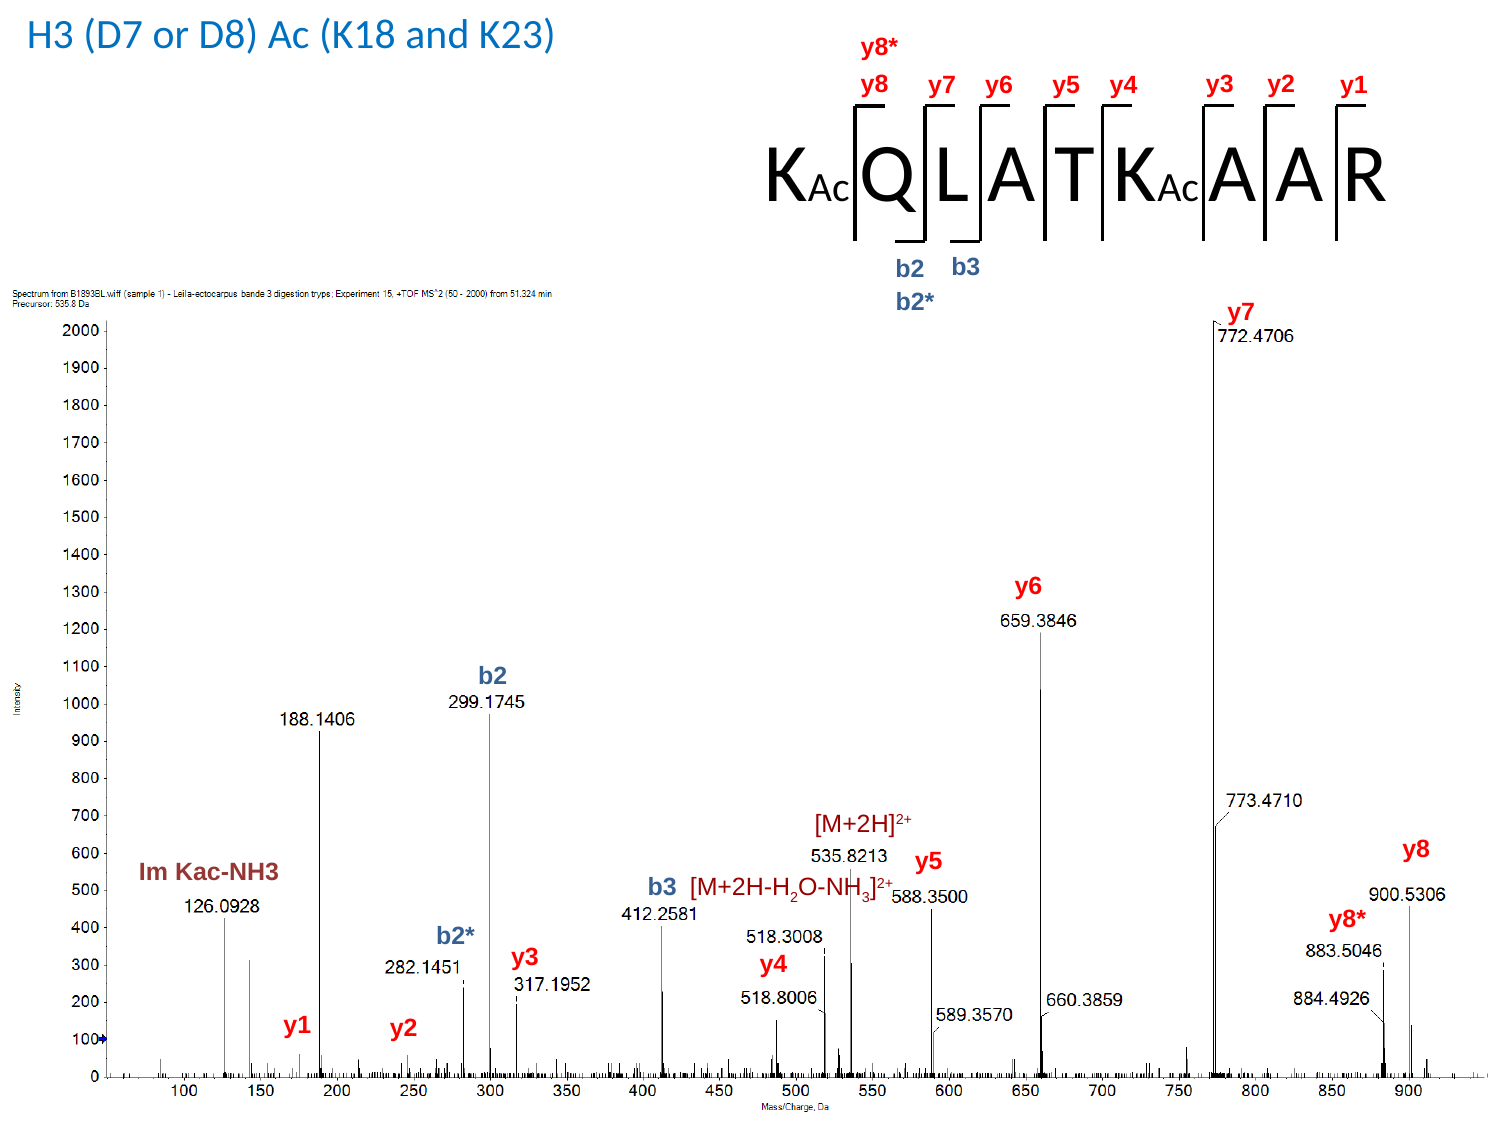

H3 (D7 or D8) Ac (K18 and K23)
y8*
y8
y3
y2
y4
y7
y5
y6
y1
KAc Q L A T KAc A A R
b3
b2
b2*
y7
y6
b2
[M+2H]2+
y8
y5
Im Kac-NH3
b3
[M+2H-H2O-NH3]2+
y8*
b2*
y3
y4
y1
y2

## Slide 12
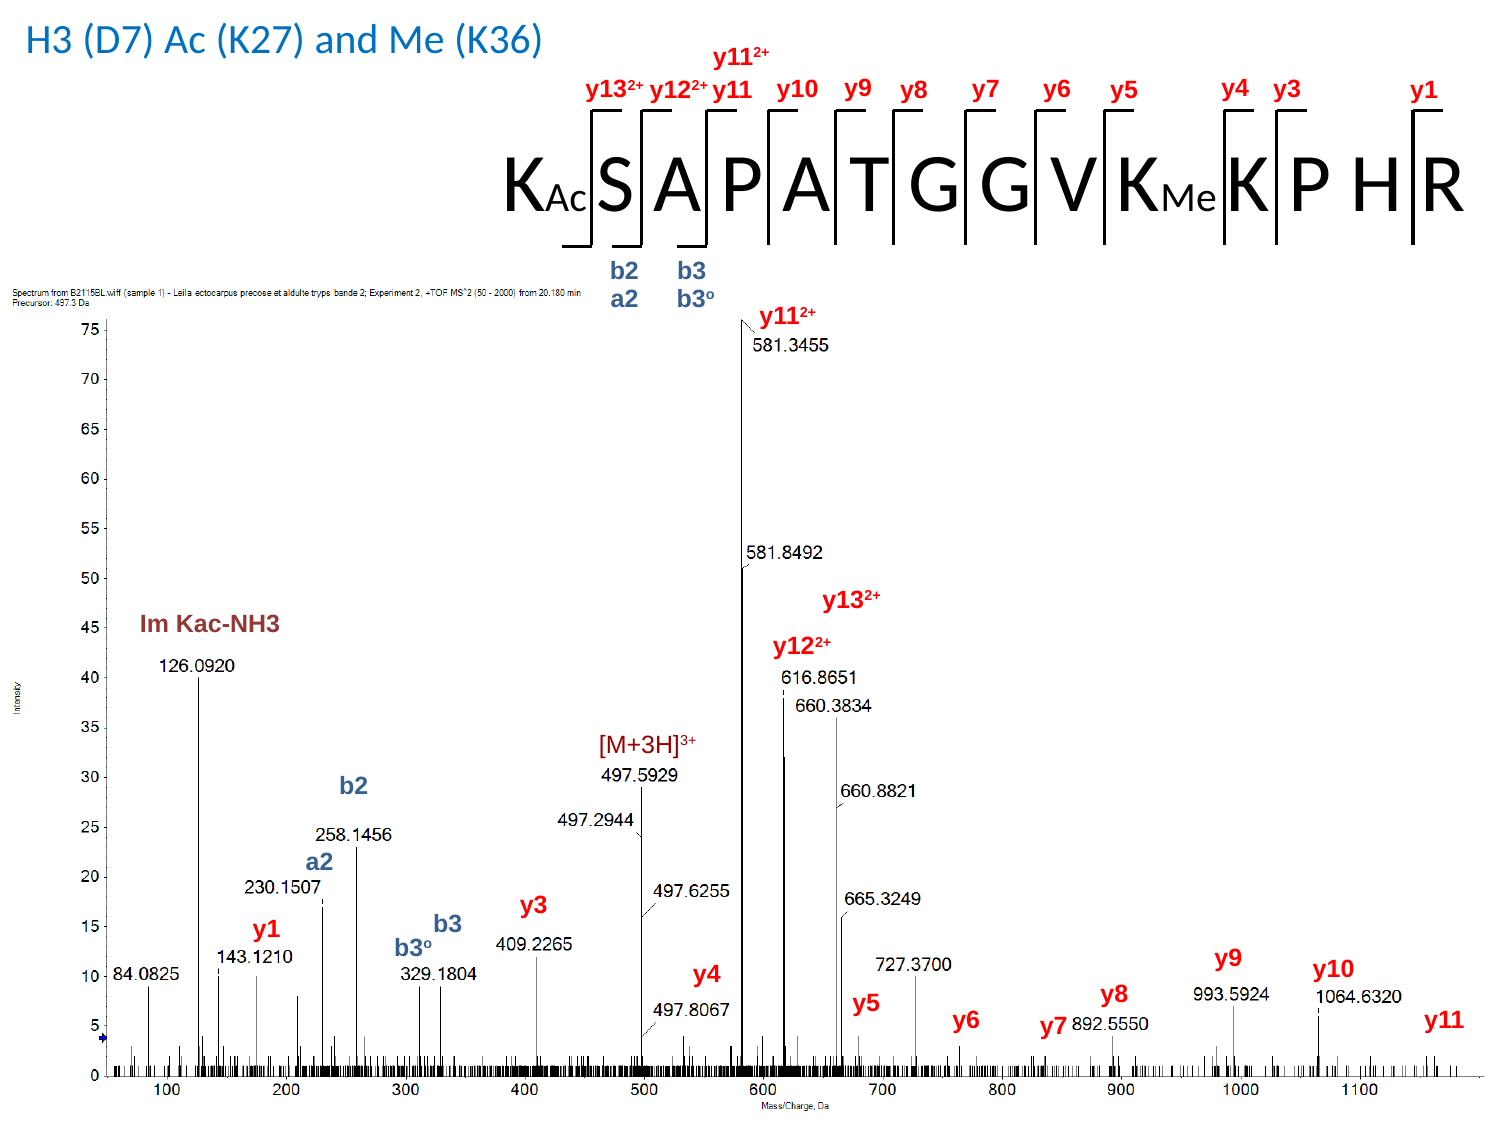

H3 (D7) Ac (K27) and Me (K36)
y112+
y9
y4
y3
y6
y10
y132+
y7
y122+
y11
y5
y8
y1
KAc S A P A T G G V KMe K P H R
b3
b2
a2
b3o
y112+
y132+
Im Kac-NH3
y122+
[M+3H]3+
b2
a2
y3
b3
y1
b3o
y9
y10
y4
y8
y5
y11
y6
y7

## Slide 13
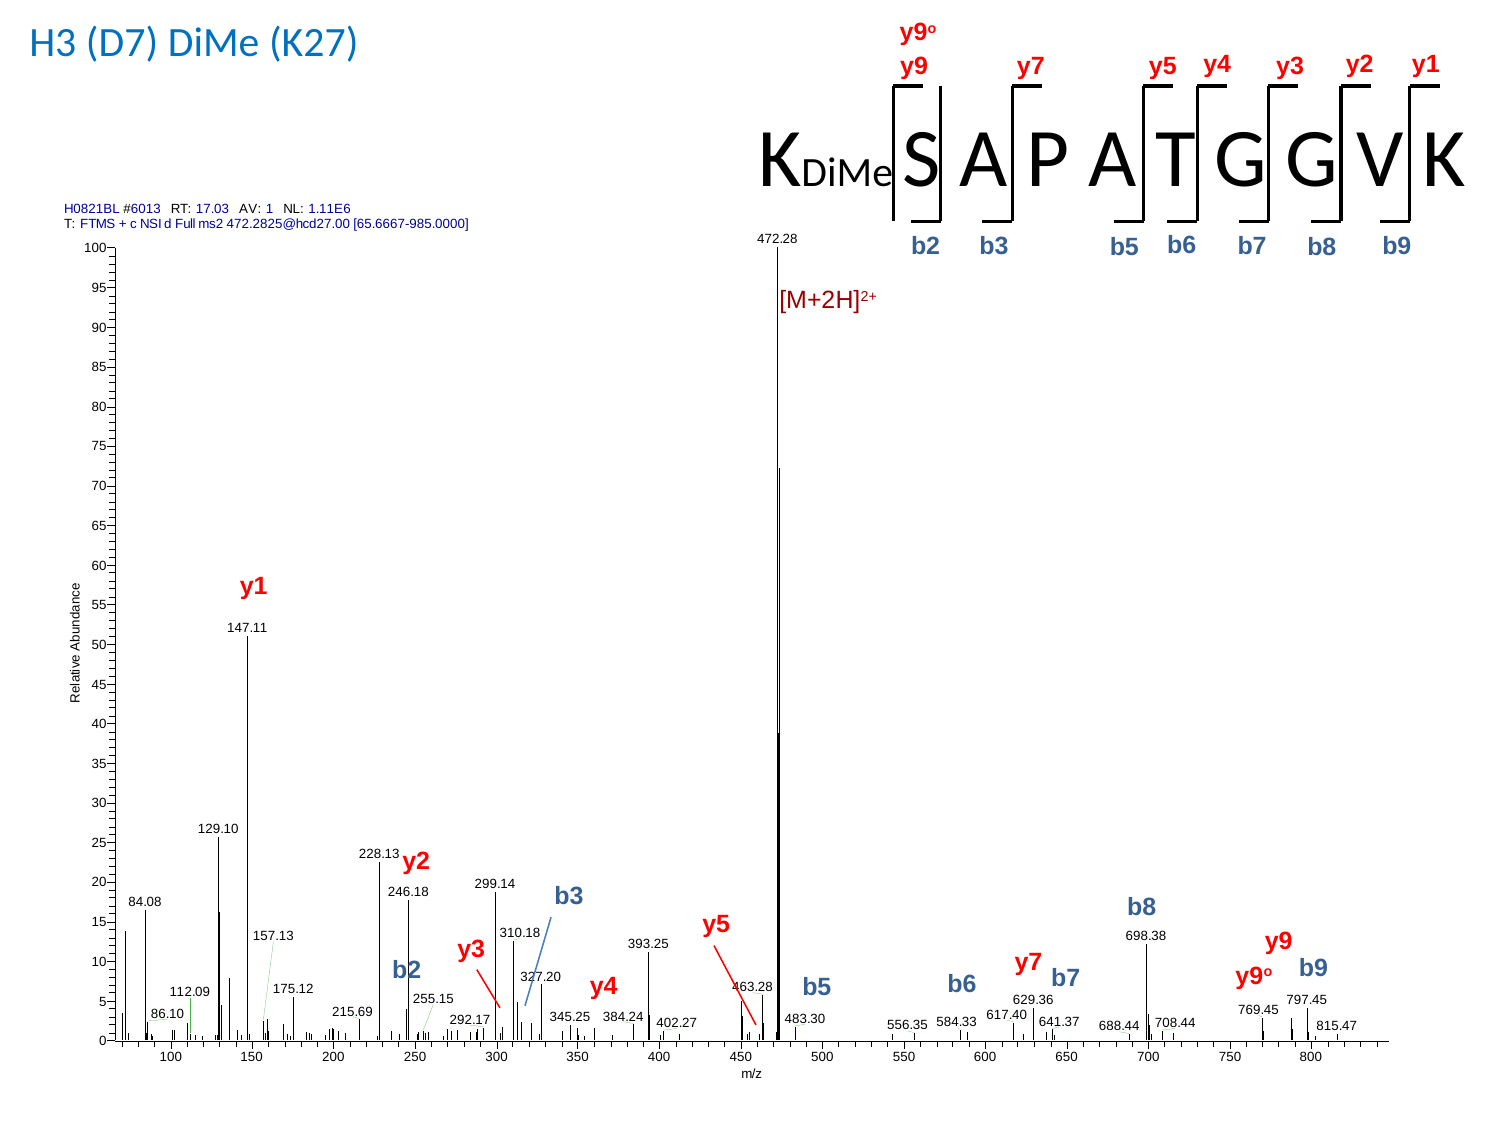

H3 (D7) DiMe (K27)
y9o
y4
y2
y1
y9
y5
y3
y7
KDiMe S A P A T G G V K
b6
b7
b2
b9
b3
b5
b8
[M+2H]2+
y1
y2
b3
b8
y5
y9
y3
y7
b9
b2
y9o
b7
b6
y4
b5

## Slide 14
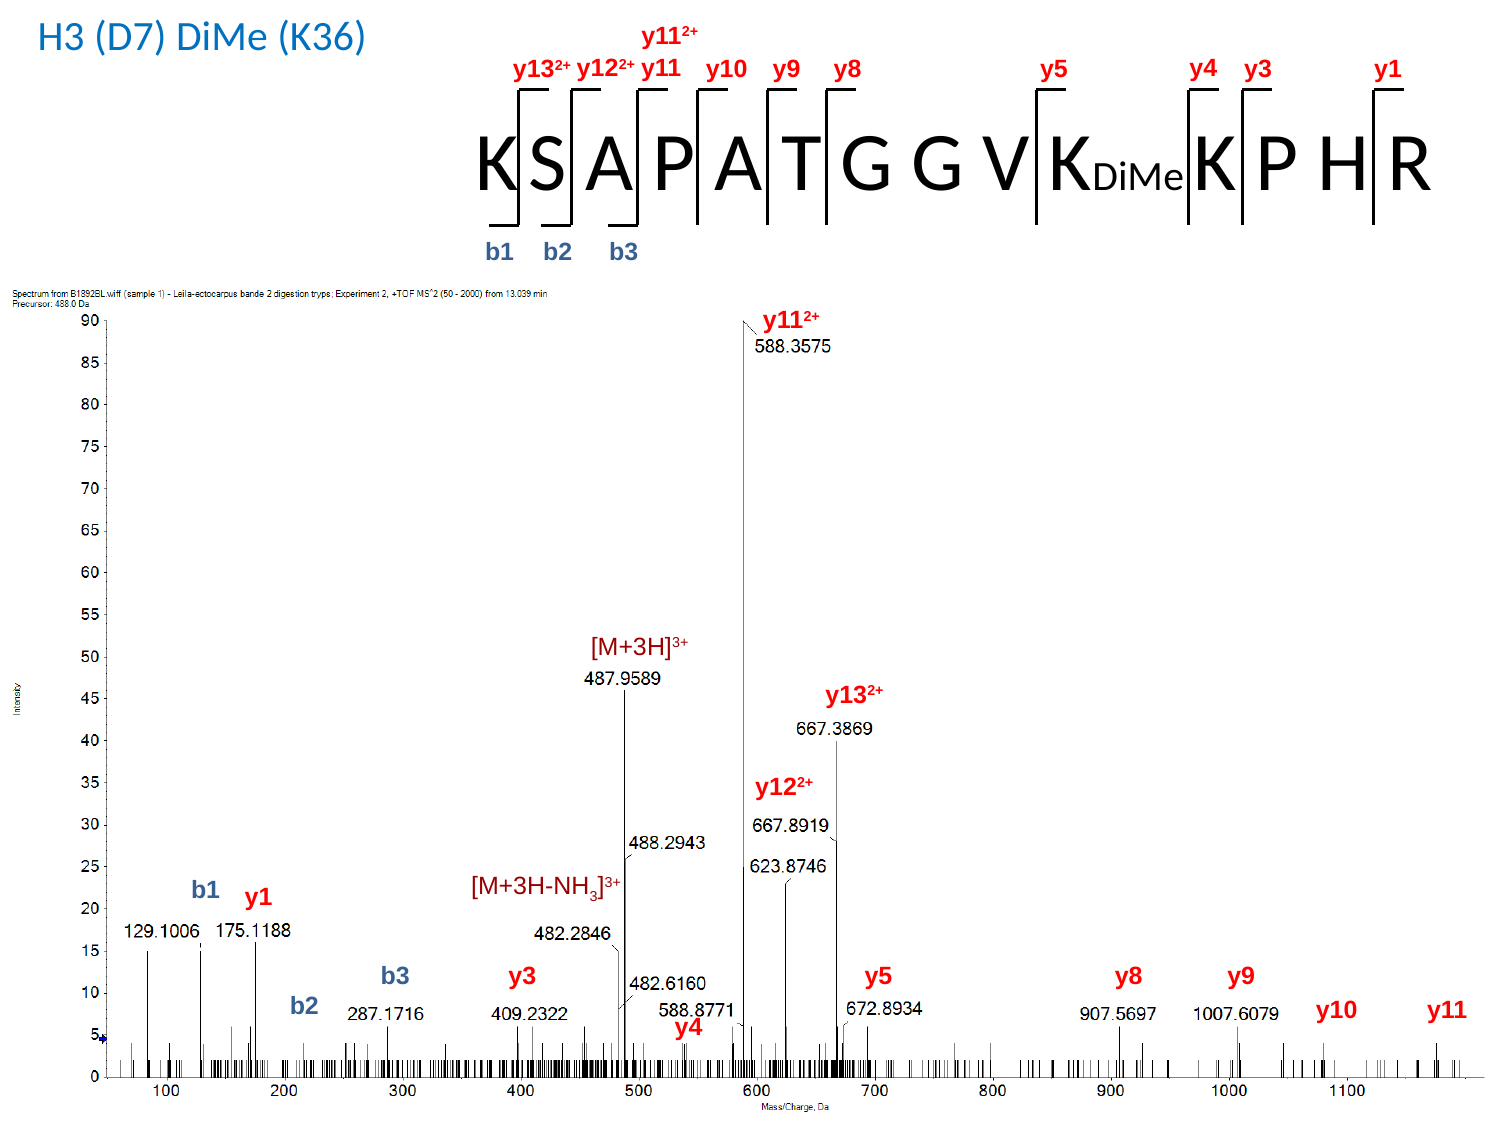

H3 (D7) DiMe (K36)
y112+
y11
y4
y122+
y9
y3
y1
y132+
y10
y8
y5
K S A P A T G G V KDiMe K P H R
b2
b1
b3
y112+
[M+3H]3+
y132+
y122+
[M+3H-NH3]3+
b1
y1
b3
y9
y8
y5
y3
b2
y10
y11
y4

## Slide 15
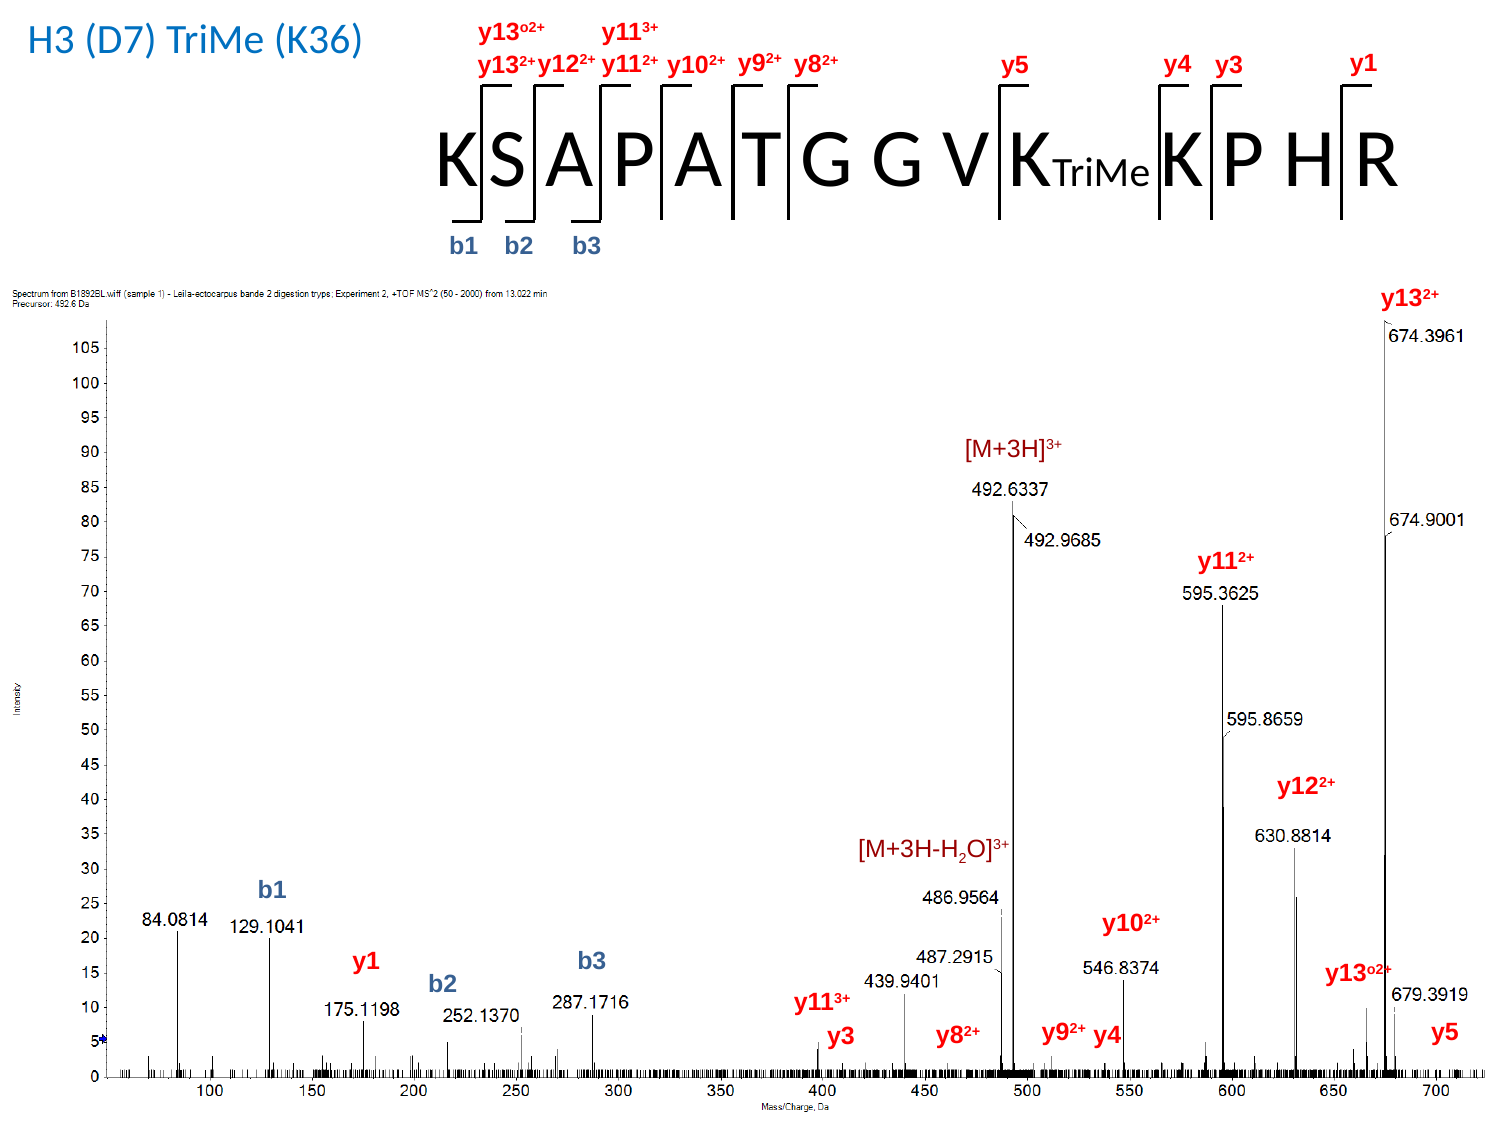

H3 (D7) TriMe (K36)
y13o2+
y113+
y92+
y1
y122+
y4
y82+
y112+
y102+
y5
y3
y132+
K S A P A T G G V KTriMe K P H R
b2
b3
b1
y132+
[M+3H]3+
y112+
y122+
[M+3H-H2O]3+
b1
y102+
b3
y1
y13o2+
b2
y113+
y92+
y5
y4
y82+
y3

## Slide 16
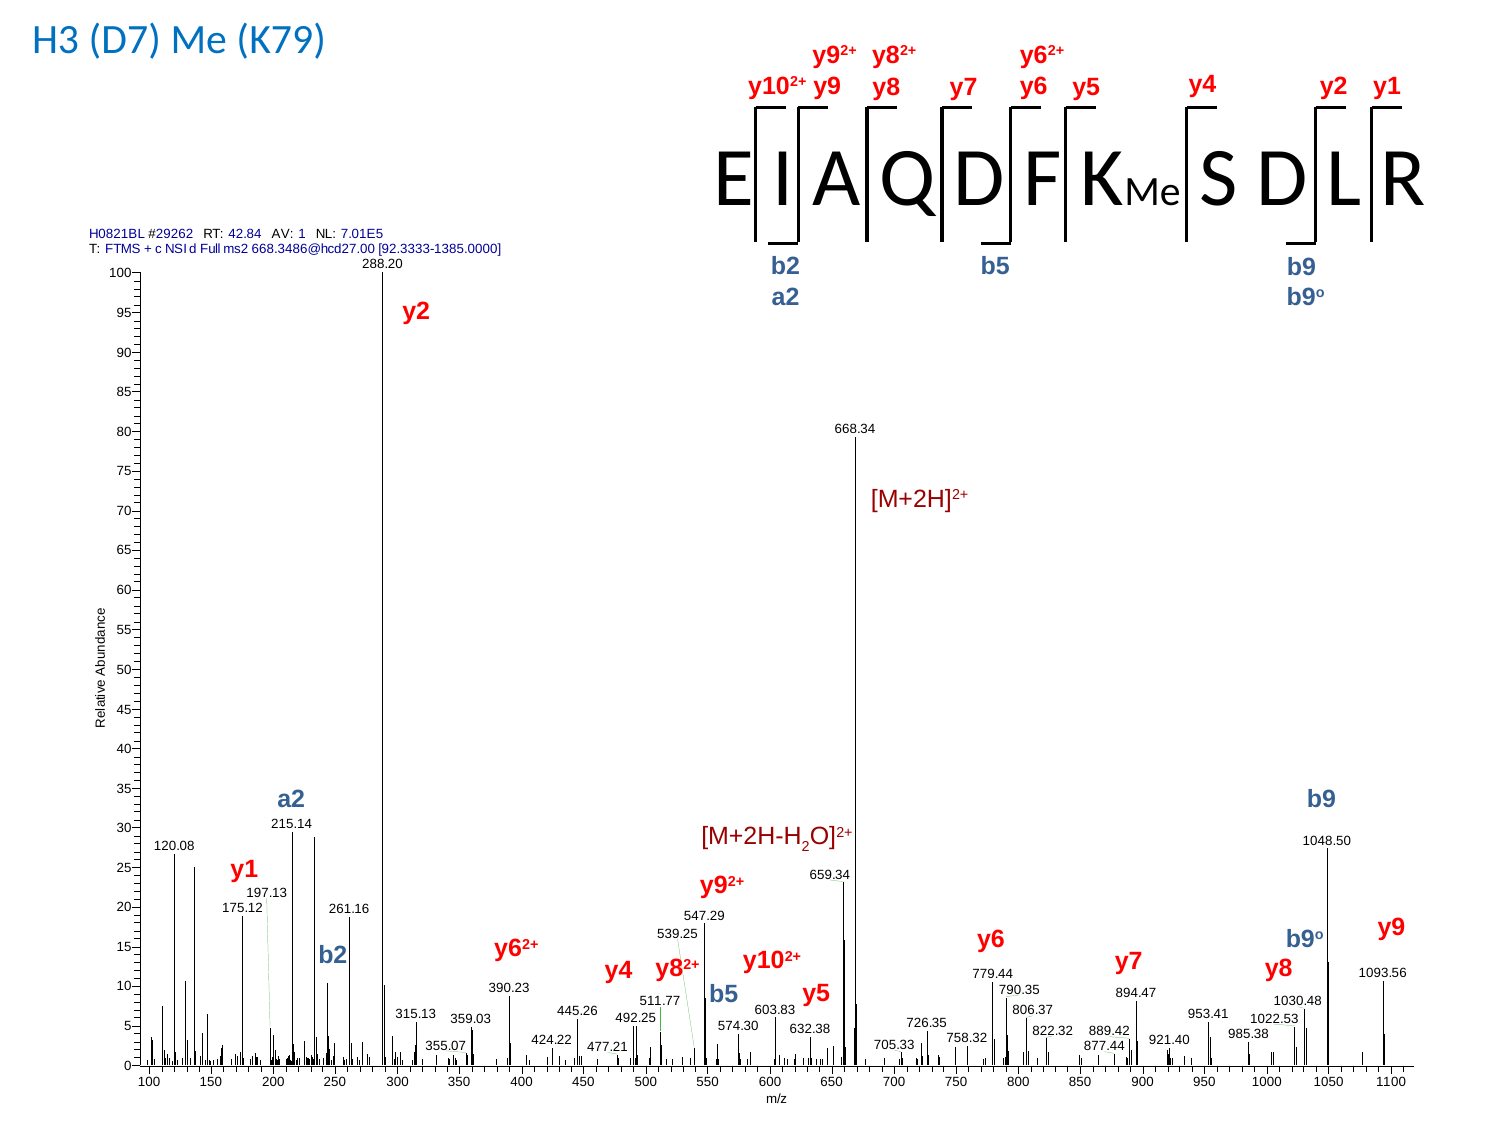

H3 (D7) Me (K79)
y92+
y82+
y62+
y4
y102+
y9
y1
y2
y6
y7
y5
y8
E I A Q D F KMe S D L R
b2
b5
b9
a2
b9o
y2
[M+2H]2+
b9
a2
[M+2H-H2O]2+
y1
y92+
y9
b9o
y6
y62+
b2
y102+
y7
y82+
y8
y4
y5
b5

## Slide 17
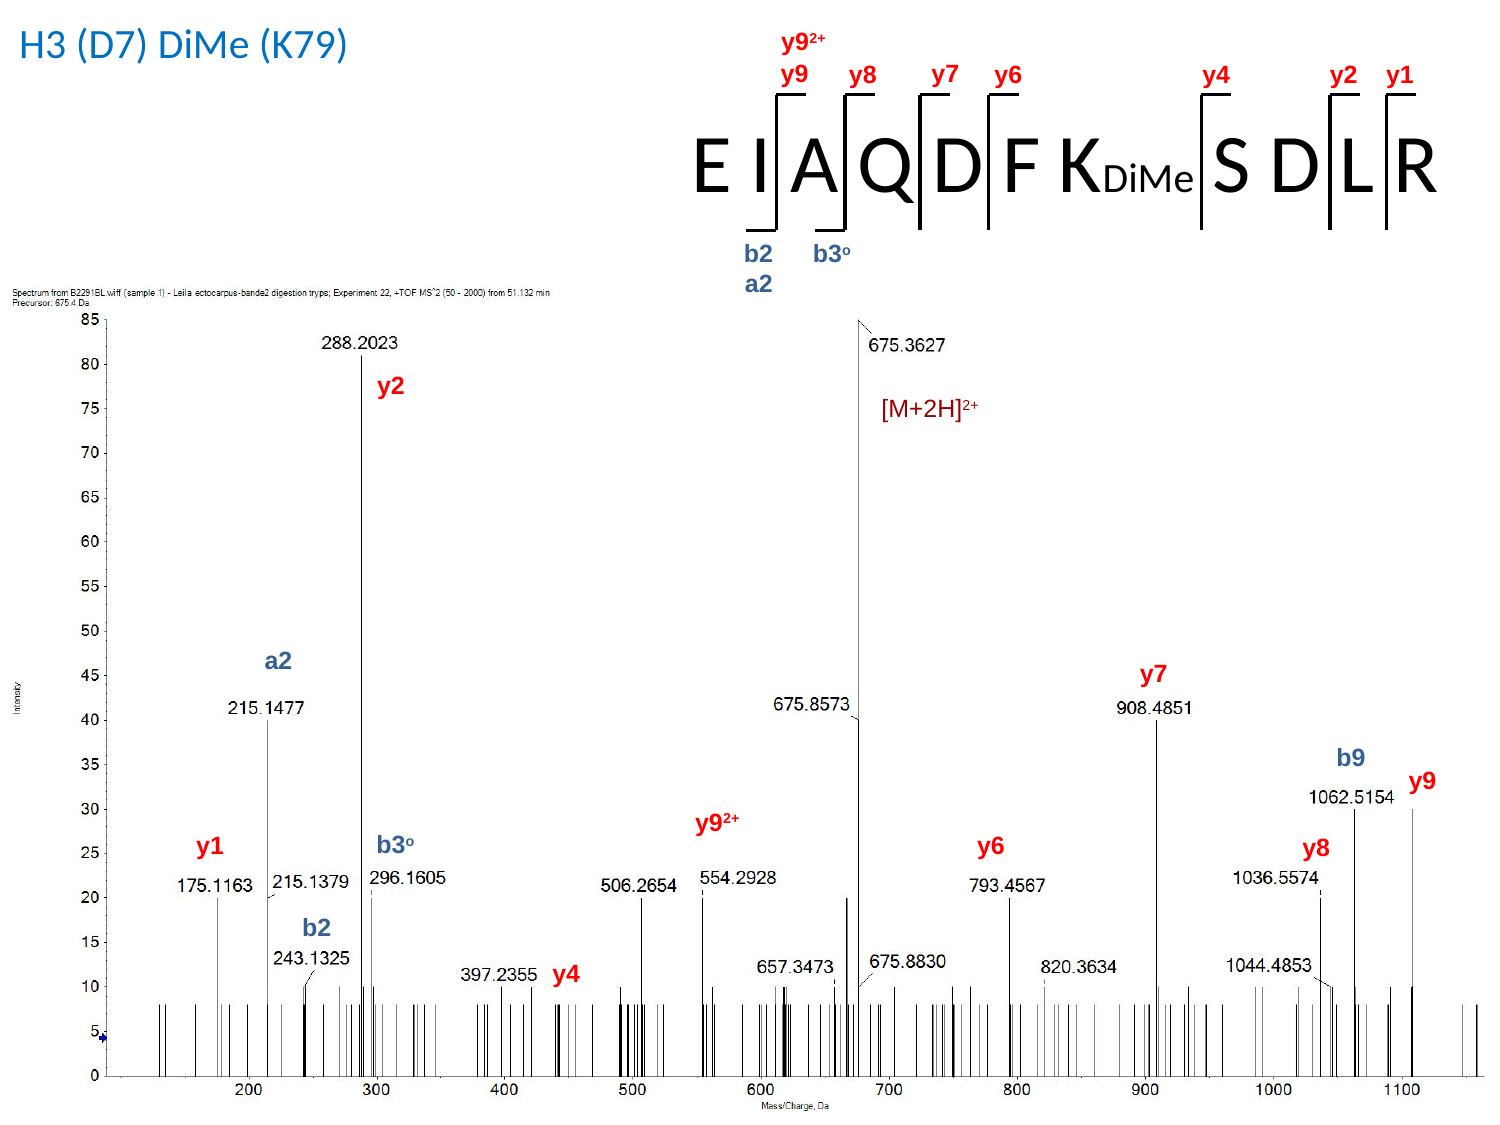

H3 (D7) DiMe (K79)
y92+
y9
y7
y6
y1
y2
y4
y8
E I A Q D F KDiMe S D L R
b2
b3o
a2
y2
[M+2H]2+
a2
y7
b9
y9
y92+
b3o
y6
y1
y8
b2
y4

## Slide 18
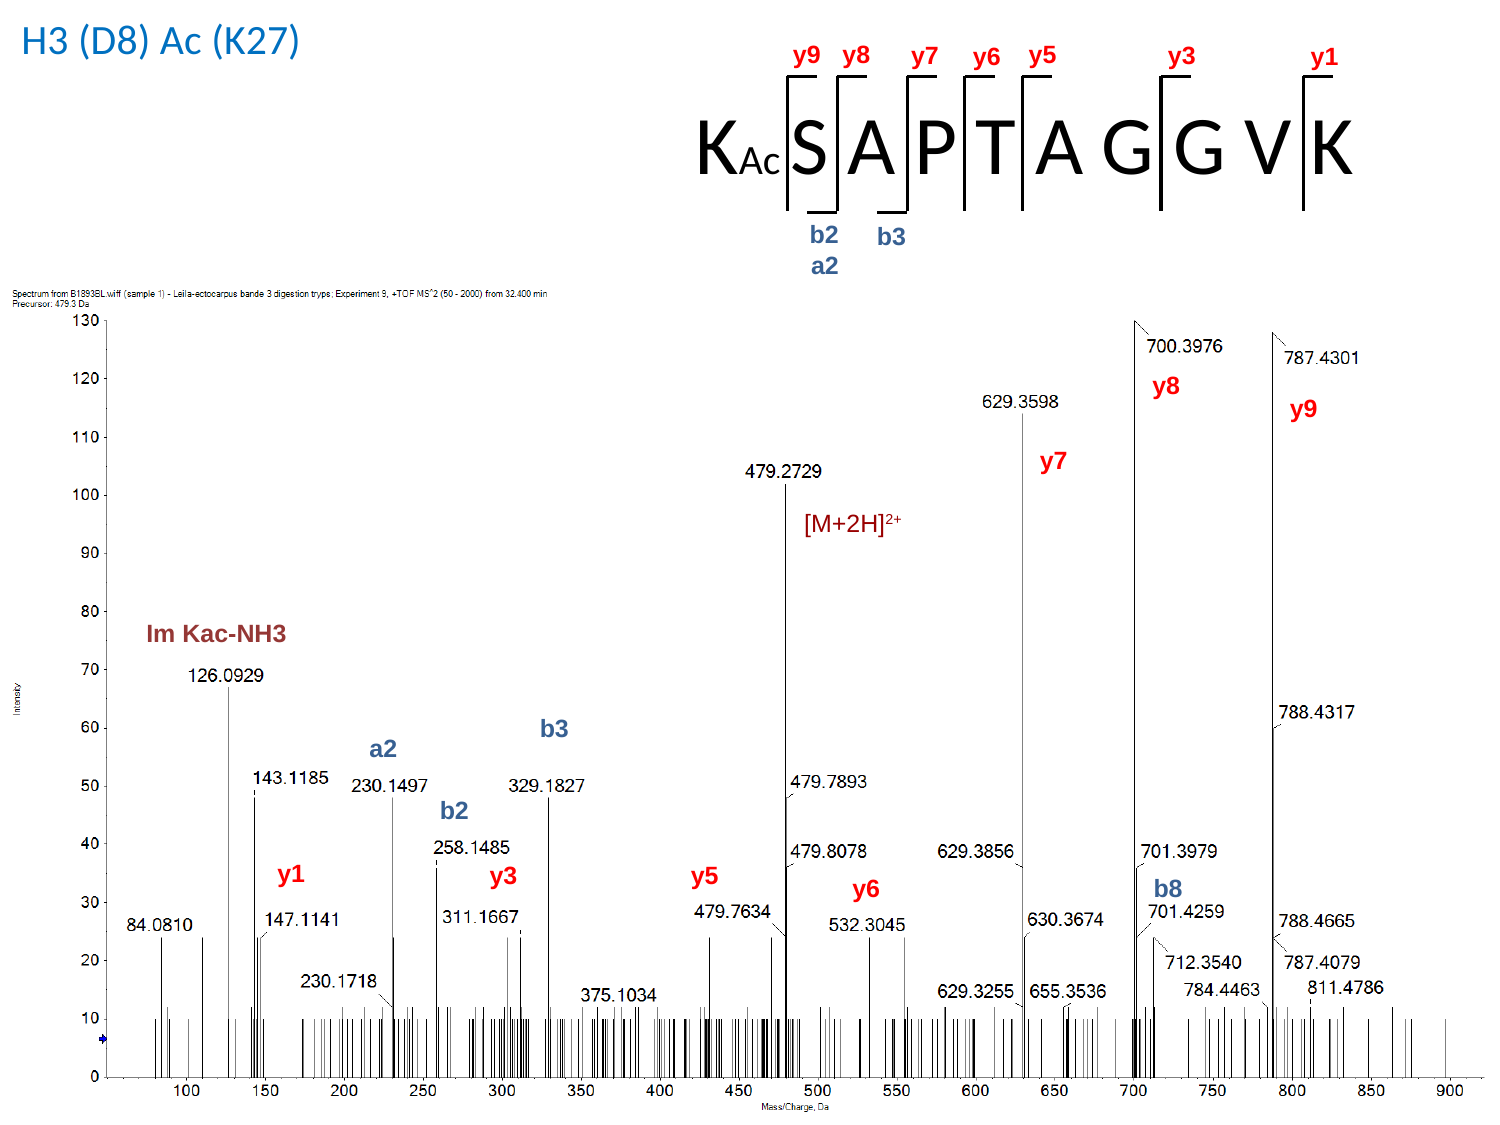

H3 (D8) Ac (K27)
y8
y5
y9
y7
y3
y6
y1
KAc S A P T A G G V K
b2
b3
a2
y8
y9
y7
[M+2H]2+
Im Kac-NH3
b3
a2
b2
y1
y5
y3
b8
y6

## Slide 19
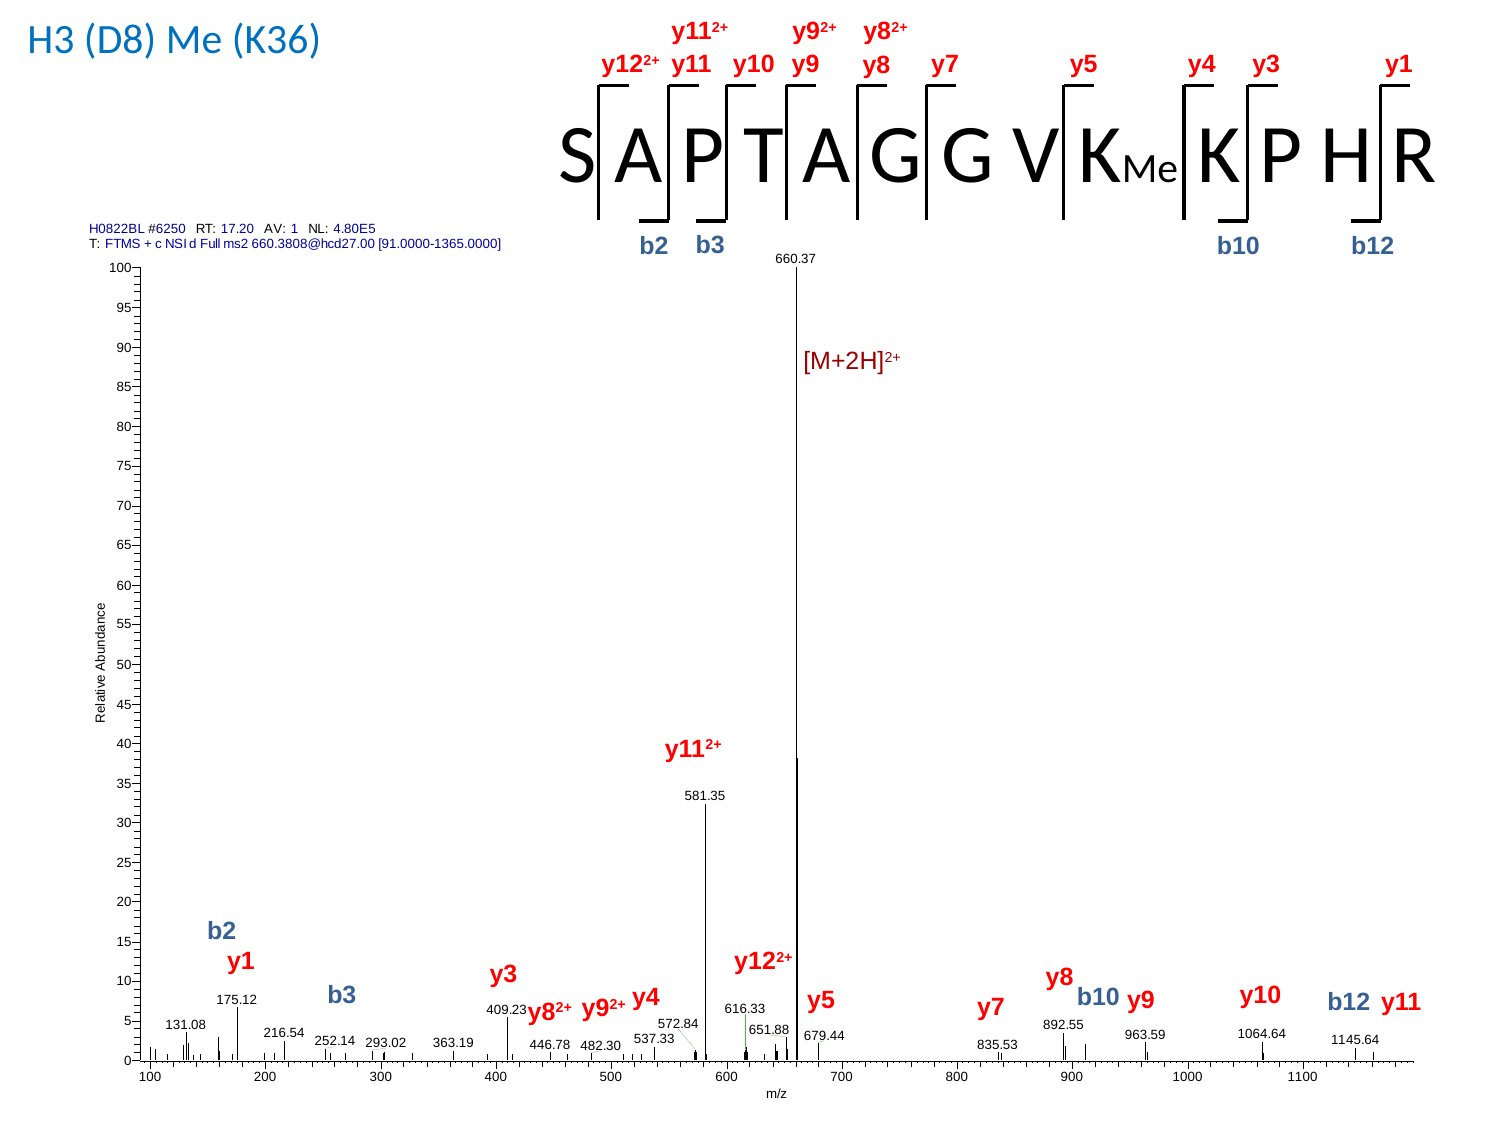

H3 (D8) Me (K36)
y112+
y92+
y82+
y11
y10
y7
y3
y1
y5
y4
y122+
y9
y8
S A P T A G G V KMe K P H R
b3
b10
b2
b12
[M+2H]2+
y112+
b2
y1
y122+
y3
y8
b3
y10
y4
b10
y5
y9
b12
y11
y7
y92+
y82+

## Slide 20
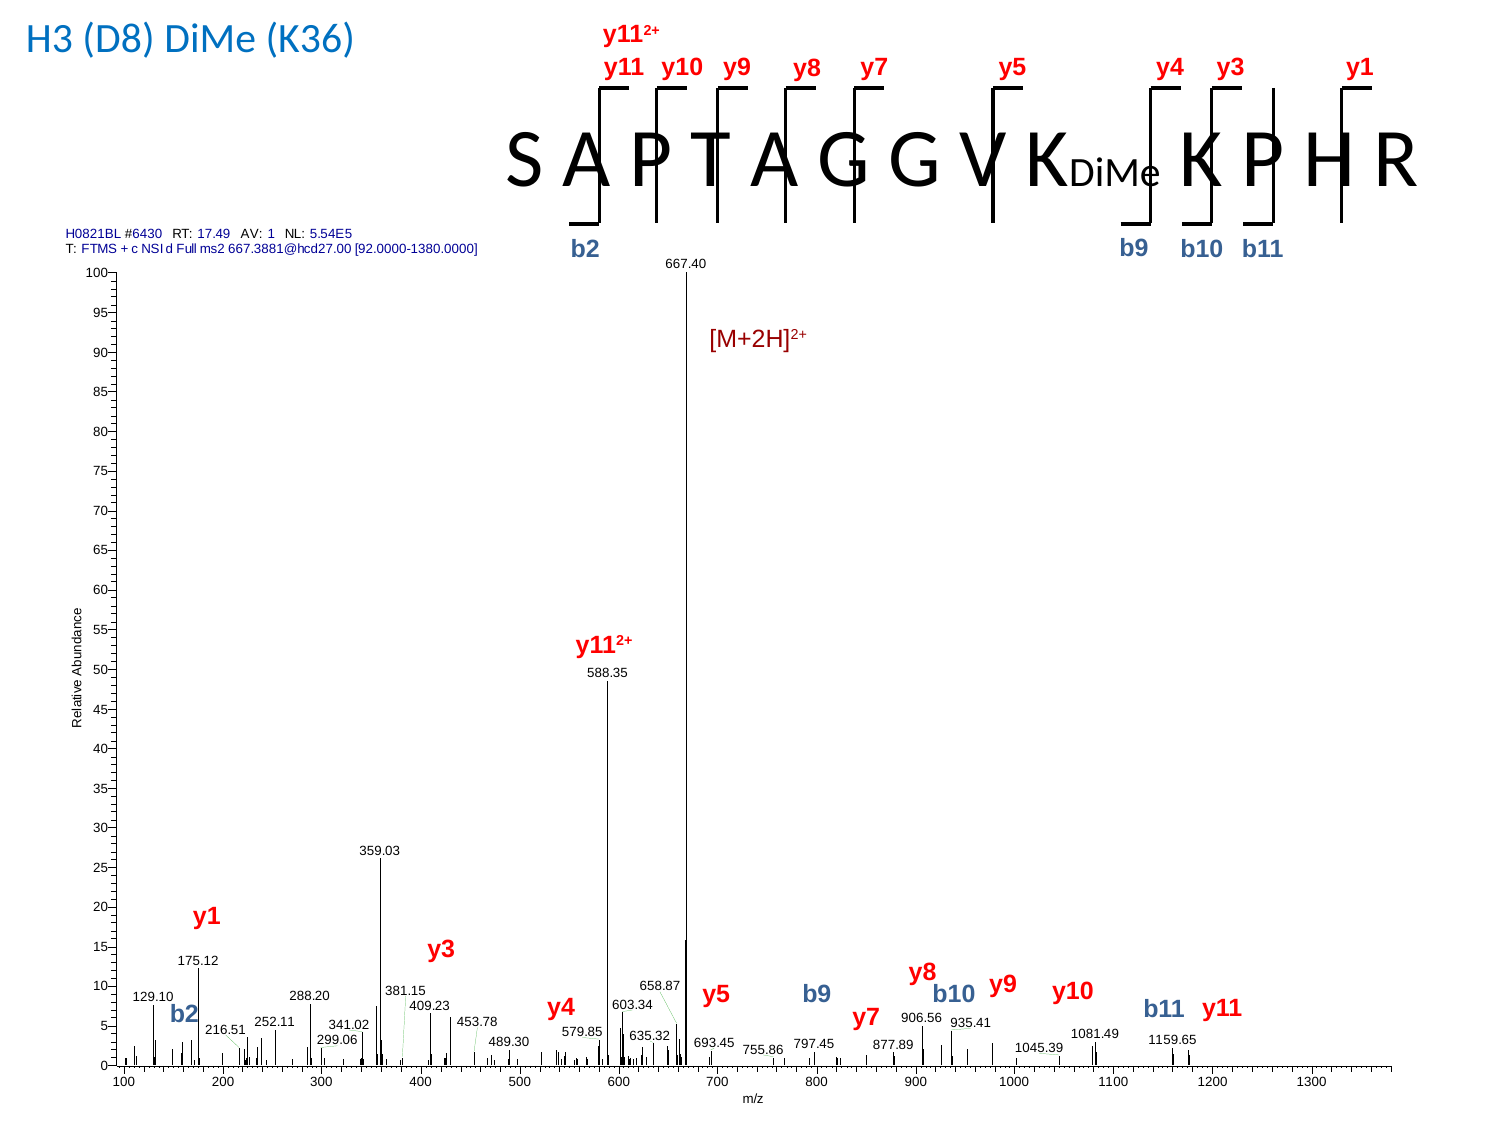

H3 (D8) DiMe (K36)
y112+
y11
y4
y3
y10
y7
y5
y9
y1
y8
S A P T A G G V KDiMe K P H R
b9
b2
b10
b11
[M+2H]2+
y112+
y1
y3
y8
y9
y10
b9
y5
b10
y4
y11
b11
b2
y7

## Slide 21
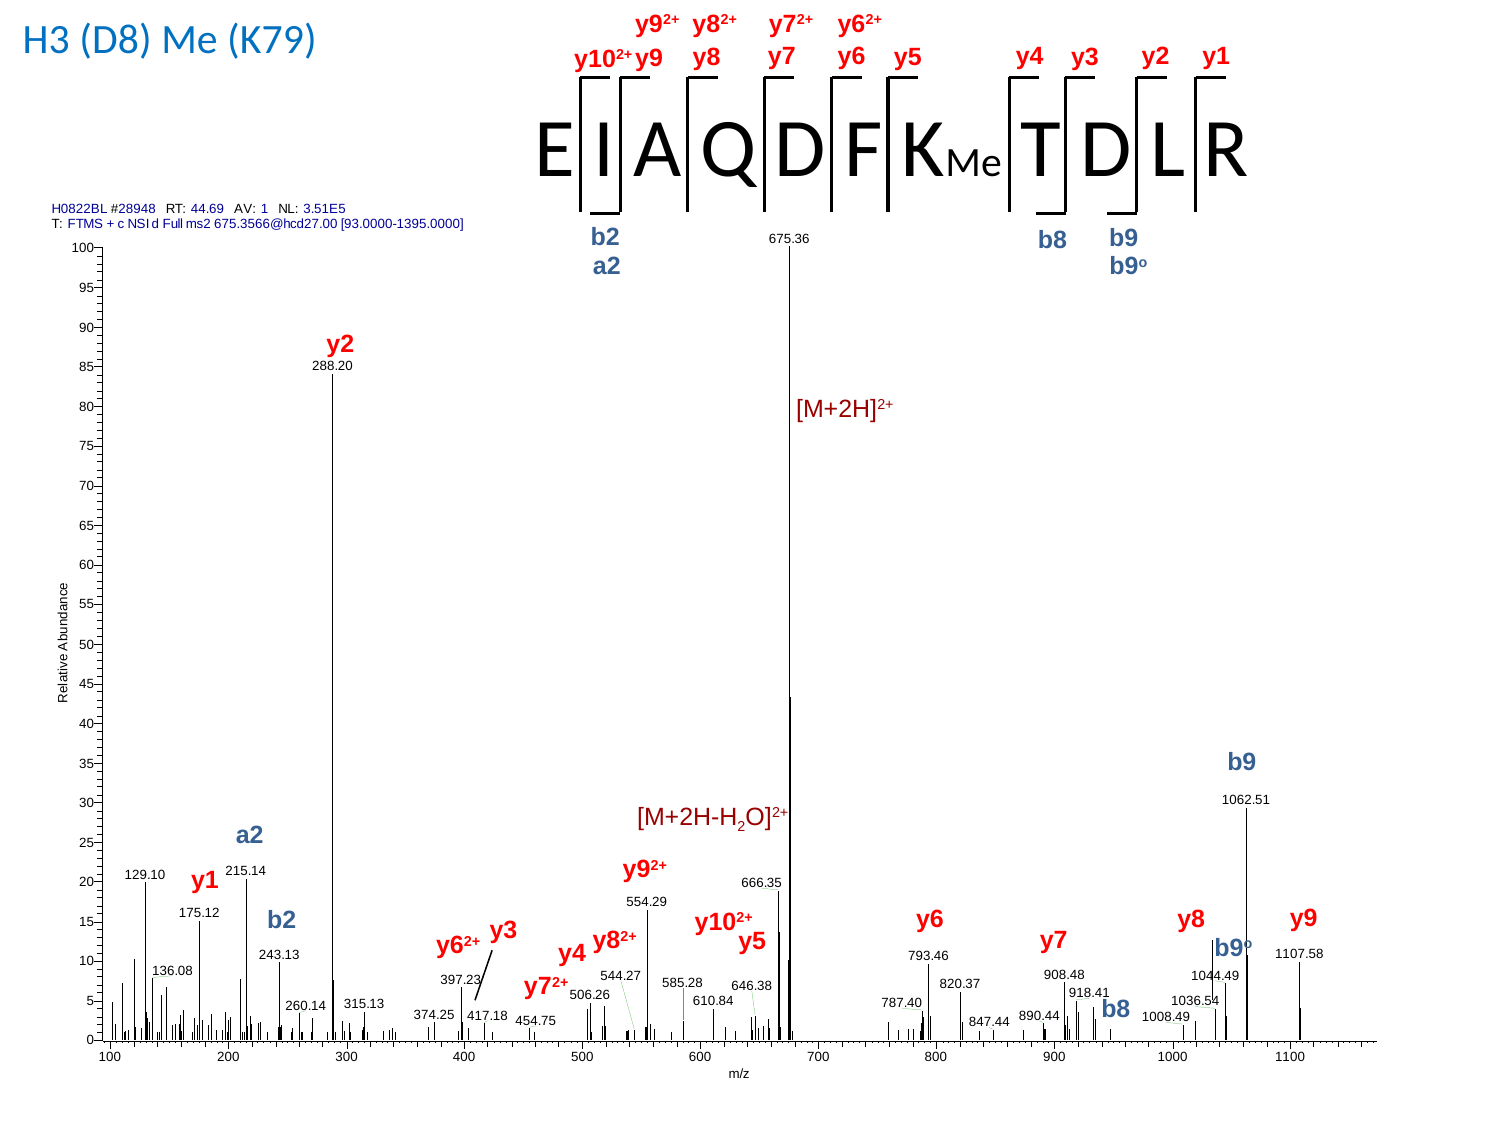

y92+
y82+
y72+
y62+
y7
y6
y4
y1
y2
y8
y5
y3
y9
y102+
E I A Q D F KMe T D L R
b2
b9
b8
a2
b9o
H3 (D8) Me (K79)
y2
[M+2H]2+
b9
[M+2H-H2O]2+
a2
y92+
y1
y9
y8
y6
b2
y102+
y3
y82+
y7
y5
y62+
b9o
y4
y72+
b8

## Slide 22
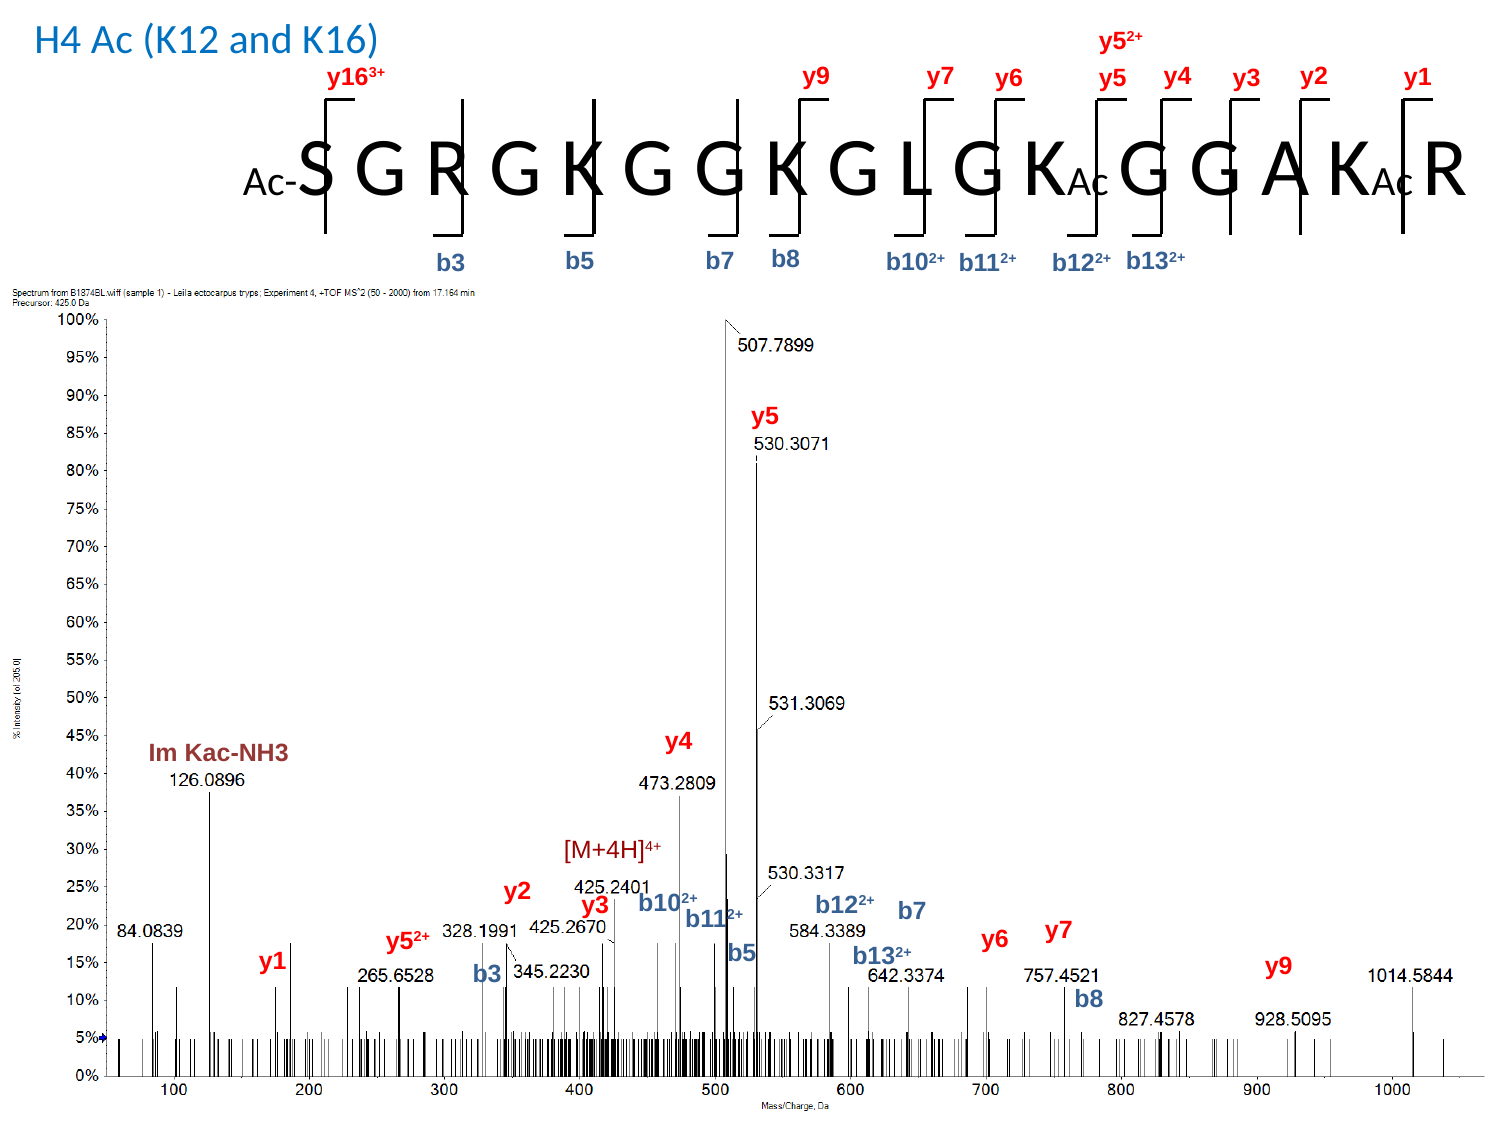

H4 Ac (K12 and K16)
y52+
y4
y2
y7
y9
y163+
y1
y6
y5
y3
Ac-S G R G K G G K G L G KAc G G A KAc R
b8
b7
b5
b132+
b102+
b3
b112+
b122+
y5
y4
[M+4H]4+
y2
b102+
y3
b122+
b7
b112+
y7
y6
y52+
b5
b132+
y1
y9
b3
b8
Im Kac-NH3

## Slide 23
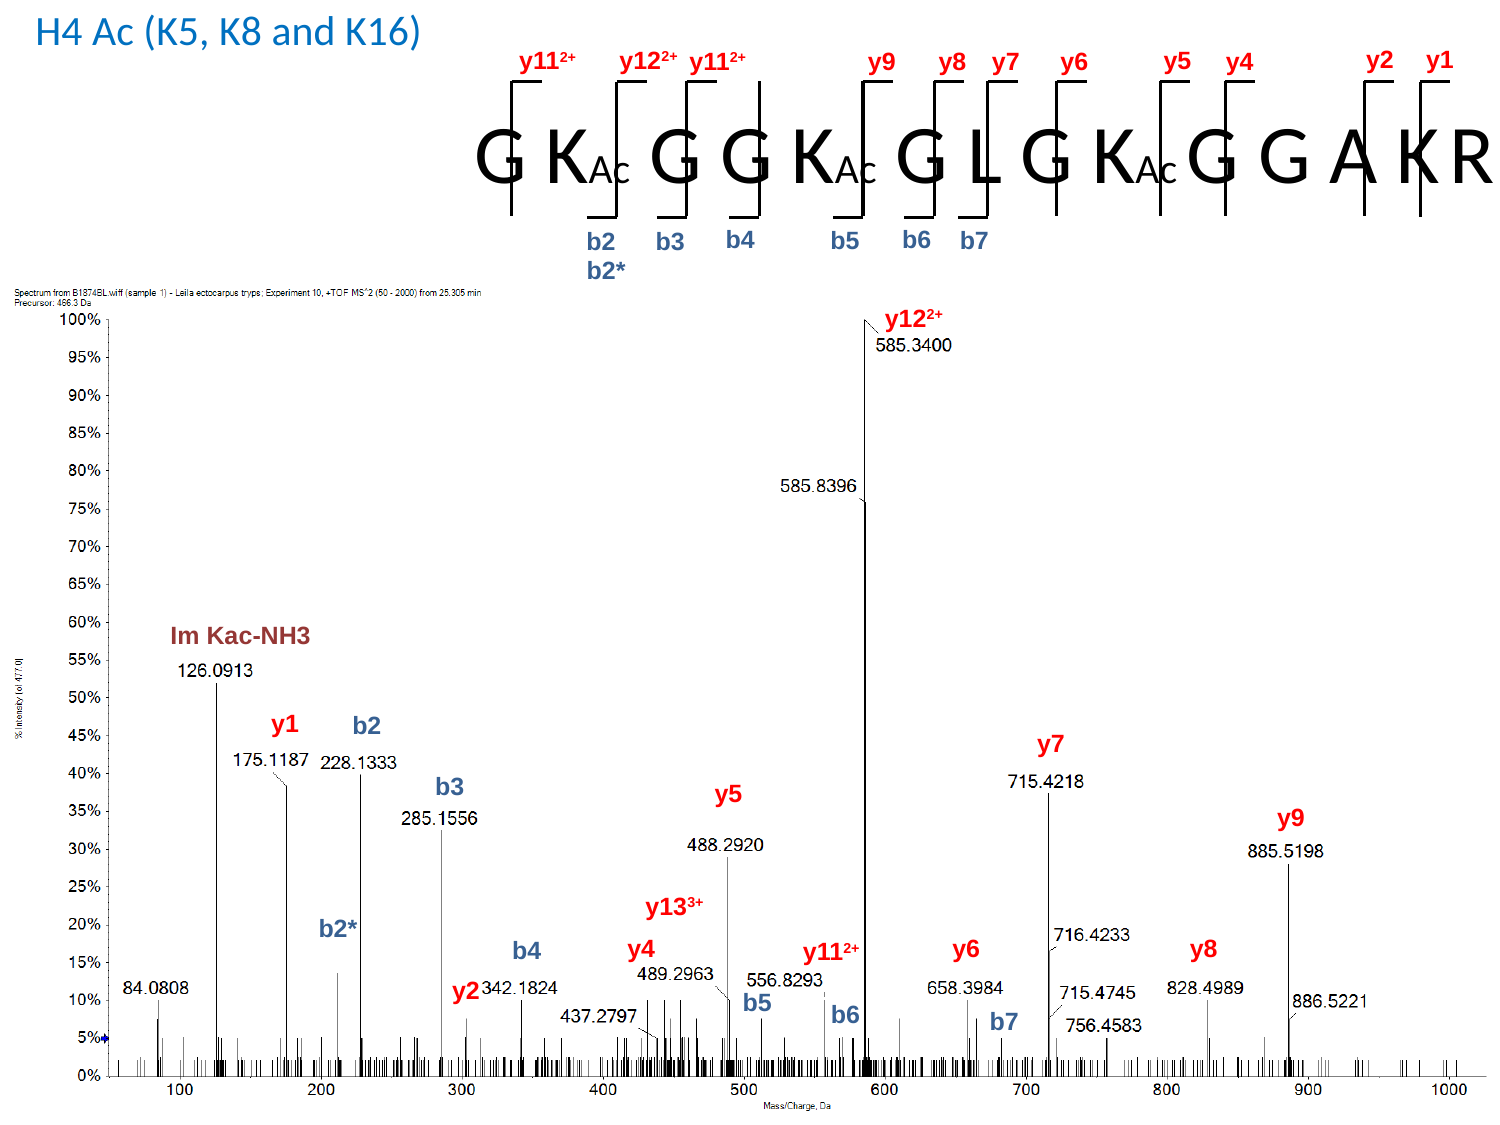

H4 Ac (K5, K8 and K16)
y2
y1
y122+
y112+
y5
y112+
y4
y9
y8
y7
y6
G KAc G G KAc G L G KAc G G A K R
b6
b4
b7
b5
b2
b3
b2*
y122+
Im Kac-NH3
y1
b2
y7
b3
y5
y9
y133+
b2*
y6
y4
y8
b4
y112+
y2
b5
b6
b7

## Slide 24
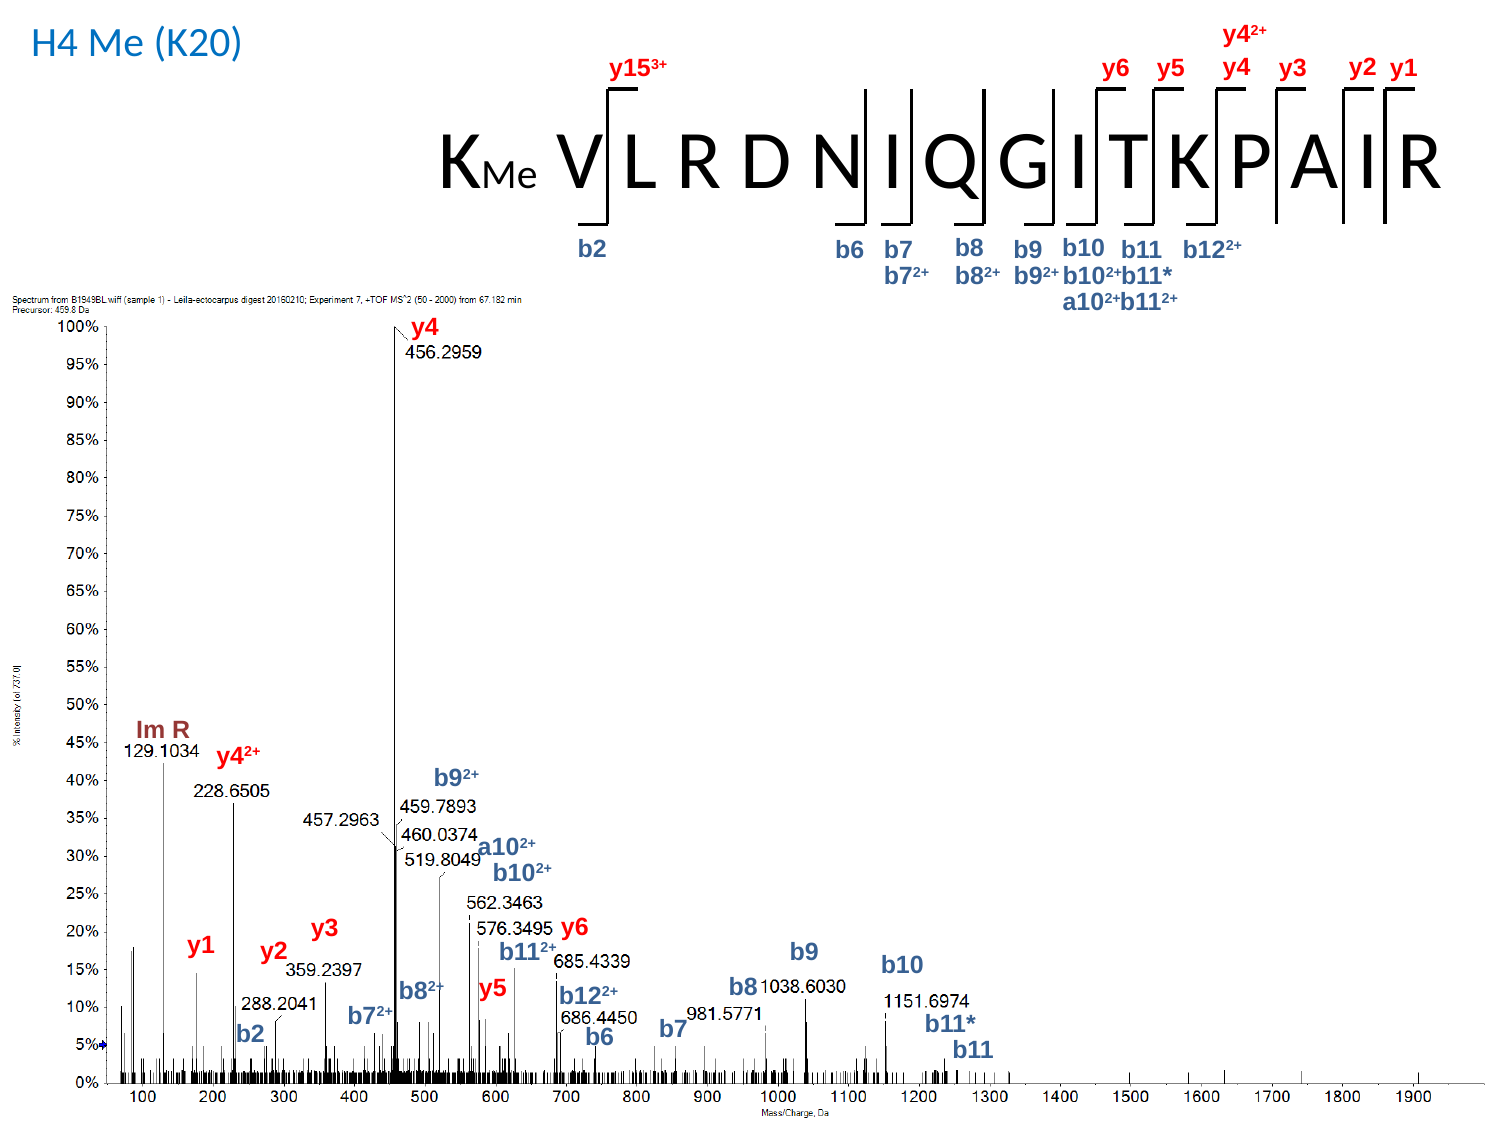

H4 Me (K20)
y42+
y4
y2
y1
y5
y153+
y6
y3
KMe V L R D N I Q G I T K P A I R
b10
b8
b2
b122+
b11
b9
b7
b6
b72+
b82+
b92+
b102+
b11*
a102+
b112+
y4
y42+
b92+
a102+
b102+
y6
y3
y1
y2
b112+
b9
b10
b8
y5
b82+
b122+
b72+
b11*
b7
b2
b6
b11
Im R

## Slide 25
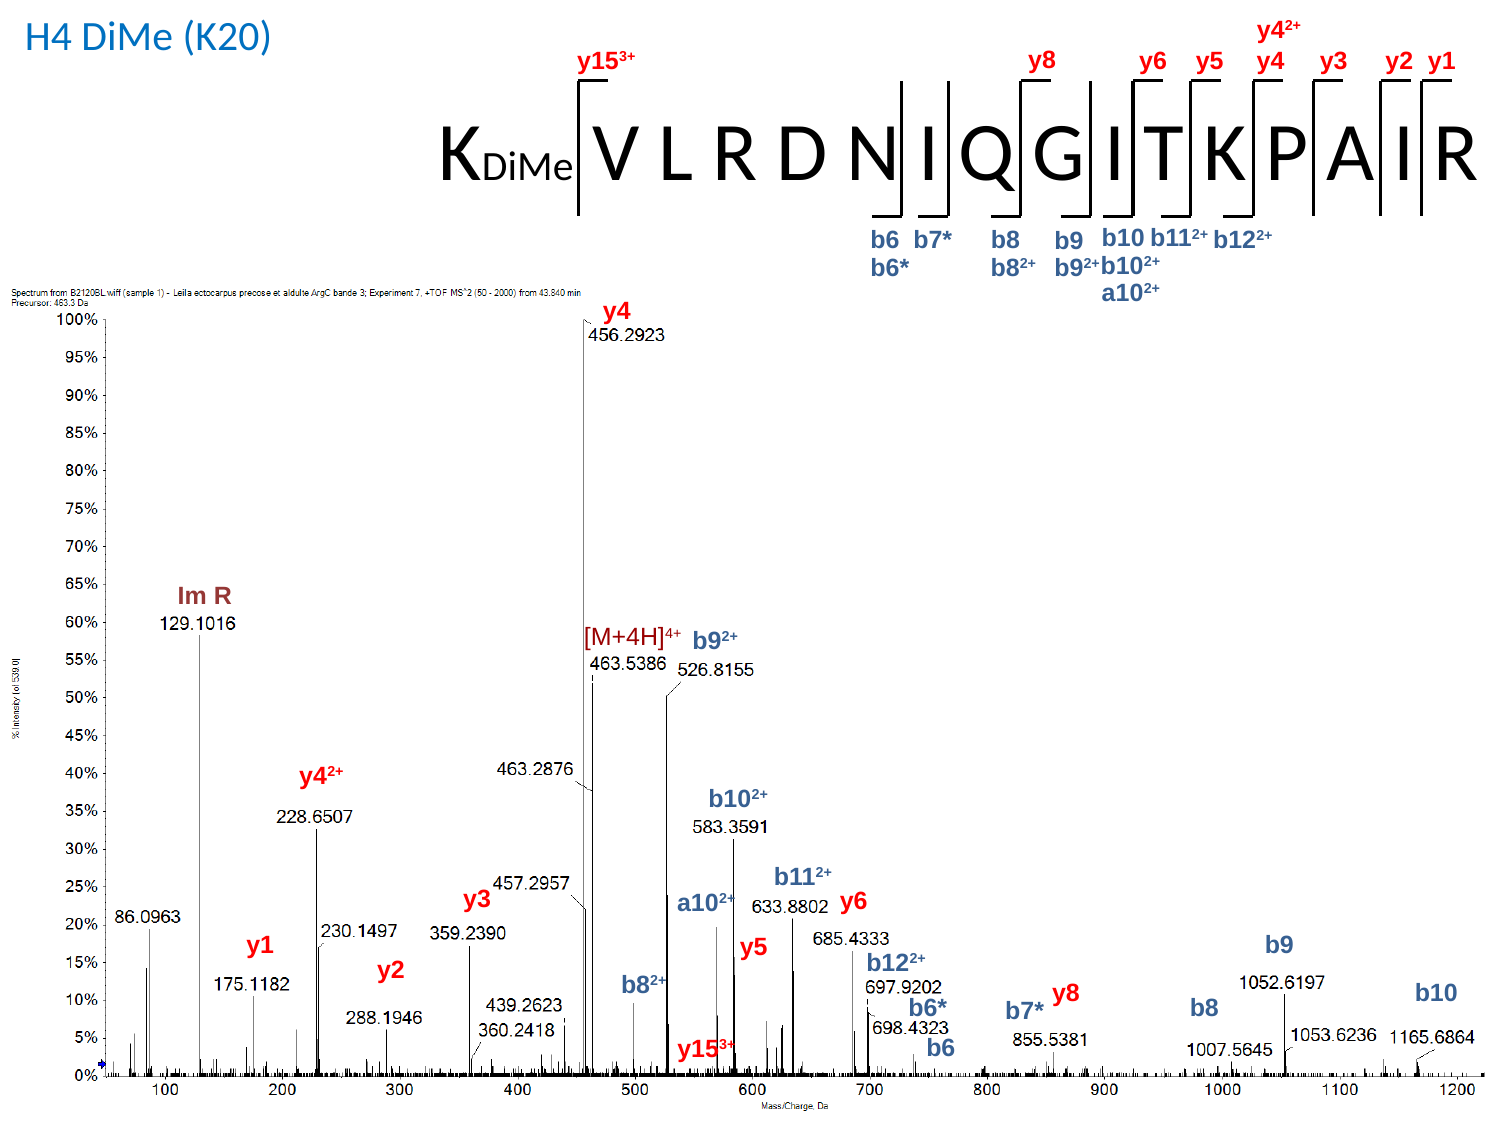

H4 DiMe (K20)
y42+
y8
y153+
y2
y1
y6
y3
y5
y4
KDiMe V L R D N I Q G I T K P A I R
b10
b112+
b7*
b8
b122+
b6
b9
b102+
b6*
b82+
b92+
a102+
[M+4H]4+
b92+
y42+
b102+
b112+
y3
y6
a102+
b9
y1
y5
b122+
y2
b82+
y8
b10
b8
b6*
b7*
b6
y153+
y4
Im R

## Slide 26
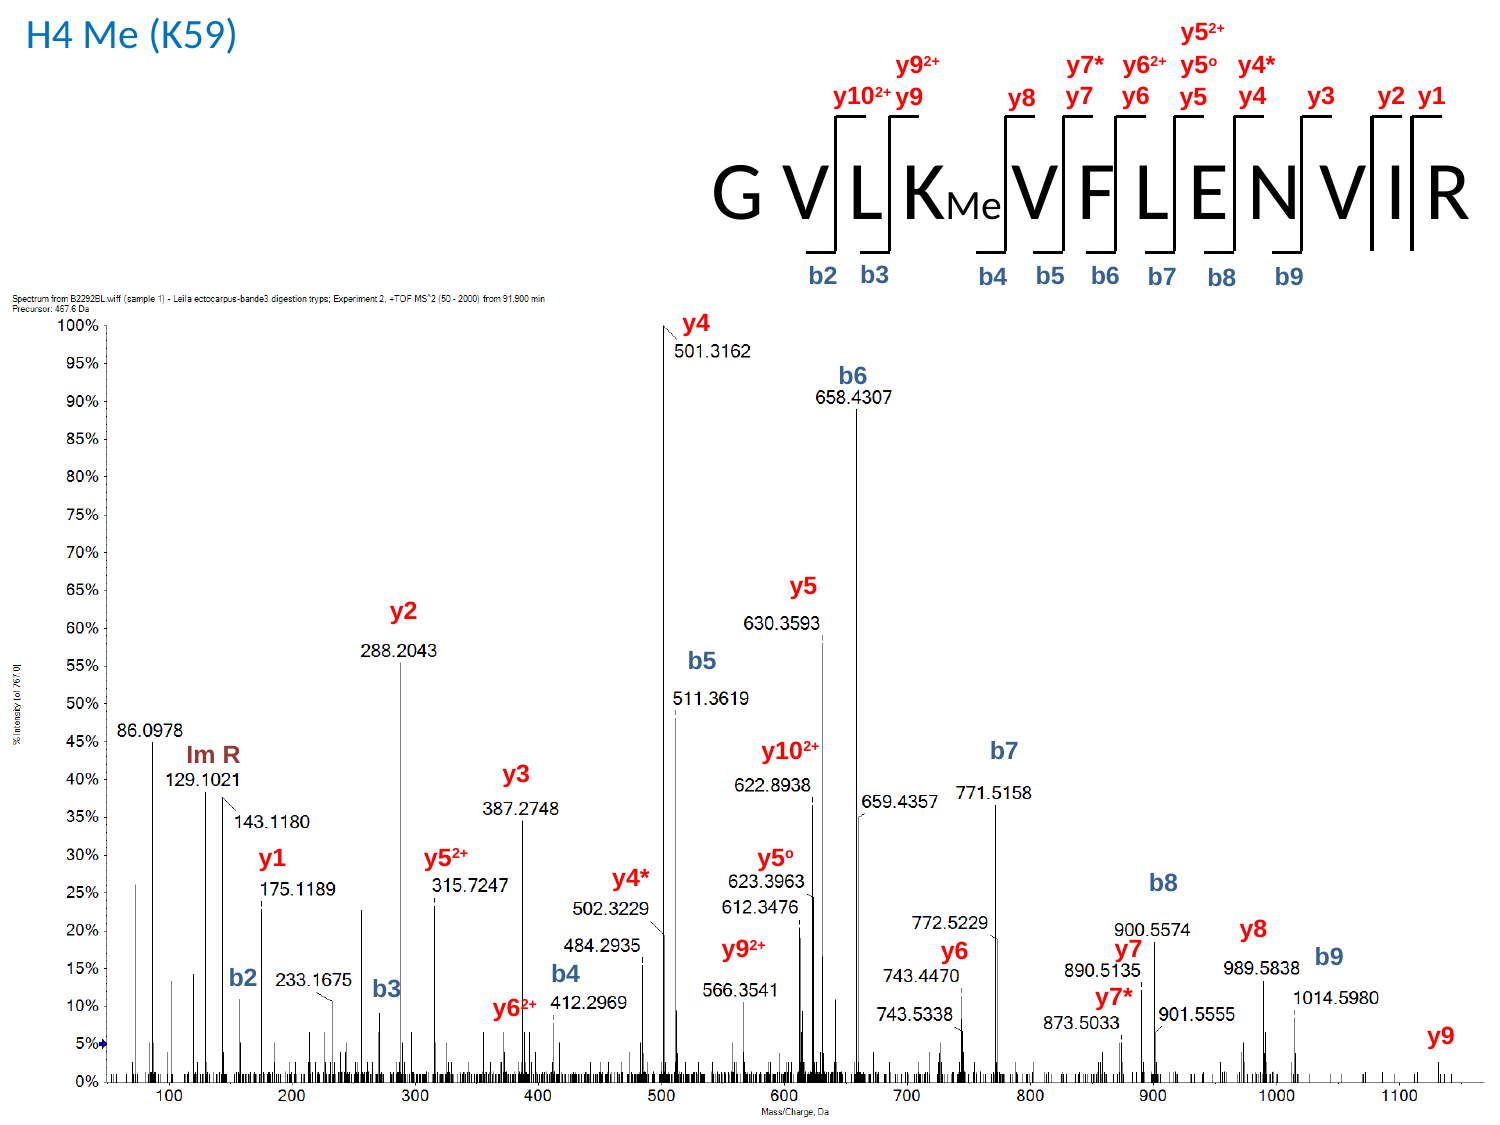

H4 Me (K59)
y52+
y92+
y7*
y62+
y5o
y4*
y1
y102+
y6
y3
y4
y2
y7
y9
y5
y8
G V L KMe V F L E N V I R
b3
b2
b6
b5
b4
b9
b7
b8
y4
b6
y5
y2
b5
y102+
b7
y3
y5o
y1
y52+
y4*
b8
y8
y7
y92+
y6
b9
b4
b2
b3
y7*
y62+
y9
Im R

## Slide 27
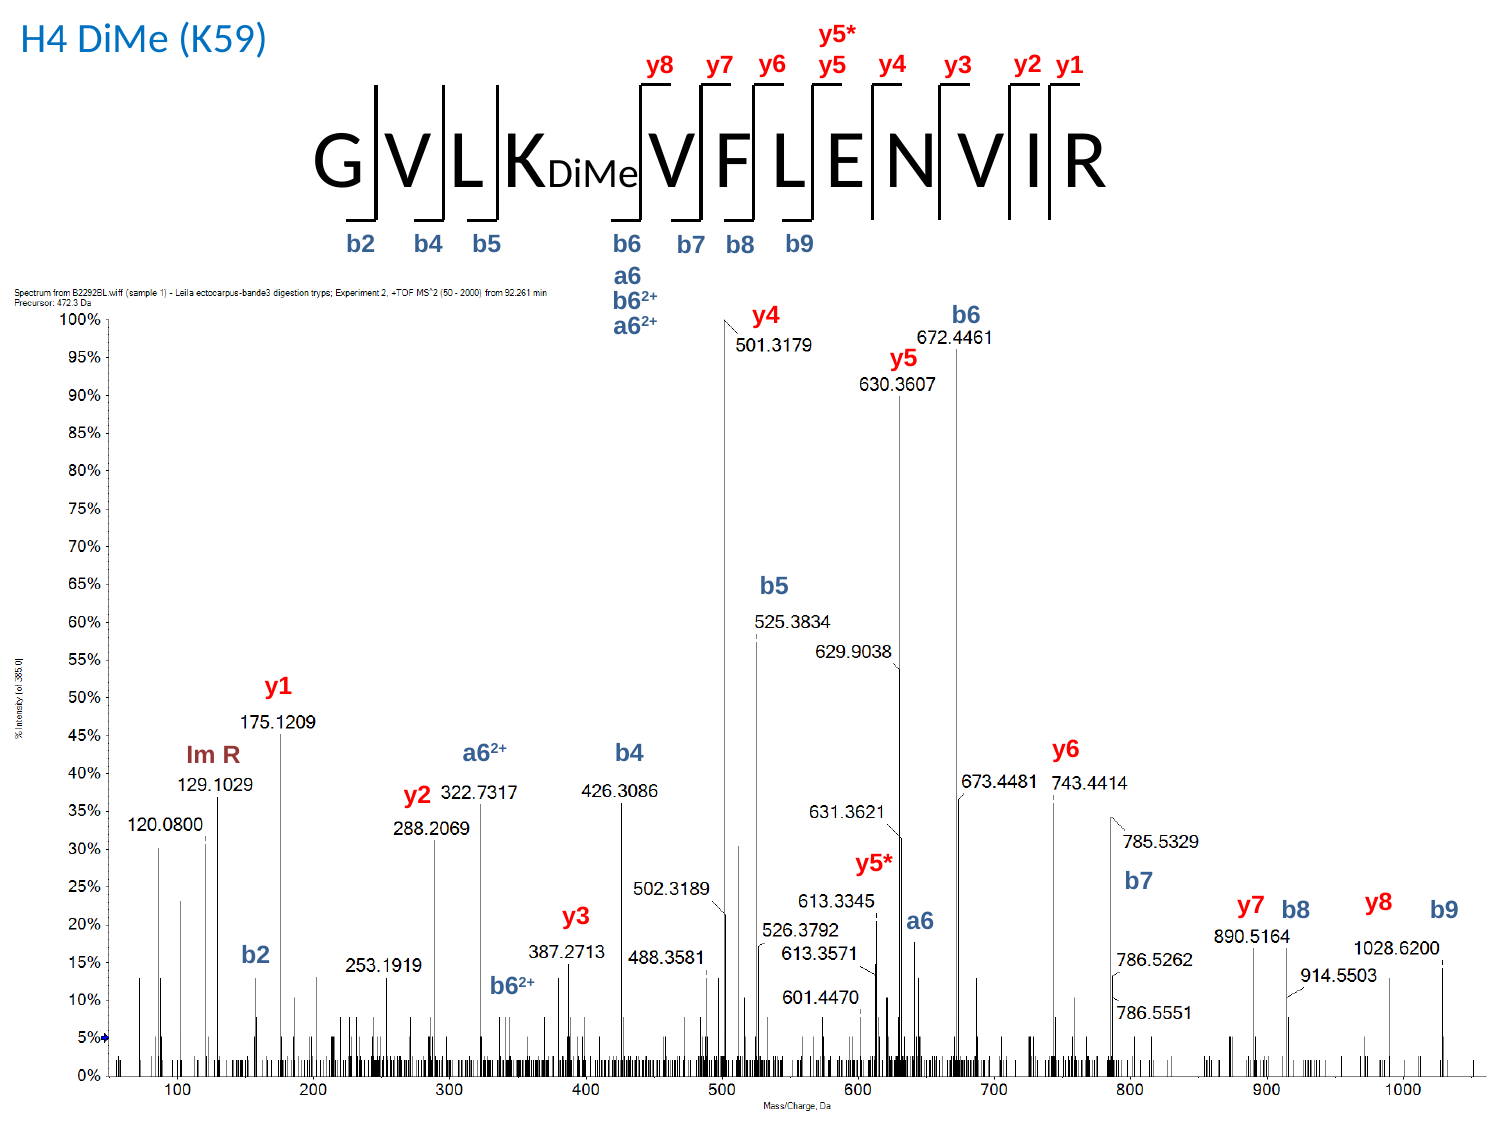

H4 DiMe (K59)
y5*
y4
y2
y6
y8
y5
y1
y7
y3
G V L KDiMe V F L E N V I R
b2
b9
b4
b5
b6
b7
b8
a6
b62+
a62+
b6
y5
b5
y1
y6
a62+
b4
y2
y5*
b7
y8
y7
b9
b8
y3
a6
b2
b62+
y4
Im R

## Slide 28
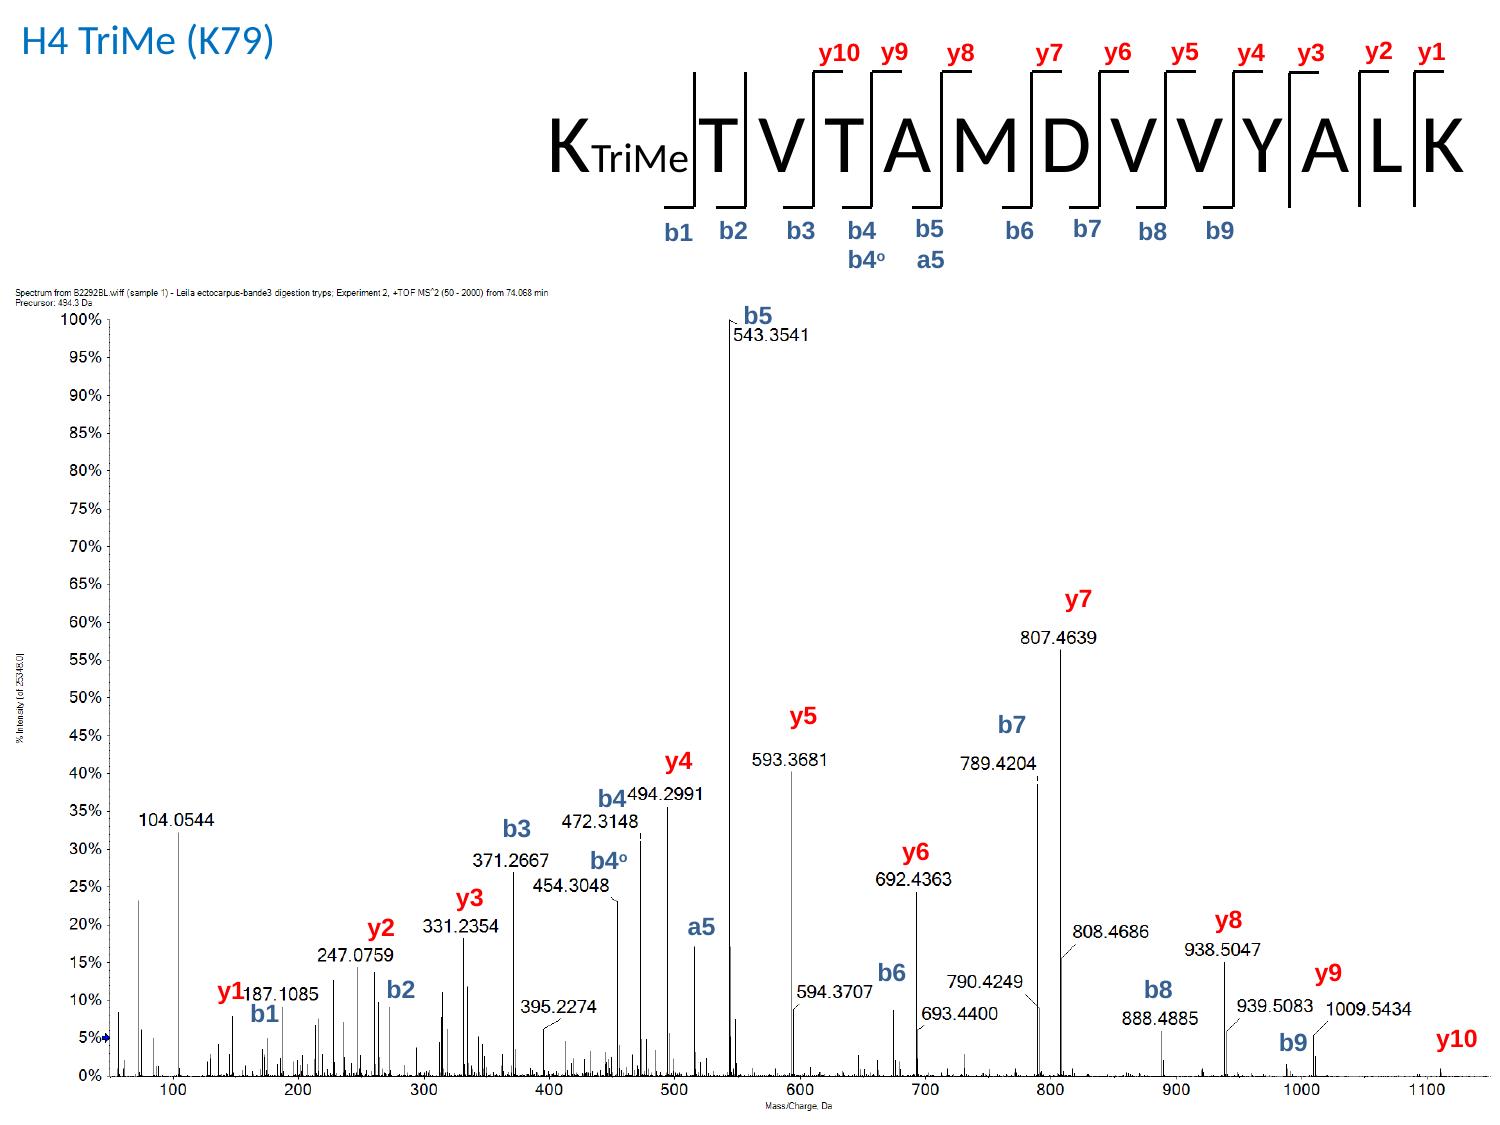

H4 TriMe (K79)
y2
y6
y5
y9
y1
y10
y4
y8
y7
y3
KTriMe T V T A M D V V Y A L K
b5
b7
b2
b6
b9
b3
b4
b8
b1
b4o
a5
b5
y7
y5
b7
y4
b4
b3
y6
b4o
y3
y8
a5
y2
b6
y9
b8
b2
y1
b1
y10
b9

## Slide 29
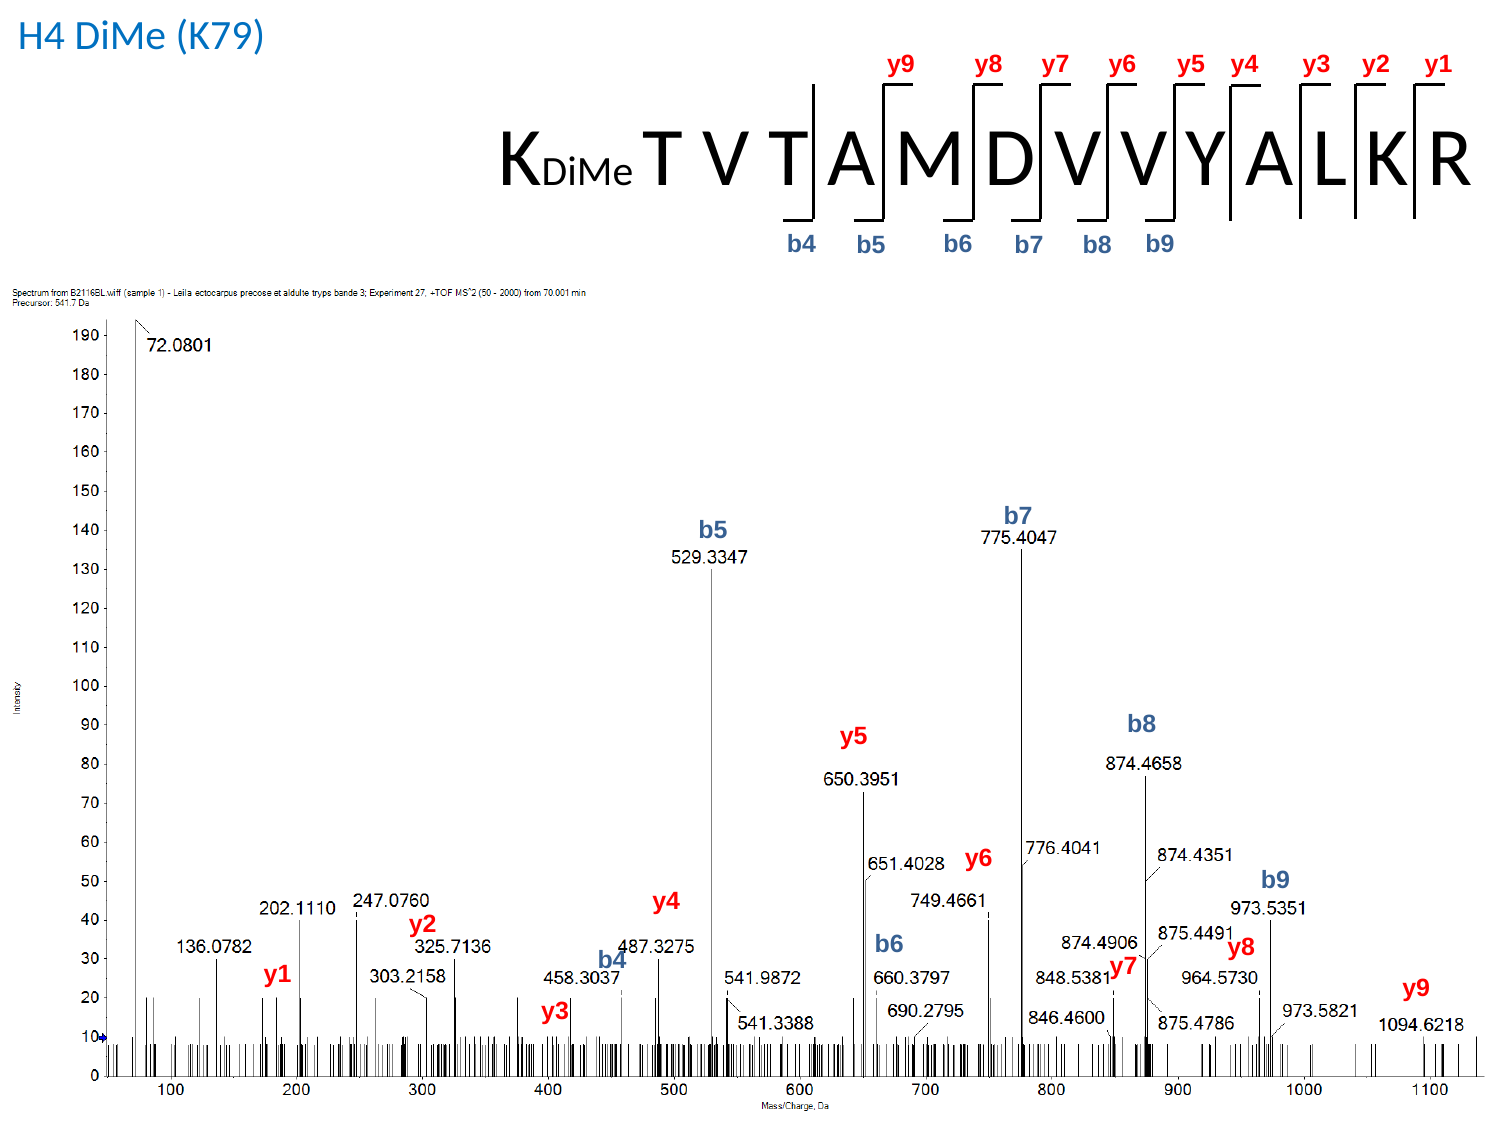

H4 DiMe (K79)
y9
y8
y7
y6
y5
y4
y3
y2
y1
KDiMe T V T A M D V V Y A L K R
b9
b6
b4
b7
b5
b8
b5
b8
y5
y6
b9
y4
y2
b6
y8
b4
y7
y1
y9
y3
b7

## Slide 30
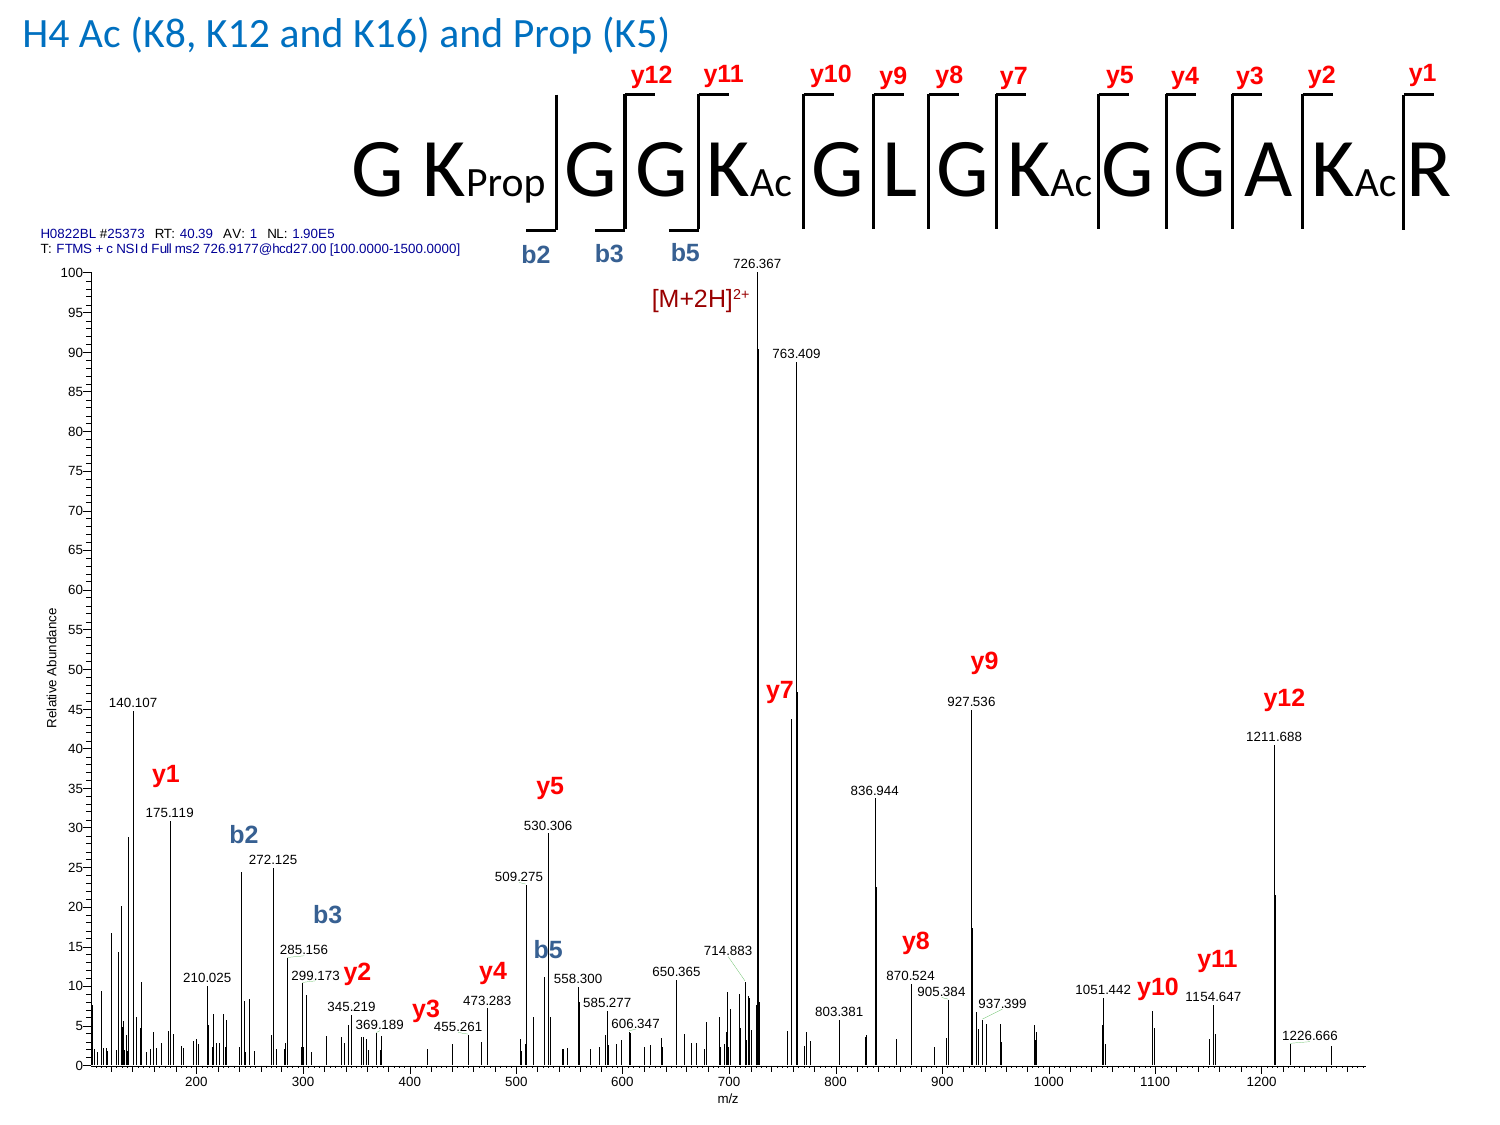

H4 Ac (K8, K12 and K16) and Prop (K5)
y1
y11
y10
y2
y12
y8
y5
y3
y9
y7
y4
G KProp G G KAc G L G KAc G G A KAc R
b5
b3
b2
[M+2H]2+
y9
y7
y12
y1
y5
b2
b3
y8
b5
y11
y4
y2
y10
y3

# Supplementary material for: Histone modifications during the life cycle of the brown alga Ectocarpus
**Source:** Genome Biol. 2021 Jan 4;22:12. doi: 10.1186/s13059-020-02216-8
**Supplement:** Supplementary file 4 — Additional file 4: Figure S3. Immunoblots of histone PTMs. Figure S4. Genomic distribution of the histone PTMs H3K79me2 and H4K20me3. Figure S5. Boundaries of H3K79me2 regions are preferentially located near TSSs and TESs. Figure S6. Comparison of genes marked with H3K79me2 alone, H4K20me3 alone or both H3K79me2 and H4K20me3. Figure S7. H3K79me2, H4K20me3, H3K36me3, H3K4me2, H3K4me3, H3K9ac, H3K14ac and H3K27ac signals for a region of chromosome 6 spanning an inserted viral genome. Figure S8. Correlations of transcript abundances and histone PTM signals for divergently transcribed pairs of genes. Figure S9. The histone PTM H2AK119ub1 was not detected in Ectocarpus. Figure S10. Pearson correlation scores for comparisons of the genomic distributions of ChIP-seq signal peaks for duplicate assays of the eight histone PTMs during both the sporophyte and gametophyte generations.

## Slide 1
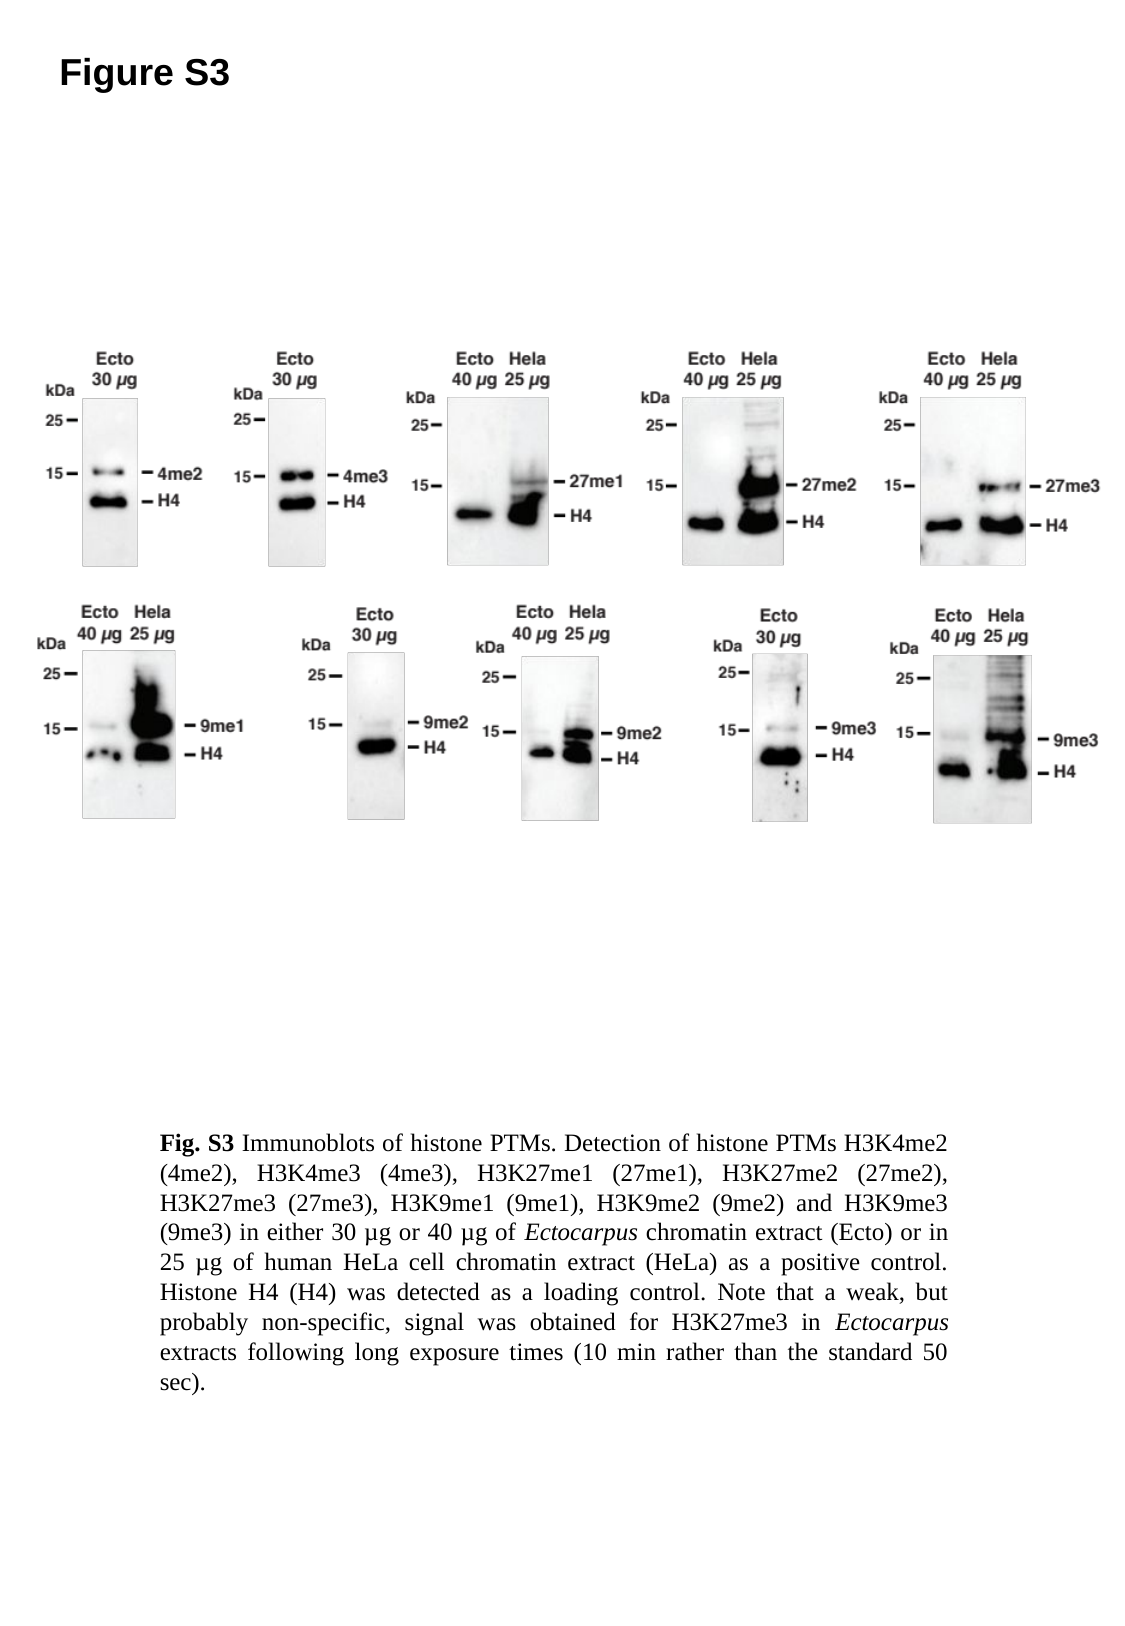

Figure S3
Fig. S3 Immunoblots of histone PTMs. Detection of histone PTMs H3K4me2 (4me2), H3K4me3 (4me3), H3K27me1 (27me1), H3K27me2 (27me2), H3K27me3 (27me3), H3K9me1 (9me1), H3K9me2 (9me2) and H3K9me3 (9me3) in either 30 µg or 40 µg of Ectocarpus chromatin extract (Ecto) or in 25 µg of human HeLa cell chromatin extract (HeLa) as a positive control. Histone H4 (H4) was detected as a loading control. Note that a weak, but probably non-specific, signal was obtained for H3K27me3 in Ectocarpus extracts following long exposure times (10 min rather than the standard 50 sec).

## Slide 2
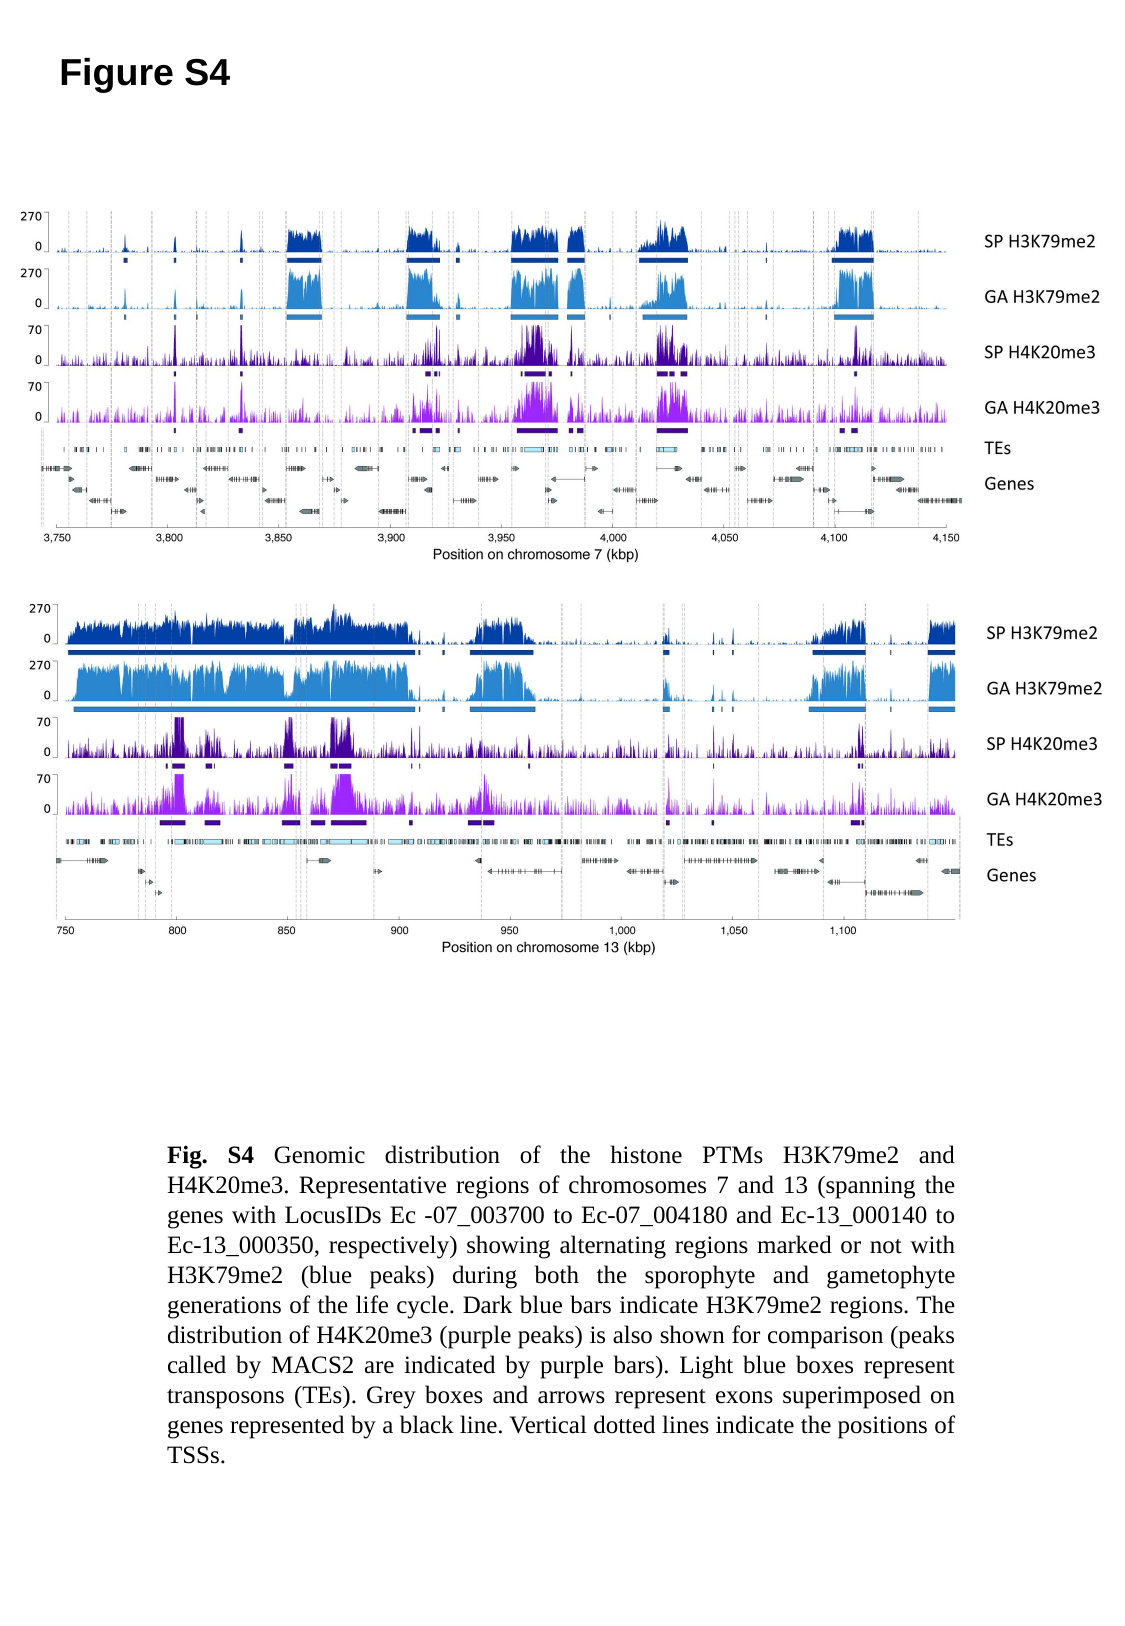

Figure S4
Fig. S4 Genomic distribution of the histone PTMs H3K79me2 and H4K20me3. Representative regions of chromosomes 7 and 13 (spanning the genes with LocusIDs Ec -07_003700 to Ec-07_004180 and Ec-13_000140 to Ec-13_000350, respectively) showing alternating regions marked or not with H3K79me2 (blue peaks) during both the sporophyte and gametophyte generations of the life cycle. Dark blue bars indicate H3K79me2 regions. The distribution of H4K20me3 (purple peaks) is also shown for comparison (peaks called by MACS2 are indicated by purple bars). Light blue boxes represent transposons (TEs). Grey boxes and arrows represent exons superimposed on genes represented by a black line. Vertical dotted lines indicate the positions of TSSs.

## Slide 3
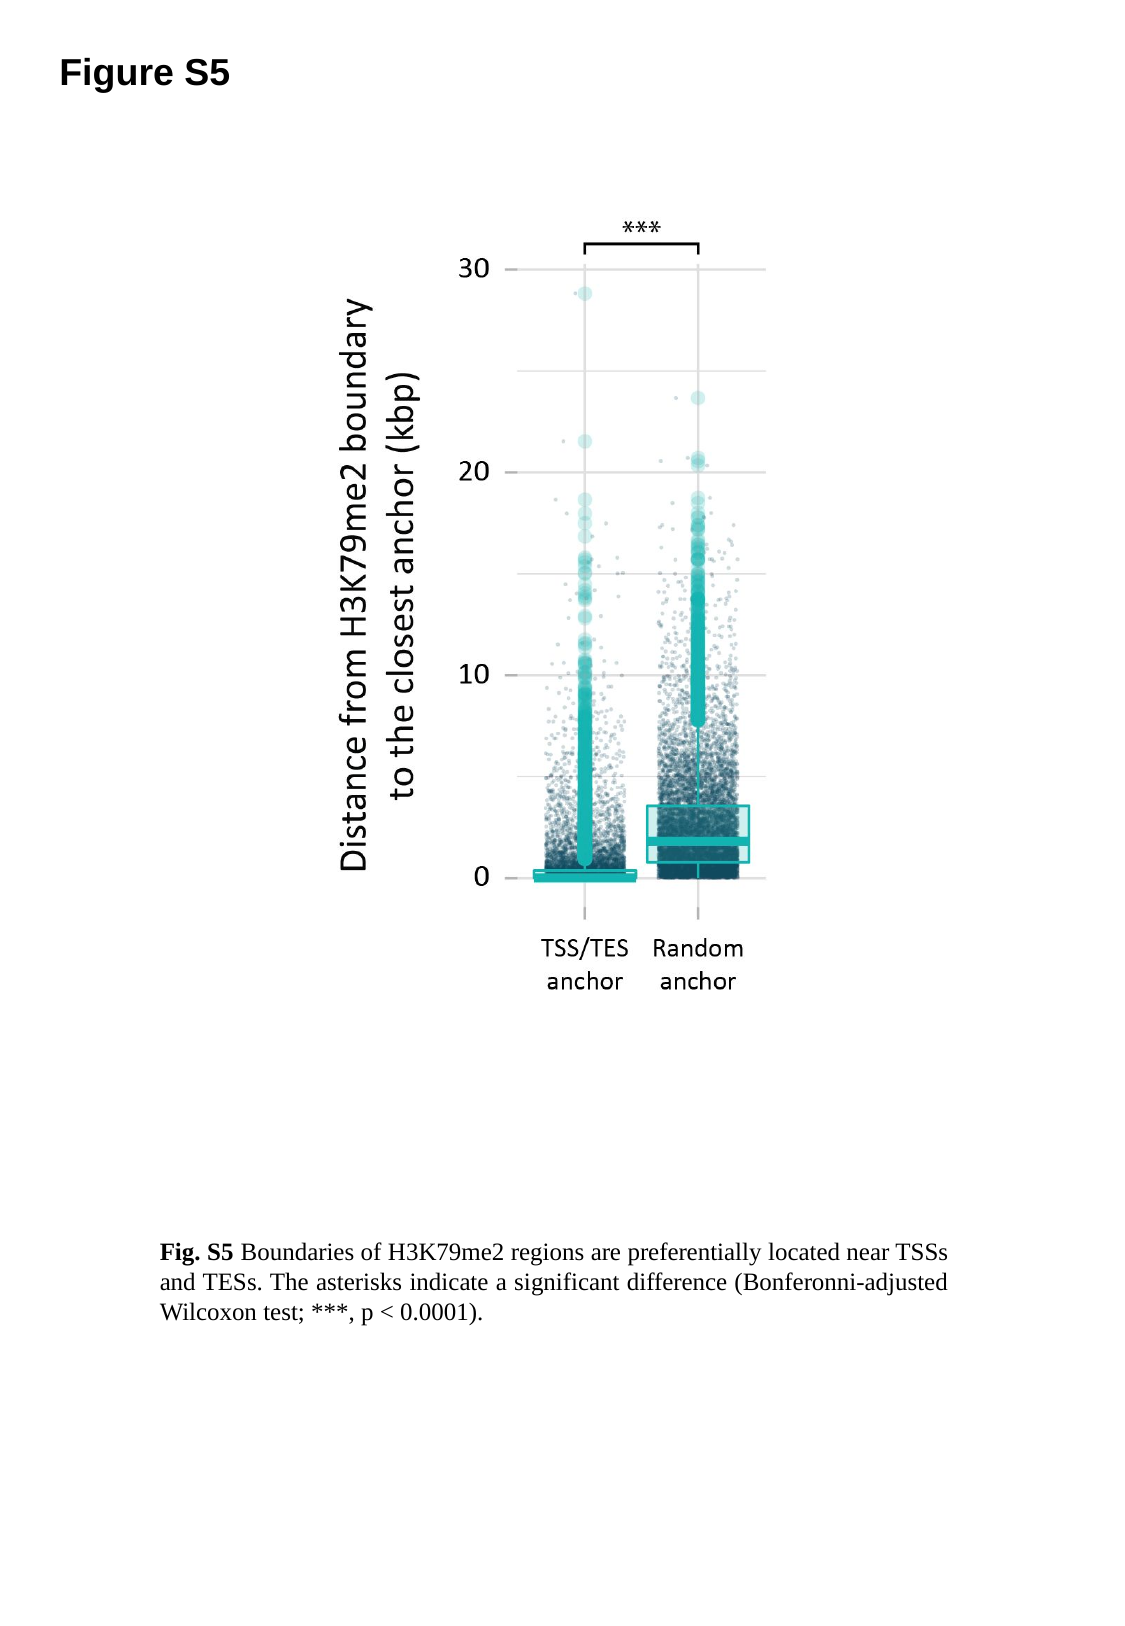

Figure S5
Fig. S5 Boundaries of H3K79me2 regions are preferentially located near TSSs and TESs. The asterisks indicate a significant difference (Bonferonni-adjusted Wilcoxon test; ***, p < 0.0001).

## Slide 4
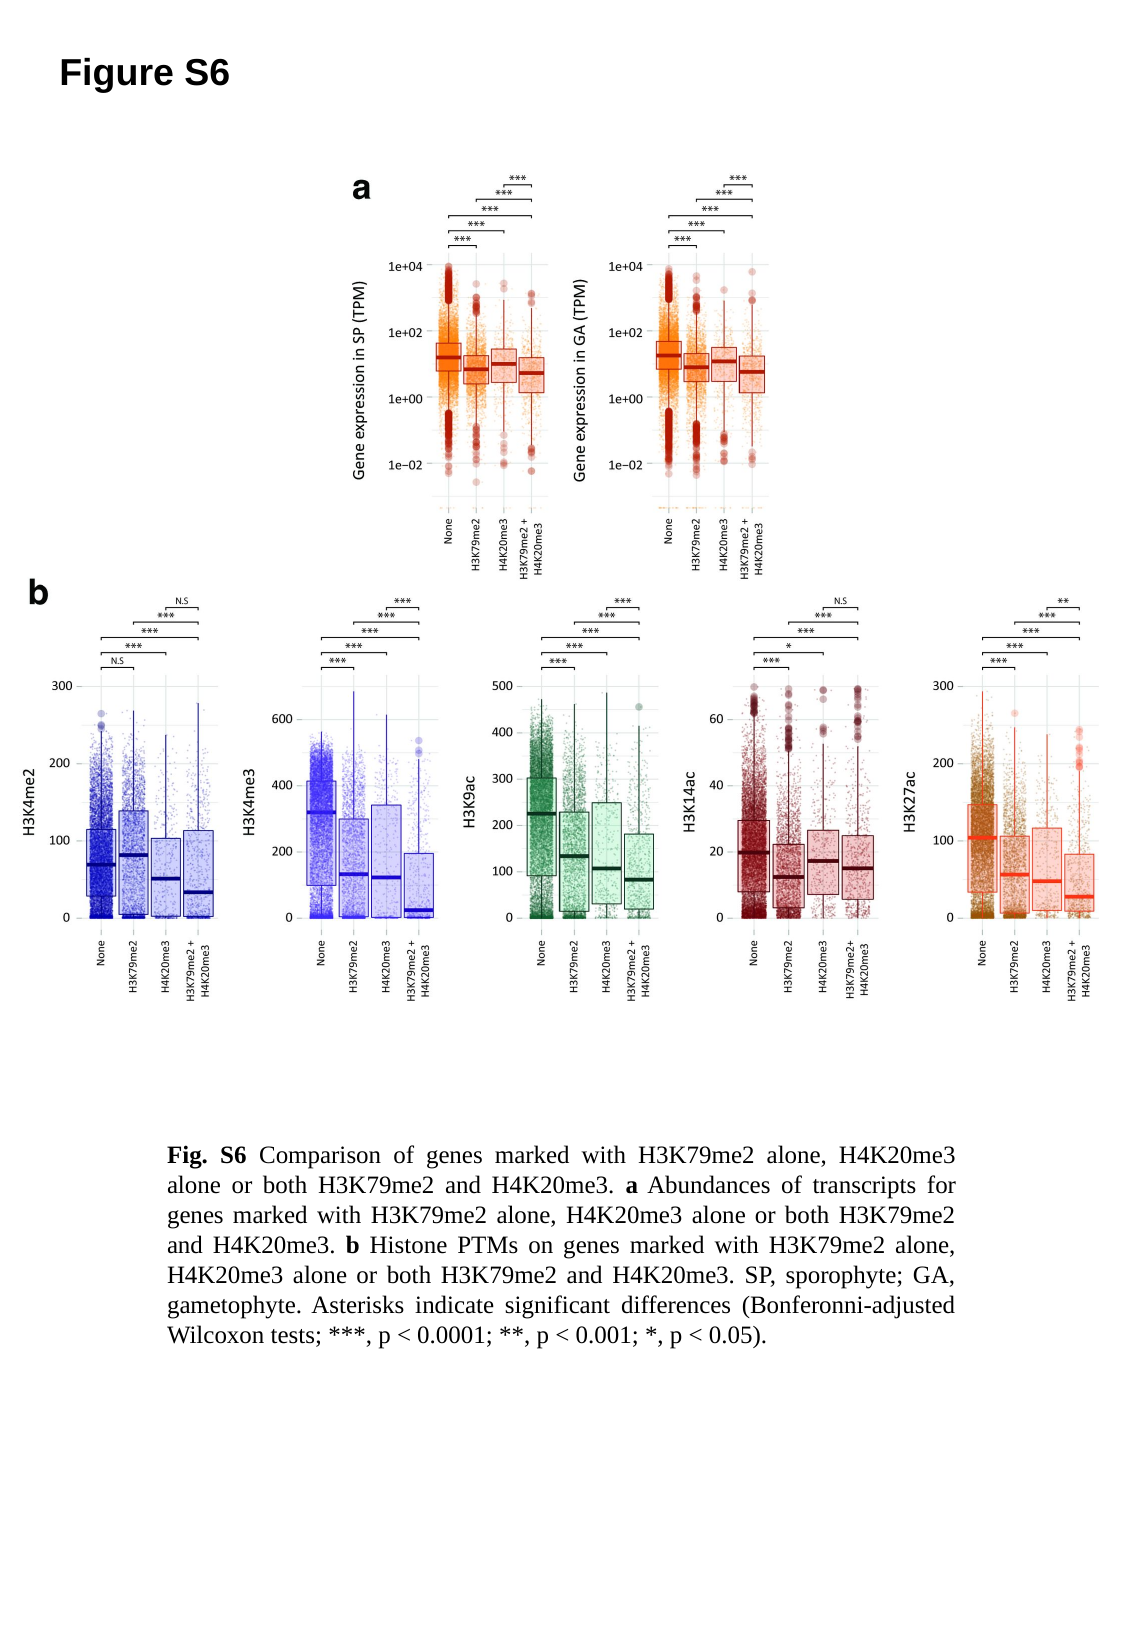

Figure S6
Fig. S6 Comparison of genes marked with H3K79me2 alone, H4K20me3 alone or both H3K79me2 and H4K20me3. a Abundances of transcripts for genes marked with H3K79me2 alone, H4K20me3 alone or both H3K79me2 and H4K20me3. b Histone PTMs on genes marked with H3K79me2 alone, H4K20me3 alone or both H3K79me2 and H4K20me3. SP, sporophyte; GA, gametophyte. Asterisks indicate significant differences (Bonferonni-adjusted Wilcoxon tests; ***, p < 0.0001; **, p < 0.001; *, p < 0.05).

## Slide 5
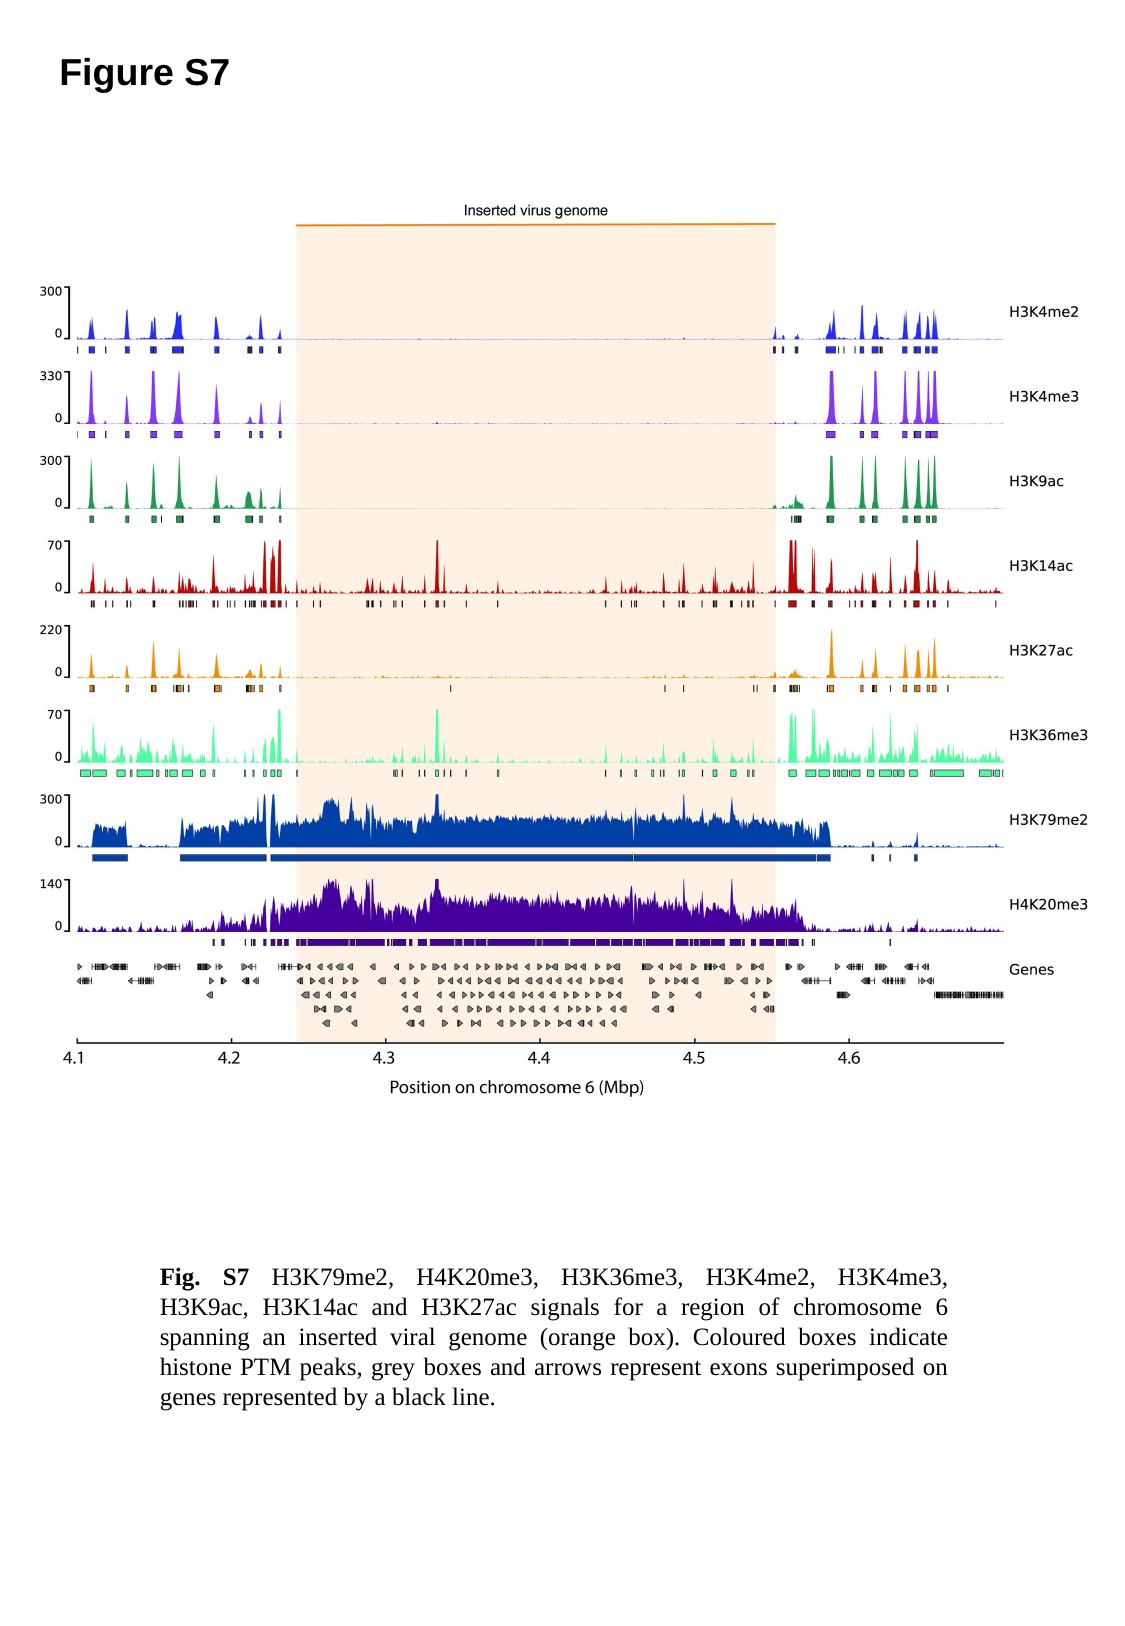

Figure S7
Fig. S7 H3K79me2, H4K20me3, H3K36me3, H3K4me2, H3K4me3, H3K9ac, H3K14ac and H3K27ac signals for a region of chromosome 6 spanning an inserted viral genome (orange box). Coloured boxes indicate histone PTM peaks, grey boxes and arrows represent exons superimposed on genes represented by a black line.

## Slide 6
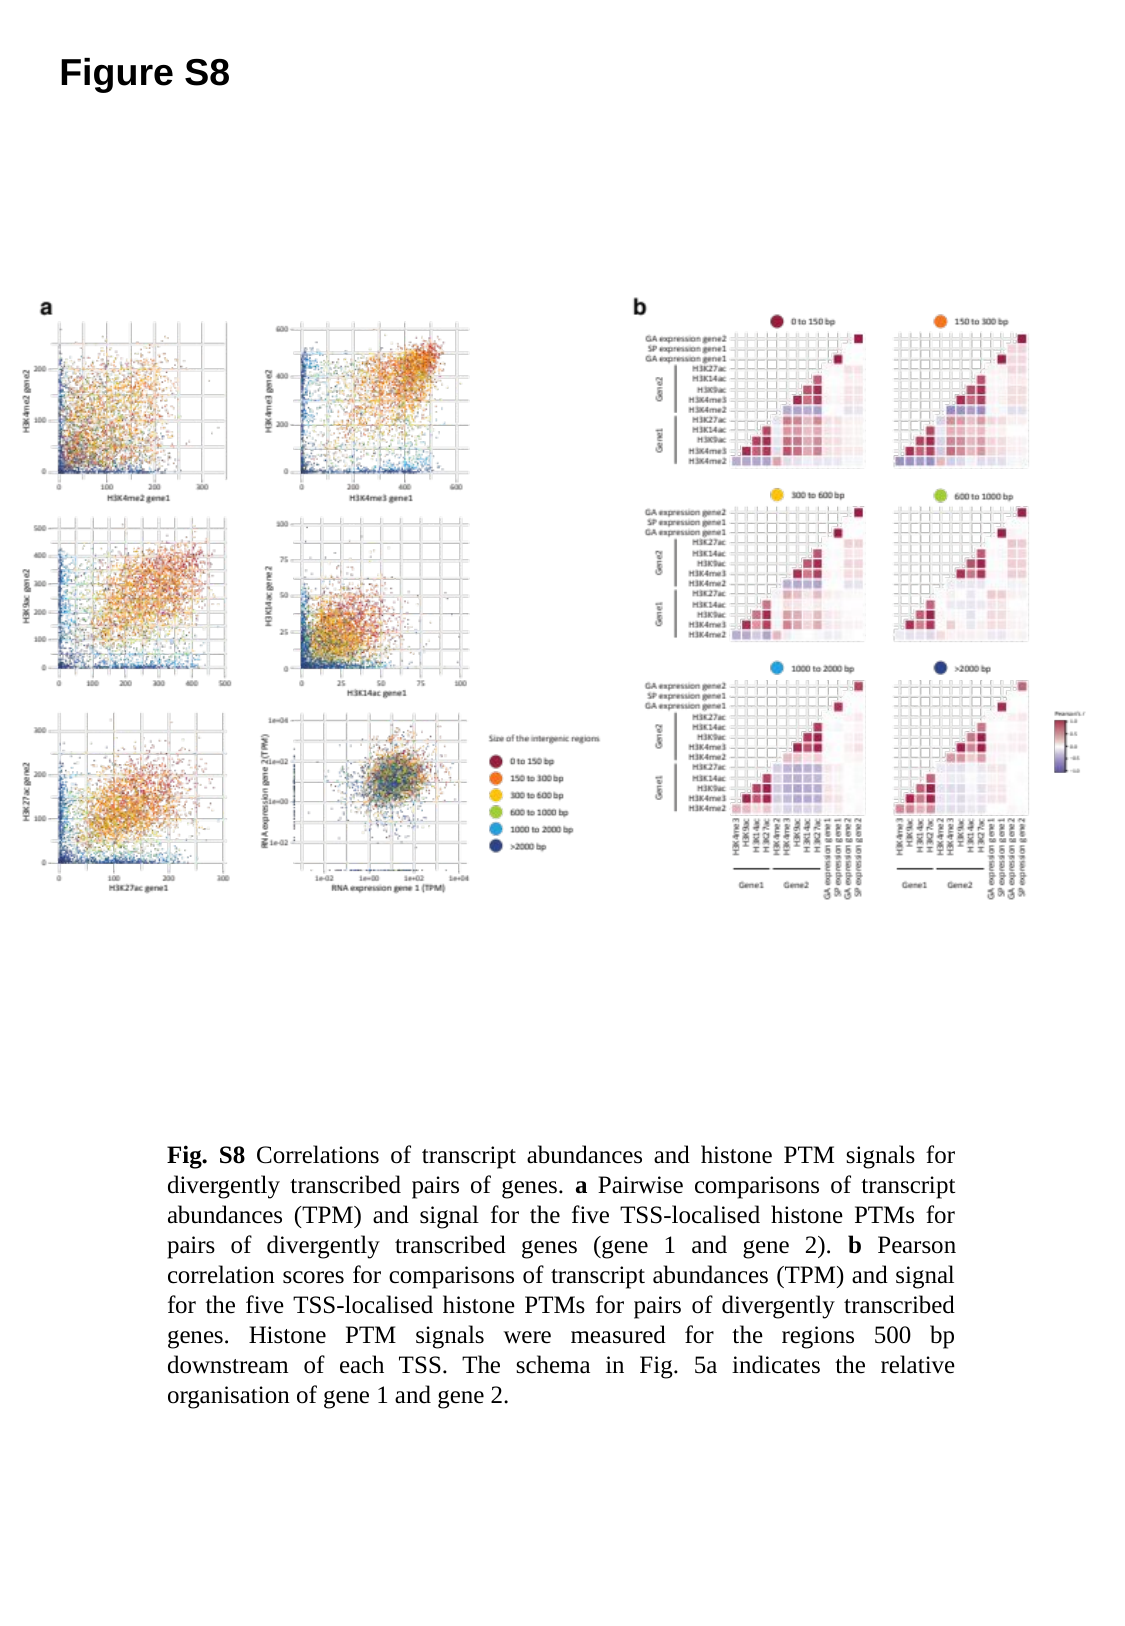

Figure S8
Fig. S8 Correlations of transcript abundances and histone PTM signals for divergently transcribed pairs of genes. a Pairwise comparisons of transcript abundances (TPM) and signal for the five TSS-localised histone PTMs for pairs of divergently transcribed genes (gene 1 and gene 2). b Pearson correlation scores for comparisons of transcript abundances (TPM) and signal for the five TSS-localised histone PTMs for pairs of divergently transcribed genes. Histone PTM signals were measured for the regions 500 bp downstream of each TSS. The schema in Fig. 5a indicates the relative organisation of gene 1 and gene 2.

## Slide 7
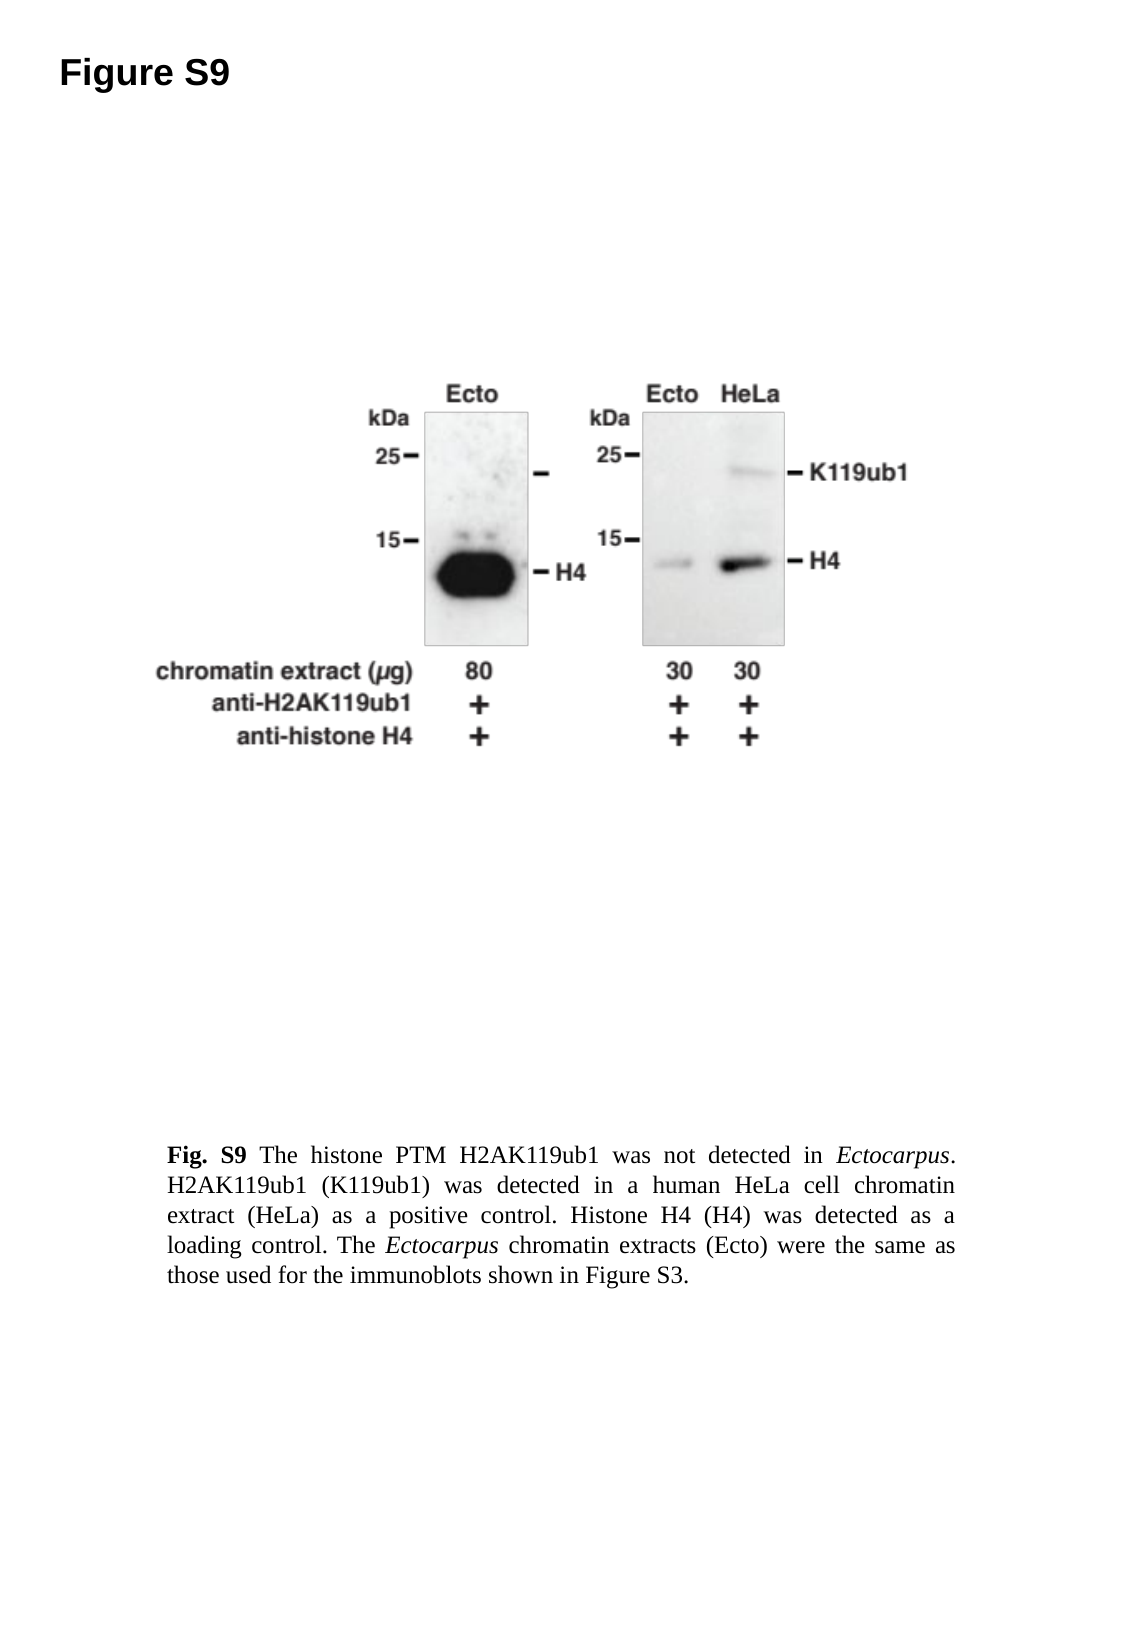

Figure S9
Fig. S9 The histone PTM H2AK119ub1 was not detected in Ectocarpus. H2AK119ub1 (K119ub1) was detected in a human HeLa cell chromatin extract (HeLa) as a positive control. Histone H4 (H4) was detected as a loading control. The Ectocarpus chromatin extracts (Ecto) were the same as those used for the immunoblots shown in Figure S3.

## Slide 8
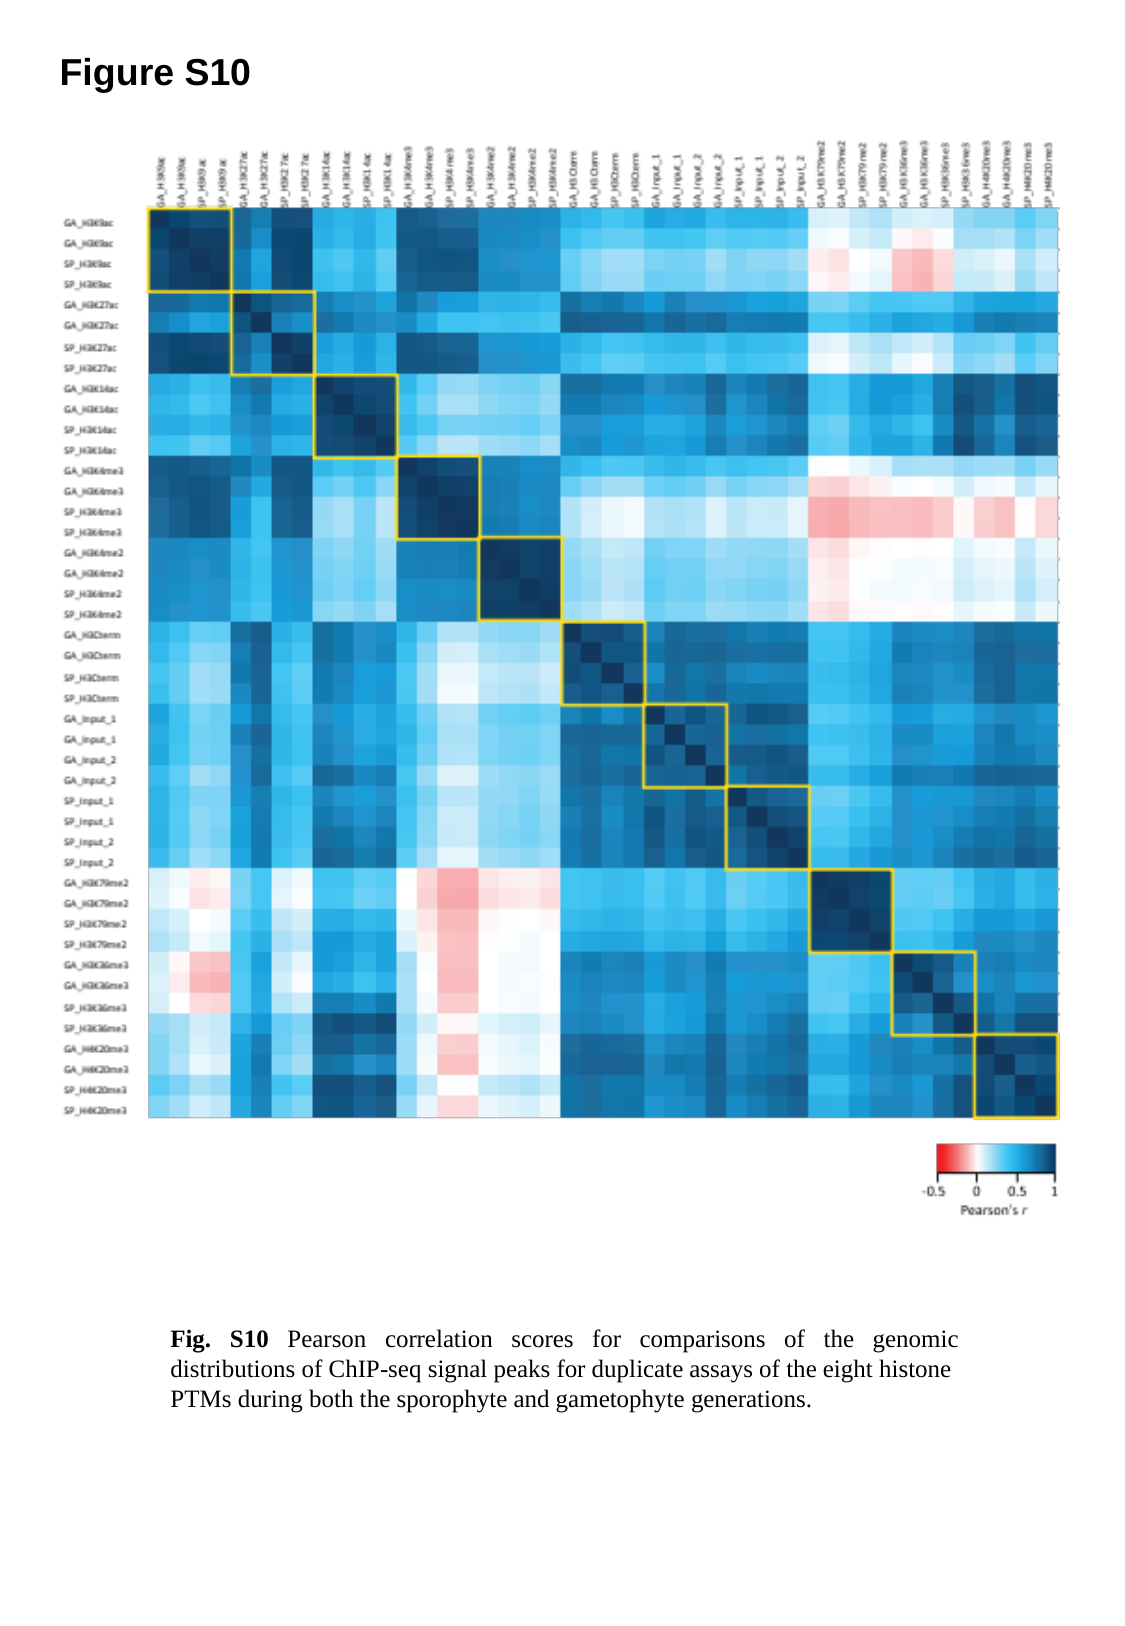

Figure S10
Fig. S10 Pearson correlation scores for comparisons of the genomic distributions of ChIP-seq signal peaks for duplicate assays of the eight histone
PTMs during both the sporophyte and gametophyte generations.

# Supplementary material for: Histone modifications during the life cycle of the brown alga Ectocarpus
**Source:** Genome Biol. 2021 Jan 4;22:12. doi: 10.1186/s13059-020-02216-8
**Supplement:** Supplementary file 6 — Additional file 6: Table S2. Putative PTM writers and erasers in Ectocarpus sp.

**Table S2. Putative PTM writers and erasers in *Ectocarpus* sp.** Human and *Phaeodactylum tricornutum* (diatom) orthologues are also reported. Substrate specificity and biological functions are indicated based on what is known for humans and should be only considered as putative for *Ectocarpus* enzymes. NO CAT, no known category;  $\psi$ , probable pseudogene; v, inserted viral gene.

**Table S2.1.** Histone Lysine Acetyltransferases (KAT)

| KAT                    | <i>Homo sapiens</i><br>[1] | <i>Ectocarpus</i> sp.                                                                                                                                                                                                                                                                  | <i>Phaeodactylum tricornutum</i>            | Substrate specificity [1] |
|------------------------|----------------------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|---------------------------------------------|---------------------------|
| <i>GNAT Family</i>     |                            |                                                                                                                                                                                                                                                                                        |                                             |                           |
| KAT1                   | HAT1                       | Ec-01_007540                                                                                                                                                                                                                                                                           | Phatr3_J54343                               | H4K5 and K12              |
| KAT2A/B                | GCN5                       | Ec-12_003920                                                                                                                                                                                                                                                                           | Phatr3_J2957                                | H3K9, K14 and K18         |
| ?                      | ATAC2                      | No orthologues                                                                                                                                                                                                                                                                         | No orthologues                              | H3K9, K14 and K18         |
| KAT9                   | ELP3                       | Ec-12_002990                                                                                                                                                                                                                                                                           | Phatr3_J50848                               | H3 and maybe H4           |
| NO CAT                 |                            | Ec-01_001170, Ec-01_005970, Ec-01_005990, Ec-01_006000, Ec-01_008410, Ec-02_003420, Ec-02_006170, Ec-05_004370, Ec-07_002520, Ec-08_002320, Ec-08_005180, Ec-08_005960, Ec-15_004510, Ec-16_003580, Ec-17_000040, Ec-17_000920, Ec-17_001110, Ec-22_002740, Ec-24_004370, Ec-28_000410 |                                             |                           |
| <i>MYST Family</i>     |                            |                                                                                                                                                                                                                                                                                        |                                             |                           |
| KAT5                   | TIP60                      | No orthologues                                                                                                                                                                                                                                                                         | No orthologues                              | H4K5, K8, K12 and K16     |
| KAT6A                  | MOZ                        | No orthologues                                                                                                                                                                                                                                                                         | No orthologues                              | H3K9 and K14              |
| KAT6B                  | MORF                       | No orthologues                                                                                                                                                                                                                                                                         | No orthologues                              | H3K9 and K14              |
| KAT7                   | HBO1                       | No orthologues                                                                                                                                                                                                                                                                         | No orthologues                              | H4K5, K8 and K12          |
| KAT8 stram_A           | MOF                        | Ec-14_006220                                                                                                                                                                                                                                                                           | Phatr3_J51406                               | H3K14 and K23, H4K16      |
| KAT8 stram_B           | MOF                        | Ec-22_002080                                                                                                                                                                                                                                                                           | Phatr3_J3062                                |                           |
| <i>p300/CBP Family</i> |                            |                                                                                                                                                                                                                                                                                        |                                             |                           |
| KAT3A                  | CBP                        |                                                                                                                                                                                                                                                                                        |                                             | Not discriminating        |
| KAT3B                  | p300                       |                                                                                                                                                                                                                                                                                        |                                             | Not discriminating        |
| KAT3 stram_A           |                            | Ec-18_002450, Ec-04_001240                                                                                                                                                                                                                                                             | Phatr3_J45703, Phatr3_J54505, Phatr3_J45764 | Not discriminating        |
| KAT3 stram_B           |                            | Ec-04_005740                                                                                                                                                                                                                                                                           | Phatr3_Jdraft292                            | Not discriminating        |

**Table S2.2.** Histone Lysine Methyltransferases (KMT)

| KMT                                     | Domains                                                     | <i>Ectocarpus</i> sp.                                                                                                                                                                                                                                                                                  | <i>Phaeodactylum<br/>tricornutum</i>                                                                                                                                     | <i>Homo sapiens</i>                      | Substrate<br>specificity        |
|-----------------------------------------|-------------------------------------------------------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------|------------------------------------------|---------------------------------|
| <i>SET domain-containing KMTs</i>       |                                                             |                                                                                                                                                                                                                                                                                                        |                                                                                                                                                                          |                                          |                                 |
| <i>MLL Family</i>                       |                                                             |                                                                                                                                                                                                                                                                                                        |                                                                                                                                                                          |                                          |                                 |
| KMT2A-D                                 | PWWP + ZF-PHD +<br>BRD + <u>FY-rich</u> + SET<br>+ Post-SET | Ec-18_000480                                                                                                                                                                                                                                                                                           | Phatr3_J15937                                                                                                                                                            | MLL1, MLL2,<br>MLL3, MLL4 <sup>[2]</sup> | H3K4 <sup>[2]</sup>             |
| <i>SUV39 Family</i>                     |                                                             |                                                                                                                                                                                                                                                                                                        |                                                                                                                                                                          |                                          |                                 |
| KMT1A-B                                 | CHROMO + AWS +<br>SET + Post-SET                            | Ec-17_000690                                                                                                                                                                                                                                                                                           | No orthologues                                                                                                                                                           | SUV39H1,<br>SUV39H2 <sup>[3]</sup>       | H3K9 <sup>[3]</sup>             |
| KMT1E-F                                 | ZF-PHD + <u>MBD</u> +<br>BRD + SET                          | Ec-12_006400                                                                                                                                                                                                                                                                                           | No orthologues                                                                                                                                                           | SETDB1,<br>SETDB2 <sup>[3]</sup>         | H3K9 <sup>[3]</sup>             |
| <i>SMYD Family</i>                      |                                                             |                                                                                                                                                                                                                                                                                                        |                                                                                                                                                                          |                                          |                                 |
| SMYD                                    | SET + <u>MYND</u>                                           | Ec-04_001520                                                                                                                                                                                                                                                                                           | Phatr3_J1647, Phatr3_J43708                                                                                                                                              | SMYD1-5 <sup>[3]</sup>                   | H3K4,<br>H4K20 ? <sup>[3]</sup> |
| <i>No human-related families</i>        |                                                             |                                                                                                                                                                                                                                                                                                        |                                                                                                                                                                          |                                          |                                 |
| NO CAT                                  | AWS + SET                                                   | Ec-27_005100                                                                                                                                                                                                                                                                                           | No orthologues                                                                                                                                                           | No orthologues                           | Unknown                         |
| NO CAT                                  | AWS + SET + Post-<br>SET + ZF-PHD                           | Ec-05_003500                                                                                                                                                                                                                                                                                           | Phatr3_J6093                                                                                                                                                             | No orthologues                           | Unknown                         |
| NO CAT                                  | SET + Post-SET                                              | Ec-12_004700, Ec-14_005625,<br>Ec-15_002050, Ec-15_002680,<br>Ec-28_001240                                                                                                                                                                                                                             | Phatr3_J21456                                                                                                                                                            | No orthologues                           | Unknown                         |
| NO CAT                                  | ZF-PHD + SET                                                | Ec-12_006750 <sup>ψ</sup> , Ec-12_006810,<br>Ec-19_005100                                                                                                                                                                                                                                              | No orthologues                                                                                                                                                           | No orthologues                           | Unknown                         |
| NO CAT                                  | ZF-PHD + Pre-SET +<br>SET                                   | Ec-14_005310                                                                                                                                                                                                                                                                                           | No orthologues                                                                                                                                                           | No orthologues                           | Unknown                         |
| NO CAT                                  | BRD + SET                                                   | Ec-12_006600                                                                                                                                                                                                                                                                                           | No orthologues                                                                                                                                                           | No orthologues                           | Unknown                         |
| NO CAT                                  | SET + BRK + ZF-CW<br>+ CHROMO + TPR                         | Ec-12_000580                                                                                                                                                                                                                                                                                           | Phatr3_J44935                                                                                                                                                            | No orthologues                           | Unknown                         |
| <i>KMTs with putative new functions</i> |                                                             |                                                                                                                                                                                                                                                                                                        |                                                                                                                                                                          |                                          |                                 |
| Kinase-<br>containing<br>SET            | AWS + SET + Post-<br>SET + Cyclin-like +<br>Kinase          | Ec-06_008170                                                                                                                                                                                                                                                                                           | Phatr3_EG02211                                                                                                                                                           | No orthologues                           | Unknown                         |
| ADD-<br>containing<br>SET               | ZF-ADD + Pre-SET +<br>SET + Post-SET                        | Ec-22_000420                                                                                                                                                                                                                                                                                           | No orthologues                                                                                                                                                           | No orthologues                           | Unknown                         |
| <i>Other SET</i>                        |                                                             |                                                                                                                                                                                                                                                                                                        |                                                                                                                                                                          |                                          |                                 |
| NO CAT                                  | SET                                                         | Ec-00_001310, Ec-01_004930,<br>Ec-05_000850, Ec-06_002960,<br>Ec-06_005230v, Ec-06_005320v,<br>Ec-06_006470v, Ec-07_003020,<br>Ec-07_004730, Ec-07_007100,<br>Ec-08_006000, Ec-14_004620,<br>Ec-14_004640, Ec-18_001770,<br>Ec-19_004190, Ec-20_002460,<br>Ec-26_000740, Ec-28_002300,<br>Ec-14_005625 | Phatr3_J39209,<br>Phatr3_EG01652,<br>Phatr3_J38974, Phatr3_J50541,<br>Phatr3_J43311, Phatr3_J43708,<br>Phatr3_EG01005,<br>Phatr3_J43177, Phatr3_J48703,<br>Phatr3_J24019 |                                          | Unknown                         |

|                                    |                    |                                                                                                           |                                                |                     |                      |
|------------------------------------|--------------------|-----------------------------------------------------------------------------------------------------------|------------------------------------------------|---------------------|----------------------|
| NO CAT                             | SET + Rubisco LSMT | Ec-01_001070, Ec-06_004080,<br>Ec-11_003630, Ec-12_007560,<br>Ec-14_001980, Ec-14_003300,<br>Ec-20_001330 | Phatr3_J43946,<br>Phatr3_J48815, Phatr3_J37749 |                     | Unknown              |
| <i>DOT1 domain-containing KMTs</i> |                    |                                                                                                           |                                                |                     |                      |
| KMT4                               | DOT1               | Ec-06_007110, Ec-12_004580,<br>Ec-24_003550                                                               | Phatr3_J47512, Phatr3_J44757                   | DOT1 <sup>[4]</sup> | H3K79 <sup>[4]</sup> |
| KMT4_ecto                          | DOT1 + ZF-PHD      | Ec-25_003090                                                                                              | No orthologues                                 | No orthologues      | H3K79 <sup>[4]</sup> |

**Table S2.3.** Histone Arginine Methyltransferases (PRMT)

| RMT                | <i>Ectocarpus</i> sp.                                     | <i>Phaeodactylum<br/>tricornutum</i>                                             | <i>Homo sapiens</i> |
|--------------------|-----------------------------------------------------------|----------------------------------------------------------------------------------|---------------------|
| <i>PRMT Family</i> |                                                           |                                                                                  |                     |
| NO CAT             | Ec-06_002620, Ec-14_006300,<br>Ec-27_000650, Ec-27_005280 | Phatr3_J17184, Phatr3_J54710,<br>Phatr3_J44159, Phatr3_J45331,<br>Phatr3_EG02379 | PRMT1-9             |
| PRMT5              | Ec-10_005680                                              | Phatr3_J16141                                                                    |                     |

**Table S2.4.** Histone Deacetylases (HDAC)

| HDAC                              | <i>Ectocarpus</i> sp.                                                       | <i>Phaeodactylum<br/>tricornutum</i>                                                                              | <i>Homo sapiens</i><br><sup>[5]</sup> |
|-----------------------------------|-----------------------------------------------------------------------------|-------------------------------------------------------------------------------------------------------------------|---------------------------------------|
| <i>Class I</i>                    |                                                                             |                                                                                                                   |                                       |
|                                   | Ec-15_004560, Ec-21_001720,<br>Ec-28_001400                                 | Phatr3_J49800, Phatr3_J43919,<br>Phatr3_J51026                                                                    | HDAC1-3, 8                            |
| <i>Class II</i>                   |                                                                             |                                                                                                                   |                                       |
|                                   | Ec-05_003890, Ec-05_006370,<br>Ec-06_004320, Ec-11_001830,<br>Ec-10_001980  | Phatr3_J4590,<br>Phatr3_EG01943,<br>Phatr3_J35869, Phatr3_J50482,<br>Phatr3_J8891, Phatr3_J45431,<br>Phatr3_J4423 | HDAC4,5,7,9<br>HDAC6, 10              |
| <i>Class IV</i>                   |                                                                             |                                                                                                                   |                                       |
|                                   | Ec-14_000150, Ec-24_003590                                                  | Phatr3_J9278, Phatr3_J4821                                                                                        | HDAC11                                |
| <i>Class III / Sirtuin Family</i> |                                                                             |                                                                                                                   |                                       |
|                                   | Ec-05_003910, Ec-17_002180,<br>Ec-19_000750, Ec-21_005430,<br>Ec-26_003780, | Phatr3_J8827, Phatr3_J16859,<br>Phatr3_J12305, Phatr3_J45850,<br>Phatr3_J52135, Phatr3_J21543,<br>Phatr3_J39523   | SIRT1-7                               |

**Table S2.4.** Histone Lysine Demethylases (KDM)

| KDM                                        | Domains                                | <i>Ectocarpus</i> sp.                                                                                                                                                                | <i>Phaeodactylum tricornutum</i>                                           | <i>Homo sapiens</i><br>[6] | Substrate specificity [6] |
|--------------------------------------------|----------------------------------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|----------------------------------------------------------------------------|----------------------------|---------------------------|
| <i>Lysine Specific Demethylases Family</i> |                                        |                                                                                                                                                                                      |                                                                            |                            |                           |
| KDM1                                       | Amine oxidase                          | Ec-10_001210, Ec-21_006430, Ec-24_001850                                                                                                                                             | Phatr3_J51708, Phatr3_EG01090, Phatr3_J44106, Phatr_J48603                 | LSD1, LSD2                 | H3K4me1/2, H3K9me1/2      |
| <i>Jumonji-C Domain-containing Family</i>  |                                        |                                                                                                                                                                                      |                                                                            |                            |                           |
| KDM2                                       | F-box + JmjC                           | Ec-21_004490                                                                                                                                                                         | Phatr3_J42595                                                              | FBXL10, FBXL11             | H3K36me1/2                |
| KDM4D                                      | JmjN + JmjC                            | Ec-22_001750                                                                                                                                                                         | No orthologues                                                             | JMJD2                      | H3K9me1/2/3               |
| KDM5A-B                                    | JmjN + JmjC + ZF-C5HC2 + ARID + ZF-PHD | Ec-01_004230, Ec-21_005410                                                                                                                                                           | Phatr3_J48747                                                              | JARID1A-C                  | H3K4me2/3                 |
| KDM6A                                      | TPR + JmjC                             | No orthologues                                                                                                                                                                       | No orthologues                                                             | UTX                        | H3K27me2/3                |
| KDM6B                                      | JmjC                                   | Ec-02_001410, Ec-02_001750, Ec-03_002440, Ec-07_006870, Ec-10_002180, Ec-10_005720, Ec-14_002420, Ec-14_004840, Ec-14_004970, Ec-15_003970, Ec-17_001710, Ec-21_001600, Ec-27_002280 | Phatr3_J43557, Phatr3_J48473, Phatr3_J35781, Phatr3_J42595, Phatr3_EG01348 | JMJD3                      |                           |

## References

- [1] **Yang XJ. 2016.** Histone Acetyltransferases, Key Writers of the Epigenetic Language. In *Chromatin Signaling and Diseases*, Academic Press, Elsevier.
- [2] **Gu B, Lee MG. 2013.** Histone H3 lysine 4 methyltransferases and demethylases in self-renewal and differentiation of stem cells. *Cell & Bioscience* **3**: 39.
- [3] **Mozzetta C, Boyarchuk E, Pontis J, Ait-Si-Ali S. 2015.** Sound of silence: the properties and functions of repressive Lys methyltransferases. *Nature Reviews Molecular Cell Biology* **16**: 499-513.
- [4] **Feng Q, Wang H, Ng HH, Erdjument-Bromage H, Tempst P, Struhl K, Zhang Y. 2002.** Methylation of H3-Lysine 79 Is Mediated by a New Family of HMTases without a SET Domain. *Current Biology* **12**: 1052-1058.
- [5] **Lamberti MJ, Vera RE, Rumie Vittar NB, Schneider G. 2016.** Histone Deacetylases, the Erasers of the Code. In *Chromatin Signaling and Diseases*, Academic Press, Elsevier.
- [6] **García MA, Fueyo R, Martínez-Ballás MA. 2016.** Lysine Demethylases: Structure, Function, and Disfunction. In *Chromatin Signaling and Diseases*, Academic Press, Elsevier.

# Supplementary material for: Histone modifications during the life cycle of the brown alga Ectocarpus
**Source:** Genome Biol. 2021 Jan 4;22:12. doi: 10.1186/s13059-020-02216-8
**Supplement:** Supplementary file 7 — Additional file 7: Table S3. Presence or absence of histone post-translational modifications in seven species from diverse eukaryotic supergroups.

**Table S3. Presence or absence of histone post-translational modifications in seven species from diverse eukaryotic supergroups.** Probable equivalent PTMs at slightly different positions are also indicated. Not detected, not detected by either mass spectrometry or immunoblot; \*, PTM only detected by immunoblot; †, the mark H3K27me3 was also weakly detected by immunoblot but further analysis indicated that it is not present in *Ectocarpus* (see text for details); No equivalent, the species in question has no amino acid residue equivalent to the *Ectocarpus* residue; Ac, acetylation; Me1, monomethylation; Me2, dimethylation; Me3, trimethylation; Pr, propylation; Ub, ubiquitination; -, not determined; Nt, N-alpha terminal.

### *Histone H3*

### *Histone H4*

---

## References

1. Veluchamy A, Rastogi A, Lin X, Lombard B, Murik O, Thomas Y, et al. An integrative analysis of post-translational histone modifications in the marine diatom *Phaeodactylum tricornutum*. *Genome Biol.* 2015;16:102.
2. Rastogi A, Lin X, Lombard B, Loew D, Tirichine L. Probing the evolutionary history of epigenetic mechanisms: what can we learn from marine diatoms. *AIMS Genet.* 2.
3. Zhang C, Gao S, Molascon AJ, Wang Z, Gorovsky MA, Liu Y, et al. Bioinformatic and proteomic analysis of bulk histones reveals PTM crosstalk and chromatin features. *J Proteome Res.* 2014;13:3330–7.
4. Morris SA, Rao B, Garcia BA, Hake SB, Diaz RL, Shabanowitz J, et al. Identification of histone H3 lysine 36 acetylation as a highly conserved histone modification. *J Biol Chem.* 2007;282:7632–40.
5. Zhang K, Sridhar VV, Zhu J, Kapoor A, Zhu J-K. Distinctive core histone post-translational modification patterns in *Arabidopsis thaliana*. *PLoS One.* 2007;2:e1210.
6. Charron J-BF, He H, Elling AA, Deng XW. Dynamic landscapes of four histone modifications during deetiolation in *Arabidopsis*. *Plant Cell.* 2009;21:3732–48.
7. Mahrez W, Arellano MST, Moreno-Romero J, Nakamura M, Shu H, Nanni P, et al. H3K36ac Is an Evolutionary Conserved Plant Histone Modification That Marks Active Genes. *Plant Physiol.* 2016;170:1566–77.
8. Beck HC, Nielsen EC, Matthiesen R, Jensen LH, Sehested M, Finn P, et al. Quantitative Proteomic Analysis of Post-translational Modifications of Human Histones. *Mol Cell Proteomics.* American Society for Biochemistry and Molecular Biology; 2006;5:1314–25.
9. Tan M, Luo H, Lee S, Jin F, Yang JS, Montellier E, et al. Identification of 67 histone marks and histone lysine crotonylation as a new type of histone modification. *Cell.* 2011;146:1016–28.
10. Zhao Y, Garcia BA. Comprehensive Catalog of Currently Documented Histone Modifications. *Cold Spring Harb Perspect Biol.* 2015;7:a025064.
11. Hole K, Van Damme P, Dalva M, Aksnes H, Glomnes N, Varhaug JE, et al. The human N-alpha-acetyltransferase 40 (hNaa40p/hNatD) is conserved from yeast and N-terminally acetylates histones H2A and H4. *PLoS One.* 2011;6:e24713.
12. Huang H, Sabari BR, Garcia BA, Allis CD, Zhao Y. SnapShot: Histone Modifications. *Cell.* 2014;159:458-458.e1.
13. Valero ML, Sendra R, Pamblanco M. Tandem affinity purification of histones, coupled to mass spectrometry, identifies associated proteins and new sites of post-translational modification in *Saccharomyces cerevisiae*. *J Proteomics.* 2016;136:183–92.

How the deposited data were processed for this re-analysis (not part of the article)

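The data analysed are those of the first experimental batch of the study, from sporophyte (partheno-sporophyte) and gametophyte cultures of Ectocarpus. They comprise RNA-seq counts for 2 sporophyte and 2 gametophyte libraries and ChIP-seq peak lists for H3K4me3, H3K9ac and H3K27ac in each generation, 6 lists in all. Samples were assigned to generation, mark and replicate from the sample descriptions and Table S12. The counts of the second batch, H3K4me2, H3K14ac, H3K36me3, H3K79me2, H4K20me3, H3, H3K9me2, H3K9me3, H3K27me2, FAIRE-seq and MNase data were not analysed here.

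For RNA-seq, the authors deposited counts per gene, made by trimming reads with Flexcat, mapping them with Tophat2, removing duplicate reads and counting with featureCounts v1.6.4 in reverse-stranded mode, on an annotation that includes the female sex-determining region. The tool that removed duplicates is not given in the sources used here. For ChIP-seq, the authors mapped reads with Bowtie and called peaks with MACS2, and the score deposited for each peak is 10 times the highest signal in it. There is 1 list per mark and generation for both replicates, so peak results have no replicate error. The unit of the signal is not given in the sources used here. Scores were compared within a list, except in the alternative with a common threshold.

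From the counts, TPM was computed with the gene lengths in the count table, over all 17476 genes. Generation-biased genes were tested with edgeR 4.0.16 (glmQLFit and glmQLFTest, TMM, genes kept by filterByExpr) in R 4.3.3, with DESeq2 1.42.0 and limma 3.58.1 as alternatives. The thresholds were a Benjamini-Hochberg adjusted p under 0.05, an absolute log2 fold change above 1 and a mean above 1 TPM in the generation of higher expression. At 2 libraries per generation, with totals of 5446526 to 9349344 reads, edgeR's common biological coefficient of variation was 0.219. The edgeR step was tested on simulated data in which 200 genes were changed 4-fold. It recovered 199 of them (99.5%) with the right direction and called 15 of the other genes, over 15679 genes tested. The changed genes were drawn only from genes with many reads, and all genes were given the same variation between replicates. The recovery therefore does not extend to genes with few reads or to a library unlike its replicate. Peaks and genes were compared in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and figures were drawn with matplotlib 3.10.9. Permutation tests used 100000 resamples and circular shifts 1000. Tests across genes treat genes as units, although genes are not independent replicates.

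Gene names follow the count table, and descriptions are those of Table S5. The genes named were fixed by rule: the 4 genes per direction with the largest fold changes among called genes whose libraries do not overlap between generations and that have at least 10 reads in the generation of lower expression, every gene that the paper's text names, the anti-regulated pairs of Table S9 and any whose signs differ from that table, and the 2 histone genes with the highest mean TPM. The values of Table S5 and Table S9 had been seen when this rule was written. All 565 sporophyte-biased and 140 gametophyte-biased calls had libraries that do not overlap between generations, and 381 and 120 of them also had the 10 reads.

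The alternatives listed here were all set before the data were examined. They were DESeq2, limma-voom, another normalization in edgeR, no filter on low counts, no TPM threshold, a replicate block and leaving out each library. For peaks, they were a window of 1000 bp in place of 500 bp, the summit in place of any overlap or the reverse, and an overlap of 50% of the peak. Peaks above the median score of their list, a common score threshold for both generations and the gene body alone were also tried. Other sets of genes were those called here in place of Table S5, those with a peak, those above 1 TPM and those outside unmapped scaffolds. Correlations were repeated with Pearson's r or Spearman's rho and with pseudocounts of 1 and 0.1. For gene pairs, they were overlapping neighbours at length 0, divergent pairs under 600 bp or of 1000 bp or more, and the 500 bp downstream of the TSS. An enrichment test of lncRNA genes was not run, because the type is known here for 4.68% of the genes, under the 80% required. The table of PTM peaks per gene (Table S13) was held here only in part and was not used.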

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

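The test of reads from female individuals was chosen only after the result was seen, and that of shared sequence before.

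Reads and peaks were found on the female sex-determining region, which the paper does not discuss. The 22 genes of this region had 18 reads in total over the 4 libraries: 0 and 1 in sporophyte replicates 1 and 2, and 5 and 12 in gametophyte replicates 1 and 2. The median gene on mapped chromosomes had 1341. Each of the 6 peak lists had between 13 and 29 peaks on the region, the most being 29 for gametophyte H3K9ac. This is lower than over the whole genome, at 3.48 against 18.2 peaks per 100 kb in that list.

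Whether the reads come from female individuals or are shared with similar sequence elsewhere in the genome cannot be told apart here. A sporophyte H3K9ac peak was present at the TSS of 2 of the 22 genes (9.09%), against 56.9% of the genes in the lowest expression decile of the genome (one-sided binomial test, p = 3.9e-06), as a largely female sample would not give. A small share of female individuals is left open by this test as a source of the reads, since it would add few reads. Of the 18 reads, 17 are in the gametophyte libraries. Such a share would add no peaks above the thresholds, so the 13 to 29 peaks of each list argue against it as their source. Shared sequence is a candidate explanation, since the reads fell on 6 of the 22 genes, but few reads from a small female share could fall on few genes too. No biological explanation was tested, and no sequence was compared here.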

How the results depend on the processing

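All alternatives reported in this part were set before the data were examined, and only the comparison with genes outside Table S5 under the median score was chosen after the result was seen. Over 55 results, 202 of 261 alternative values kept their direction and their side of the threshold, or stayed within 1.5 times a count or within the spread between replicates. Of the others, 55 moved, 2 were weaker and 2 reversed. Among 171 alternative values of the 19 named genes, 155 were the same, 9 were weaker and 7 stronger. The numbers of genes with a TSS peak, of genes associated with a peak and of stably marked genes stayed within 1.5 times under each alternative. So did the directions for summits near TSSs, intergenic lengths, correlated divergent pairs and the fold changes of genes that change state. The number of lncRNA and mRNA pairs with the same sign stayed at 16 under DESeq2, the block and each library left out. These pairs had been selected by the paper partly from the same libraries. The enrichment of lncRNA genes was not run.

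With each library left out in turn, generation-biased genes ranged from 207 to 1433, sporophyte-biased genes from 169 to 887, gametophyte-biased genes from 38 to 546 and called genes of Table S5 from 159 to 605. The lowest numbers were all reached without sporophyte replicate 1 and the highest without gametophyte replicate 1. The difference in mean log2 fold change between sporophyte-biased and gametophyte-biased genes ranged from 0.34 without sporophyte replicate 2 (permutation p = 0.057; medians 2.68 and 2.37) to 1.78. Values fitted against no reads in a lone library enter these means and give no bound. Fits with a single library in a generation assume that it varies like the other generation, and the cause of these changes was not tested. The share of sporophyte-biased calls, 80.1% with all libraries, was 52.4% without sporophyte replicate 2, 61.9% without gametophyte replicate 1 and 67.5% without gametophyte replicate 2. DESeq2 called 341 gametophyte-biased genes against 140, and its share of sporophyte-biased calls was 65.8%. The cause was not tested.

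The replicate numbers do not pair the libraries: deviations of libraries with the same number had a correlation of -0.0926. With the replicate number as a block, edgeR called 687 genes, 547 and 140, of which 605 were shared with the unblocked fit.

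The rank correlation of peak score with expression stayed positive throughout. Of the values that moved, those with genes above 1 TPM were 0.342, 0.310 and 0.329 for H3K4me3, H3K9ac and H3K27ac in the sporophyte and 0.348, 0.317 and 0.280 in the gametophyte. With genes that have a peak they were 0.329, 0.401 and 0.413, and 0.327, 0.419 and 0.372. Pearson's r of log2 values gave 0.444, 0.282 and 0.324, and 0.495, 0.306 and 0.279, and with the pseudocount of 0.1 it gave 0.456, 0.295 and 0.336, and 0.502, 0.316 and 0.283. The 1000 bp window moved H3K9ac to 0.390 in the sporophyte and 0.412 in the gametophyte. With a library left out, the values ranged from 0.451 to 0.454 for gametophyte H3K4me3, 0.388 to 0.389 for sporophyte H3K9ac, 0.409 to 0.410 for gametophyte H3K9ac, 0.404 to 0.408 for sporophyte H3K27ac and 0.365 to 0.369 for gametophyte H3K27ac. The spread between replicates is at most 0.0033 for these values, so small movements exceed it. The cause was not tested.

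For the overlap of sporophyte peaks, requiring 50% of the peak gave 84.0% for H3K4me3 with H3K9ac, 82.0% for H3K4me3 with H3K27ac, 42.7% for H3K9ac with H3K4me3, 64.2% for H3K9ac with H3K27ac, 33.3% for H3K27ac with H3K4me3 and 74.2% for H3K27ac with H3K9ac. With peaks above the median score, the values in the same order were 99.9%, 100%, 63.2%, 98.7%, 38.8% and 77.9%. A larger required overlap can only lower these shares.

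The switch to all 3 marks had an odds ratio of 0.272 (exact p = 2.2e-07) with peaks above the median score of their list, and ranged from 3.04 to 12.6 under the other alternatives. Genes outside Table S5 shifted in the same direction: the ratio of their odds of all 3 marks in the sporophyte and in the gametophyte went from 4.21 to 0.504. Whether this shift is the whole cause of the reversal was not tested. The odds ratio of state changes fell to 1.46 (exact p = 0.34) for the genes called here. The expression of divergent against tandem genes reversed with divergent pairs of 1000 bp or more, to a difference in mean rank of -125 (permutation p = 0.043). The cause was not tested for the results on state changes and on divergent genes. The RNA-seq depth limits genes of low expression, and the peak lists, with 1 per generation, give no measure of replicate error.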

Differences from the paper's values

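Pearson's r between the abundances of divergent genes was 0.197 here and the paper's value is 0.042. None of the alternatives set before the data were examined reached it, the lowest being 0.17 with both genes above 1 TPM. For divergent pairs closer than 600 bp the value was 0.185, and the paper's is 0.054. The abundances here rest on counts without duplicate reads, which bounds high values. Whether this accounts for the difference in r was not tested.

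The number of gametophyte-biased genes was 140 here, from the first batch, and the paper's is 271, from genes significant in both batches. Within 1.5 times the paper's number lay the values with DESeq2 (341), limma-voom (188), RLE in edgeR (209), no low-count filter (183), without sporophyte replicate 2 (272) and without gametophyte replicate 2 (322). The values without a TPM threshold (140), with the replicate block (140), without sporophyte replicate 1 (38) and without gametophyte replicate 1 (546) did not.

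The mean log2 fold change of the sporophyte-biased genes of Table S5 was 3.22 and the paper's is 4.2, and of the alternatives set before the data were examined only the genes called here in place of those of Table S5 (4.13) came near it. DESeq2, limma-voom, RLE in edgeR, no low-count filter, the replicate block and leaving out any library did not, the highest being 3.67 without gametophyte replicate 1. For gametophyte-biased genes the mean was 1.92 and the paper's is 2.8. The values without sporophyte replicate 2 (2.95) and for the genes called here (2.60) came near it, and those with DESeq2, limma-voom, RLE in edgeR, no low-count filter, the replicate block and the other libraries left out did not.

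The log2 fold changes of 14 named genes were all smaller in size here than in Table S5, and 10 differed by more than the larger standard error. The values here and the paper's were 7.96 and 12.96 for Ec-10_003370, 7.79 and 9.53 for Ec-19_001810, 7.69 and 11.94 for Ec-10_003070, 1.25 and 1.93 for Ec-16_000990, and 0.92 and 1.78 for Ec-02_004500, with no alternative within the error for these 5. For Ec-24_001100 they were 6.97 and 7.82, within the error only without gametophyte replicate 1. For Ec-00_009490 they were -5.15 and -7.70, within the error with limma-voom, the replicate block and without gametophyte replicate 1. For Ec-25_001050 they were -4.54 and -6.98, within the error with limma-voom and without sporophyte replicate 2. For Ec-02_004485 they were -1.66 and -2.48, within the error only without sporophyte replicate 2, and for Ec-16_000985 they were -1.78 and -2.47, within the error with limma-voom and the replicate block. For each of these genes the other alternatives were not within the error.

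The paper detected no significant difference between the median expression of divergent and tandem genes. Here the medians were 45.5 and 35.1 TPM (permutation p = 1e-05, the smallest the permutations can give), and only the alternative with divergent pairs of 1000 bp or more removed the higher expression of divergent genes, giving 32.4 TPM. In the gametophyte that alternative gave no significant difference (p = 0.38, permutation test).

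The paper states that transitions to all activation-associated marks went with larger fold changes than other transitions. With 3 marks, the means here were 3.49 and 3.18 (permutation p = 0.21), and the difference was significant in the paper's direction without unmapped scaffolds (3.41 and 2.86, p = 0.023). It was significant in the other direction with peaks above the median score of their list (2.41 and 3.21, permutation p = 0.0012), and not significant under the other alternatives. The comparison pools both kinds of bias, which differ in fold change and in how often they reached all marks. It therefore does not isolate an effect of reaching them.

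The paper states that the histone PTMs other than H3K79me2 and H4K20me3 were depleted from the inserted viral genome. It names no generation there, and its genome-wide analyses used sporophyte data unless stated otherwise. All 3 sporophyte lists were depleted here. Of the gametophyte lists, to which the statement need not extend, that of H3K27ac was not, with 31.0 peaks per 100 kb against 34.8 on the rest of the chromosome (p = 0.27 from a permutation by circular shifts). Of the 774 genes of Table S5, Ec-22_003110 had the opposite sign, 0.46 here and -2.16 in the paper's table; it was singled out after its value was seen.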

Other observations

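Chosen only after their results were seen were the tests of gametophyte RNA and of saturation in sporophyte replicate 2, of the smaller fold changes, of the sporophyte peak lists, of compressed values in divergent pairs and of H3K9ac peak scores. The others were set before.

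Sporophyte replicate 2 lay between sporophyte replicate 1 and the gametophytes. It was nearer to the gametophytes than replicate 1 was for 85.2% of the gametophyte-biased and 60.4% of the sporophyte-biased genes of Table S5. The tables argue against saturation of counts at its greater depth as the whole source. The gametophyte-biased genes rose in replicate 2 by a median log2 ratio 0.39 above genes of the same level (95% bootstrap interval 0.31 to 0.53). Those matched genes rose too, by a median of 0.548, so that saturation stays open as a part of the source. The matched test replaced one on the unmatched median, 0.90, after that value had been seen. Gametophyte RNA in that library stays open. Among 139 genes nearly absent from replicate 1, its level was a median share of 0.229 of the gametophyte level, with quartiles from 0.12 to 0.442, and 7.91% of them lay far under the level of the pooled share, against 2.5% from counting alone. A first reading of these shares took them as fitting a mixture. It was set aside for a stricter test, in which sporophyte-biased genes with little gametophyte expression should fall by the same share. Their change was -0.16 (log2, 95% bootstrap interval -0.22 to -0.10) against the -0.38 that a share of 0.229 needs, so that a mixture of that size is not borne out in full. Compression of the counts could lower this fall too, so that a mixture and a difference between the cultures cannot be told apart. No biological explanation was tested.

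Fold changes were smaller here than in Table S5, with a slope of 0.764. A candidate explanation is saturation of counts by the removal of duplicates. The log2 ratio of TPM in Table S5 to TPM here rose with counts per base, with a Spearman's rho of 0.901 in the sporophyte and 0.881 in the gametophyte, while rho with gene length was 0.0487 and 0.0954. Whether Table S5 rests on counts with or without duplicates was not tested.

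The switch of sporophyte-biased genes to all 3 marks was set against a lean of the sporophyte peak lists at any gene. Such a lean is there: of 2409 genes outside Table S5 that change state, 603 had all 3 marks in the sporophyte and 177 in the gametophyte, a ratio of odds of 4.21. As the whole cause it is argued against by the gametophyte-biased genes, whose ratio of odds was 0.93 (z = -3.96 for the log odds against genes outside). This is the last of 3 rules, all set after the value of 4.21 had been seen. A first rule on the size of the ratio between the odds ratios of Table S5 and of other genes, 1.84, counted against the lean, and a second on its p-value, 0.0502, did not. A part of the switch may therefore come from the lists, and an effect of expression stays open as a hypothesis.

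Changes of H3K9ac at generation-biased genes went against expression, with an odds ratio of 0.148. Genes of unmapped scaffolds are argued against as the source, since the odds ratio without them was 0.115 (exact p = 0.0016). Of the H3K9ac peaks found only in the generation of lower expression, 95.8% had scores in the lowest quartile of the TSS peaks of their list, but so had all 19 found only in the generation of higher expression (exact p = 1). Peaks near the threshold therefore cannot be told apart from a change in the mark, because peaks found in 1 generation are weak in either direction. An earlier test that compared scores between lists was dropped, because scores are comparable only within a list. With the summit in the window, the odds ratio was 2.13.

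The expression of divergent pairs was correlated, with a Spearman's rho of 0.259 in the sporophyte, which no monotone compression of the values can produce. Pearson's r of TPM can change under such compression. The rank test therefore leaves open whether compression accounts for the difference from the paper's r. Given the lengths of both genes, the partial rho was 0.277, so that gene length does not account for the rank correlation. Tandem pairs had a rho of 0.253 and convergent pairs 0.168, and the interval of divergent pairs, 0.231 to 0.286, included the tandem value. The correlation may thus be one of neighbouring genes in general. Under 600 bp, tandem pairs had a rho of 0.536 and divergent pairs 0.221. No biological explanation was tested.

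The gametophyte H3K27ac peaks in the inserted viral genome may be background of a list with low enrichment. Their median score was 318.5, against 337 for the whole list and 794 at TSSs, and the highest was 1170. The paper's fractions of reads in peaks were the lowest for this mark and generation, 32.3% and 30.2%, at the greatest depth. A biological difference between generations stays open, as untested.

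Of the genes that the paper's text and legends name, Ec-04_005800, Ec-04_006210 and Ec-21_004560 had log2 fold changes of 0.43, 0.13 and -0.49 between sporophyte and gametophyte (adjusted p = 0.655, 0.874 and 0.527 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Ec-04_005800 was called without gametophyte replicate 1 (1.00, adjusted p = 0.027 from the same test). In all, 2382 genes had an unadjusted p under 0.05.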
